# The combination treatment of RC48 and STAT3 inhibitor acts as a promising therapeutic strategy for basal bladder cancer

**DOI:** 10.3389/fimmu.2024.1432586

**Published:** 2025-01-07

**Authors:** Jingxian Li, Kun Shan, Wei Huang, Qiang Su, Yuanjiong Qi, Zhihong Zhang, Jianqiang Zhu, E. Du

**Keywords:** RC48-ADC, MIBC, artesunate, molecular subtypes, targeted therapy

## Abstract

As an antibody-drug conjugate (ADC), disitamab vedotin (RC48) is a promising treatment targeting ERBB2 for locally advanced and metastatic bladder cancer (BLCA). However, the subtype heterogeneity of muscle-invasive bladder cancer (MIBC) often leads to different therapeutic outcomes. In our study, we aim to explore sensitivity differences and mechanisms of different molecular subtypes of MIBC to RC48 treatment and develop a strategy for combination therapy against cancer. Using large-scale mRNA expression profile datasets, Western blotting, and immunohistochemistry, we first found that ERBB2 is upregulated in the luminal type but downregulated in basal bladder cancer. In addition, luminal cells showed higher sensitivity to RC48 than basal cells. Basal cells with ERBB2 overexpression demonstrated increased sensitivity to RC48 *in vitro* and *in vivo*, indicating that ERBB2 expression mediates RC48’s therapeutic efficacy against cancer. In basal or RC48-exposed luminal cells, the JAK/STAT3 pathway was highly enriched, suggesting that downregulation or pharmacological inhibition of ERBB2 leads to compensatory activation of this pathway. Silencing STAT3 increased the inhibitory efficacy of RC48. In addition, artesunate (ART, a STAT3 inhibitor) showed a synergistic effect with RC48 against basal bladder cancer both *in vitro* and *in vivo*. In summary, these findings provide a theoretical foundation for subsequent clinical trials combining RC48 and ART in MIBC based on molecular subtypes.

## Introduction

As one of the most common urological malignancies, bladder cancer (BLCA) has approximately 573,278 new cases in 2020, and this number is expected to double by 2040 according to World Health Organization predictions (1). BLCA mainly contains muscle-invasive bladder cancer (MIBC), nonmuscle-invasive bladder cancer (NMIBC), and metastatic bladder cancer (2). For advanced MIBC, the primary therapy options include surgery, chemotherapy, and immunotherapy (3). Although cisplatin-based chemotherapy has made a remarkable achievement in reducing the risk of BLCA-induced death, the overall response rate is still low, approximately less than 50% (2). For patients ineligible for cisplatin, immunotherapy is the first-line treatment recommended for those with positive expression of programmed death ligand-1 (PD-L1) (3). However, the complete and partial response rates of this treatment remain low (4). Of note, due to the limitations of current therapeutic methods, novel therapeutic strategies must still be explored.

The development of ADC made a promising treatment strategy for bladder cancer, demonstrating improved overall survival in patients (5). Enfortumab vedotin (EV) was the first ADC to report encouraging results. Patients treated with EV and pembrolizumab showed longer progression-free survival compared to those treated with chemotherapy (6). Another new ADC, sacituzumab govitecan (SG), shows a promise as a treatment strategy for BLCA by targeting trophoblast cell surface antigen 2 (Trop-2), with an ORR of 27% against metastatic bladder cancer (7). RC48 is an ADC targeting ERBB2 and has been reported as a promising therapeutic method for treating various cancers, including breast cancer (8), gastric cancer (9), non-small-cell lung cancer (10), and bladder cancer (11). A multicenter phase II study revealed that 51.2% of advanced urothelial carcinoma patients received a partial response, none of them received a complete response, and the rest represented stable disease (39.5%) and disease progression (7%) (11). These data suggested a feasible therapeutic strategy for RC48 against urothelial carcinoma. Of note, not all patients can receive the efficient clinical benefits treated with these ADCs due to tumor heterogeneity and individual differences.

Recently, MIBC consensus subtypes were established based on a prior classification system, dividing MIBC into six subtypes: basal/squamous (Ba/Sq), luminal unstable (LumU), luminal nonspecified (LumNS), luminal papillary (LumP), neuroendocrine-like (NE-like), and stroma-rich (12). This classification provides a robust foundation and framework for testing and validating potential biomarkers in future clinical trials. In addition, MIBC cells have been classified into basal and luminal types (13), offering a foundation for subsequent preclinical trials. Different molecular subtypes of BLCA show heterogeneous sensitivity for ADC. For example, the sensitivity of EV is mediated by the expression of NECTIN4, which is highly expressed in luminal BLCA (14). In contrast, TROP2 expression is higher in bladder cancer cells resistant to EV, which remain sensitive to SG (15). However, the sensitivity of different molecular subtypes of MIBC to RC48 remains unclear. Given the different therapeutic responses observed in patients treated with RC48, it is necessary to explore the potential reasons for treatment failure based on MIBC molecular subtypes.

Our study found that ERBB2, the target of RC48, is highly enriched in luminal bladder cancer. Luminal bladder cancer cells demonstrated higher sensitivity to RC48 compared to basal bladder cancer cells. Moreover, we observed significant enrichment of the JAK/STAT3 pathway in basal bladder cancer. In RC48-treated bladder cancer cells, compensatory activation of the JAK/STAT3 pathways was noted. Pharmacological inhibition of STAT3 by ART could overcome the resistance of basal cells to RC48. Overall, this study provides a foundation for developing clinical therapeutic strategies combining STAT3 inhibitors with RC48 in MIBC.

## Materials and methods

### Public available data collection and subsequent analyses

The Cancer Genome Atlas (TCGA)-MIBC mRNA expression profile was obtained from the UCSC Xena public website (http://xena.ucsc.edu/). Gene expression values were normalized and transformed into LCPM units using the edgeR package. Additionally, normalized mRNA expression data from GSE13507, GSE32894, GSE48075, GSE48276, and single-cell RNA-sequencing data from GSE135337 were retrieved from the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/gds). RNA-sequencing data for cell lines representing bladder cancer were obtained from the Cancer Cell Line Encyclopedia (CCLE) database (https://sites.broadinstitute.org/ccle/). TCGA-MIBC protein expression profile was collected from The Cancer Proteome Atlas (TCPA) database (https://tcpaportal.org/tcpa/). The six consensus subtypes of TCGA-MIBC—Ba/Sq, LumU, LumNS, LumP, NE.like, and stroma-rich—were defined based on previous literature (12). Other classification methods, including Baylor types, UNC types, Lund types, TCGA types, and MDA types, were determined by the BLCAsubtyping R-package (12). Bladder cancer cells from the CCLE were categorized into two types—luminal and basal—based on previous research (13). ERBB2 expression values were extracted from these datasets to compare the expression differences among subtypes.

### Differential expression genes screening and weighted coexpression network analysis

To identify differentially expressed genes (DEGs) in MIBC compared to normal tissues, we performed differential expression analysis based using the limma R-package. A total of 5,493 DEGs were identified based on the filtering thresholds adjusted *p*-value (adj. pval) < 0.05 and absolute log2(fold change) > 0.5. The expression data of these DEGs were subsequently presented to weighted gene coexpression network analysis (WGCNA) to identify highly similar coexpression modules. The Pearson method was utilized to construct a DEG similarity matrix. Based on the power value (*β* = 10), which affects the average degree and the independence of module connectivity (*k*), a topological overlap matrix (TOM) and an adjacent matrix (AM) were generated. When the correlation between *p*(*k*) and *k* > 0.85, the power value was regarded as ideal for constructing a scale-free topology network. Next, we established the hierarchical clustering dendrogram of the 1-TOM matrix to determine coexpression modules. Subsequently, we correlated the module Eigengenes (ME) with clinical features, including the six consensus subtypes of bladder cancer. A correlation between a module and consensus subtypes was considered significant if *R* > 0.4 or *R* ≤ 0.4.

### Gene dependency score analysis

To assess the “importance” of ERBB2 across different MIBC subtypes, we employed the gene dependency score (gDS) from a previous study (16). A lower gDS indicates that the gene is more important for cell viability. gDS ≤ 1 suggests that the loss of this gene is fatal for the cell. gDS between − 1 and 0 implies that the bereft of the gene influences cell viability but is not fatal. A gDS > 0 indicates that deletion of this gene has no effect on cell viability.

### Single-cell RNA sequence data analysis

The single-cell RNA (scRNA)-sequence dataset, GSE135337, was analyzed using the Seurat R-package. Initially, we performed cell filtering based on two criteria: a minimum of 50 detected genes per cell and a mitochondrial gene percentage of less than 5% per cell. We also excluded genes expressed in less than three cells. After quality control, we collected a total of 36,789 cells. The expression data of cells were then standardized and normalized using the Normalizedata R-function. Subsequently, we performed principal component analysis (PCA), cell clustering, and t-SNE dimensional reduction. The cells were separated into 16 clusters using FindClusters R-function. Subsequently, the FindAllMarkers R-function was employed to conduct differential expression analysis for a given cluster. The DEGs were further screened using the filtering standard of |logFC| > 1 and the adjusted *p*-value (adj. pval) < 0.05. We then annotated the cell types using the SingleR R-package. The expression distribution of GATA Binding Protein 3 (GATA3) and Forkhead Box A1 (FOXA1) was used to identify the zone where luminal cells are located, while CD44 Molecule (IN Blood Group) (CD44) and Keratin 5 (KRT5) were used to determine the zone where basal cells are probably located. Subsequently, we further analyzed the main area of ERBB expression in these luminal and basal cells.

### Mutation and copy number variation analysis

The mutation and copy number variation (CNV) situation of ERBB2 in pan-cancer were analyzed using the cBioPortal website (https://www.cbioportal.org/). To characterize the mutation condition of ERBB2 in MIBC, we obtained the mutation data from the UCSC Xena. We then analyzed the distribution of ERBB2 mutations in luminal and basal bladder cancer. Next, we observed the mRNA expression differences of ERBB2 in basal mutation type, luminal mutation type, and wild type. To explore the ERBB2 CNV across bladder cancer subtypes, we also downloaded the linear copy number data of MIBC from the UCSC Xena website. Subsequently, we calculated the Pearson correlation coefficient (PCC) between ERBB2 mRNA expression and linear copy number. To estimate the recurrent focal somatic copy number variation (SCNA), we downloaded the segmentation files of MIBC tumor samples from TCGA GDC Data Portal (https://portal.gdc.cancer.gov). We then identified the significantly recurrent focal genomic regions of MIBC, luminal MIBC, and basal MIBC using the Genomic Identification of Significant Targets in Cancer (GISTIC 2.0) algorithm, accessed through the GenePattern website (https://cloud.genepattern.org/gp/pages/index.jsf). We applied the default parameters of GISTIC 2.0 with a 0.99 confidence level and a *q*-value < 0.25. According to the GISTIC amplitude threshold, the significant focal events of the sample were classified into four types: shallow deletion, deep deletion, low-level amplification, and high-level amplification. Subsequently, a GISTIC score (G-score) for individual genes with gain or loss was generated separately in MIBC. The differences in ERBB2 mRNA expression across different types of CNV were further analyzed.

### Cell culture and treatment

Human bladder cancer cells representing luminal type (SW780, HT1376, and RT4) and basal type (5637, T24, and J82) were purchased from Procell Life Science&Technology Co. Ltd. (Wuhan, China). These cells were authenticated by short tandem repeat (STR) profiling. According to the manufacturer’s instructions, the cells were cultured in their respective media, each supplemented with fetal bovine serum and penicillin–streptomycin. All of the bladder cancer cells were cultivated in an incubator with a humidified atmosphere containing 5% CO_2_ at 37°C. The cells remained mycoplasma free throughout the culturing process.

### Immunohistochemistry

MIBC tissue biopsy specimens, formalin-fixed and paraffin-embedded (FFPE), were collected from the Second Hospital of Tianjin Medical University. Immunostaining for luminal markers (GATA3 and KRT20) and basal markers (KRT5/6 and CD44) was performed on 100 MIBC samples to identify luminal and basal bladder cancer subtypes (17). Samples that showed both luminal and basal staining or no staining were excluded. A total of 12 basal bladder cancer and 19 luminal bladder cancer tissues were finally determined. Immunostaining for ERBB2 was then performed on these 31 MIBC tissues. The specimens were first deparaffinized and rehydrated, followed by antigen retrieval in sodium citrate buffer and blocking in 3% H_2_O_2_ and acidin/biotin. Subsequently, the specimens were incubated with antibodies overnight, followed by incubation with the corresponding secondary antibody. Diaminobenzidine (DAB) was used as the chromogen, and hematoxylin counterstaining was applied. The immunohistochemistry (IHC) staining was then scored using ImageJ software. The IHC score was calculated by multiplying the staining intensity (0, negative; 1, weak; 2, moderate; 3, strong) with the proportion of immunopositive cells of interest (1, < 25%; 2, 25%–50%; 3, 50%–75% and 4, >75%).

### Protein extraction and Western blotting assay

Control and treatment cells were lyzed using a protein extraction reagent (Boster, Wuhan) supplemented with 10% PMSF (Solarbio, Beijing). The suspensions were then centrifuged, and the supernatant was collected. The concentration of the supernatant was determined using the bicinchoninic acid assay (BCA) (Solarbio, Beijing). Subsequently, the proteins were isolated and further transferred onto a polyvinylidene fluoride (PVDF) membrane (ThermoFisher, China), blocked with 5% skimmed milk powder, and incubated with primary antibodies against ERBB2, GATA3, KRT5/6, GAPDH, KRT20, CD44, STAT3, and pSTAT3 (Tyr705) at 4°C overnight. The membranes were subsequently incubated with the corresponding secondary antibodies. The blot was ultimately visualized using ECL Detection Reagents. ImageJ was utilized to compute the intensities of the detected bands.

### Drug dose–response and clone formation assay

Cells were planted in 96-well plates in quintuplicate. After 24 h, RC48 and ART were added at previously set concentrations and incubated for 48 h. The medium was then replaced with CCK8 at a ratio of 10:1 (APE×BIO, USA) for 2–4 h. Cell viability was subsequently measured based on optical density at 450 nm. The IC_50_ for each group was then calculated using GraphPad Prism 8 software. For the clone formation assay, nontreated/treated cells were cultured in 12-well plates (approximately 1,000 cells per well) for 10–20 days. The cells were then dyed with 0.05% crystal violet, and the number of colonies was quantified using ImageJ.

### Transfection

ERBB2 and STAT3 deletion cells were established by underexposing their corresponding siRNA oligonucleotides (GenePharma, Suzhou). The silencing sequences of ERBB2 and STAT3 are listed in **Supplementary Table S8**. The ERBB2 overexpression lentivirus vectors were purchased from Genechem (Shanghai, China).

### Immunofluorescence

Treated cells were plated on a glass coverslips (10 mm diameter), fixed in 4% paraformaldehyde (PFA) for 30 min, permeabilized with 0.5% TritonX-100 for 5-10 minutes, and blocked with 1% bovine serum albumin (BSA) solution for 10–15 min. Next, the cells were incubated with pSTAT3 (Tyr705) primary antibody (1:100 dilution, Affinity Biosciences, Jiangsu) at 4°C overnight and then incubated with FITC-labeled secondary antibody (1:300 dilution, Proteintech, Wuhan) for 1–2 h, finally dyed with 4′,6-diamino-2-phenylindole (DAPI, Solarbio). We then visualized the fluorescence intensity of pSTAT3 (Tyr705) under the randomly selected microscope fields (×800).

### RNA-sequencing analysis and subsequent data treatment

Total RNA from stable SW780 exposed to RC48 (25 µg/ml) and their correspondent controls was isolated. RNA-seq analysis was then performed by the Beijing Genomics Institute (BGI) using the BGIEQ-500 instrument model. The data were filtered using SOAPnuke, a filtering software developed independently by BGI. The clean reads were mapped to the reference gene sequence using Bowtie2. Gene expression values of samples were counted by RSEM. The gene read count data were later normalized and then transformed into a Log2(TPM+1) unit. Differential expression analysis was performed on the normalized data using the limma R-package. The entire RNA-seq dataset was subjected to GEO with the data series accession number GSE237789.

### Xenograft model in nude mice

This study was conducted in accordance with the Animals in Research: Reporting *In Vivo* Experiments (ARRIVE) guidelines (18). Four- to six-week-old, 24–26-g Balb/c nude mice (HFK Bioscience Co. Ltd., Beijing, China) were purchased to construct the xenograft tumor growth assay. A total of 2 * 10^6^ treated T24 cells were injected into the subcutaneous axilla to establish the xenograft tumor model. The drugs were regularly injected once the tumor in the mouse became visible. RC48 (Remegen, China) was injected via the tail vein at a dose of 10 mg/kg per mouse, once or twice a week. For ART (MedChemExpress), intraperitoneal injections were given daily at a dose of 50 mg/kg per mouse. Meanwhile, the tumor width (W) and length (L) were measured once or twice a week. The tumor volume was calculated using the formula: volume = 0.52 * L * W^2^. After approximately 3 to 4 weeks, all the mice were euthanized, the tumors were isolated, and the subsequent analyses were conducted. When the tumor diameter exceeded 0.8 cm, it was recorded as the endpoint, and the survival curve of the mice was calculated.

### Quantification and statistical analysis

All data in this study were analyzed using GraphPad Prism and R software. The unpaired *t*-test was used to assess the mean value differences between the two groups. The Chi-square test was utilized to analyze the distribution differences of matched data across various groups. The log-rank test was performed to estimate the relationship between individual variables and prognosis. The PCC was calculated to reveal the relationship between the data of two variables (^*^ *p*-value < 0.05; ^**^ *p*-value < 0.01; ^***^ *p*-value < 0.001; ^****^ *p*-value < 0.0001; ns, not significant).

## Results

### ERBB2 is negatively correlated with basal/squamous MIBC

We used molecular classification systems to categorize MIBC patients based on mRNA expression data obtained from TCGA database. Regardless of the classification system (UNC, MDA, TCGA, or Consensus subtype), we found that patients with the basal type had worse outcomes than those with the luminal subtype (**Supplementary Figures S1A–D**). To further assess the relationship between RC48 and molecular subtypes, we first conducted a differential expression analysis comparing MIBC tissue to adjacent normal tissue. A total of 5,492 DEGs were identified (**Supplementary Figure S2A**; **Supplementary Table S1**). We then acquired the expression profile of these DEGs to perform WGCNA based on the six MIBC consensus subtypes (**Figure 1A**). A power value of *β* = 10 was chosen to construct a scale-free coexpression network (**Supplementary Figure S2B**). When the correlation between *p*(*k*) and *k* exceeded 0.85, an ideal network was further established (**Supplementary Figure S2C**). We then merged the highly similar modules using the dynamic hybrid tree-cut method with a cut-off value of 0.25 (**Supplementary Figure S2D**). Four modules were found to have a highly significant correlation with the basal/squamous subtype (yellow module: *r* = − 0.44; grey module: *r* = − 0.42; black module: *r* = 0.51; turquoise module: *r* = 0.54) (**Supplementary Figure S2E**). Intriguingly, the target of RC48, ERBB2, was located in the yellow module and showed a negative correlation with basal/squamous subtype (*R* = − 0.46737, *p*-value = 2.28*e*−23) (**Supplementary Figure S2F**; **Supplementary Table S2**). Therefore, we speculated that basal bladder cancer exhibits lower ERBB2 expression and is less sensitive to RC48.

**Figure 1:**
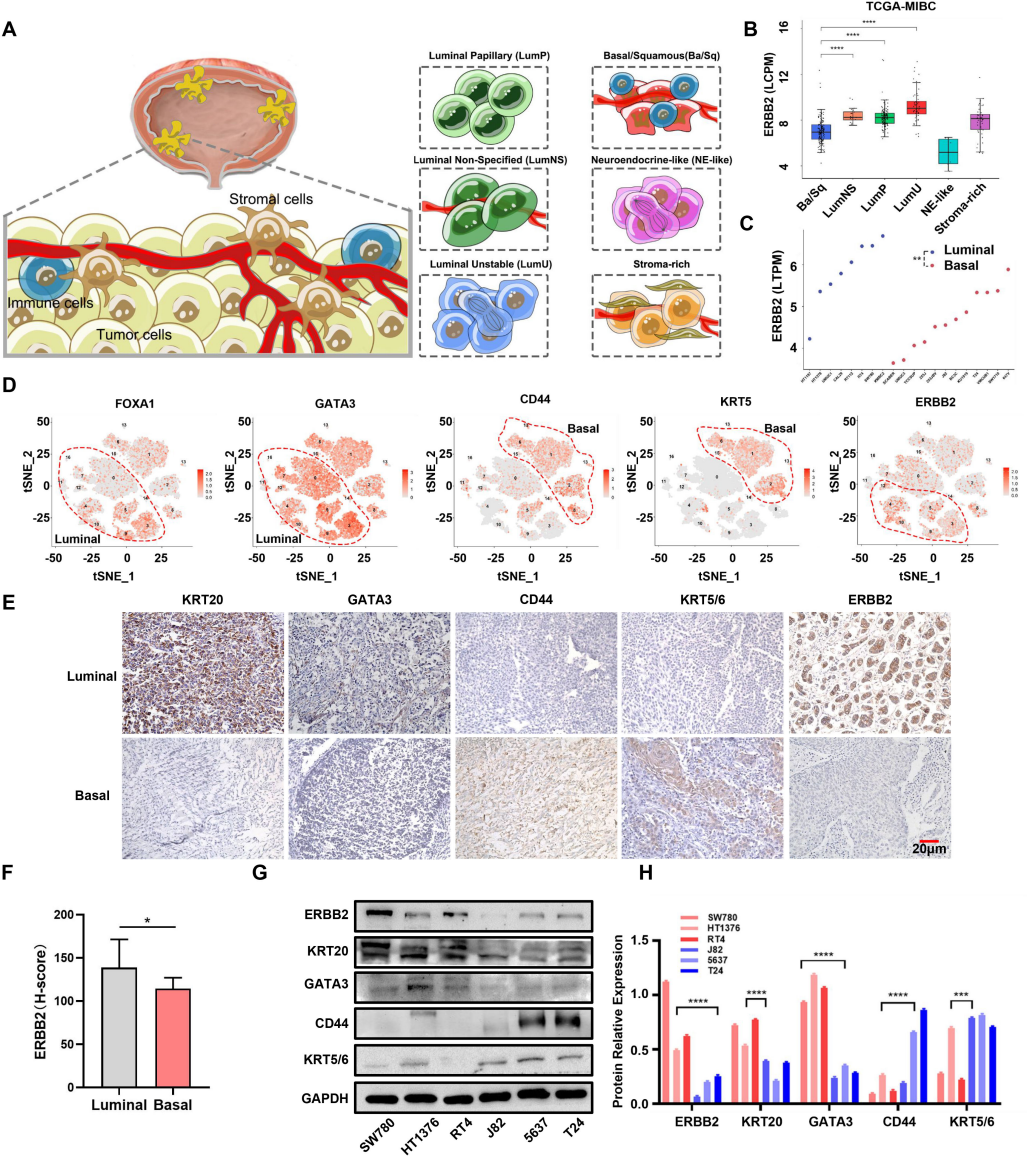
ERBB2 expression in different molecular types of MIBC. **(A)** Schematic diagram of consensus types of MIBC, including basal/squamous (Ba/Sq), luminal unstable (LumU), luminal nonspecified (LumNS), luminal papillary (LumP), neuroendocrine-like (NE-like), and stoma-rich. **(B)** ERBB2 mRNA expression in six MIBC consensus subtypes in the TCGA-MIBC dataset. **(C)** ERBB2 mRNA expression in luminal and basal cells in CCLE dataset. **(D)** The luminal and basal-type single-cell clusters were determined by their molecular markers (luminal: FOXA1 and GATA3; basal: CD44 and KRT5), and the distribution of ERBB2 mRNA expression in luminal and basal clusters is shown. **(E)** The luminal and basal bladder cancer tissues’ IHC were classified by their molecular marker (luminal: KRT20 and GATA3; basal: CD44 and KRT5/6), and ERBB2 protein expression was detected. **(F)** Quantification of ERBB2 immunohistochemistry protein levels in luminal and basal bladder cancer. **(G)** Western blot analysis showed the protein expression of ERBB2, KRT20, GATA3, CD44, and KRT5/6 in luminal (HT1376, RT4, and SW780) and basal (5637, J82, and T24) cells. **(H)** Quantitative chart of ERBB2, KRT20, GATA3, CD44, and KRT5/6 from the Western blot analysis. *, P-value < 0.05; **, P-value < 0.01; ***, P-value < 0.001; ****, P-value < 0.0001.

### ERBB2 shows lower expression in basal/squamous MIBC

To validate our speculation, we first analyzed ERBB2 mRNA and protein levels across the six consensus subtypes in TCGA-MIBC dataset. ERBB2 was highly expressed in three luminal subtypes, while its expression was low in the basal/squamous subtype (**Figure 1B**; **Supplementary Figure S3A**). We then utilized five other subtype classification systems to categorize the tumor tissues based on mRNA expression profiles from TCGA-MIBC and other GEO datasets (including GSE13507, GSE32894, and GSE48075). The results showed the same trends (**Supplementary Figures S3B–E**). In addition, ERBB2 was also upregulated in luminal cells (including HT1197, HT1376, UMUC1, CAL29, RT112, and RT4) compared to basal cells (including SCABER, UMUC3, TCCSUP, 253J, 253JBV, J82, BC3C, KU1919, T24, VMCUB1, SW1710, and 647V) (*p*-value < 0.01) (**Figure 1C**). We further conducted cluster analysis using the bladder cancer single-cell RNA-sequencing dataset GSE135337. Applying the luminal (including FOXA1 and GATA3) and basal (including CD44 and KRT5) markers, we observed the expression distribution of these genes in epithelial cells. Interestingly, ERBB2 was mainly enriched in the cell clusters expressing GATA3 and FOXA1 (**Supplementary Figure S3F**; **Figure 1D**). In five bladder cancer datasets (TCGA-MIBC, GSE13507, GSE48075, GSE32894, and GSE48276), ERBB2 was highly positively correlated with GATA3 and FOXA1 but negatively correlated with CD44 and KRT5, suggesting that ERBB2 is a luminal marker to some extent (**Supplementary Figures S4A–E**). We then performed immunohistochemistry using luminal (KRT20 and GATA3) and basal (CD44 and KRT5/6) markers, excluding the mixed types. A total of 12 basal and 19 luminal MIBC samples were determined. We found that ERBB2 was highly expressed in luminal bladder cancer (*p*-value < 0.01) (**Figures 1E, F**). Moreover, ERBB2 was upregulated in luminal cells compared to basal cells (**Figures 1G, H**; **Supplementary Figure S5A**). Notably, luminal and basal cells exhibited different growth morphologies: cohesive clusters of epithelial cells in luminal cells, and mesenchymal and squamous differentiated morphology in basal cells (**Supplementary Figure S5B**). In summary, ERBB2 was highly enriched in luminal bladder cancer and expressed at lower levels in basal bladder cancer.

### Alterations in ERBB2 expression in luminal and basal bladder cancer are associated with CNV and somatic mutations

To excavate the cause of the expression alterations of ERBB2 in luminal and basal bladder cancer, we first focused on CNV and somatic mutations. We observed frequent CNV and mutations of ERBB2 in bladder cancer (**Supplementary Figure S6A**). The mutation frequency of ERBB2 in basal and luminal bladder cancer did not differ significantly, with missense mutation being the primary mutation type (**Supplementary Figures S6B, C**). Notably, luminal mutation samples showed a significant upregulation of ERBB2 compared to basal mutation and wild-type samples (**Supplementary Figure S6D**). In addition, we observed an upregulation of ERBB2 linear copy number in luminal bladder cancer (**Supplementary Figure S7A**). ERBB2 mRNA expression was highly correlated with its linear copy number (**Supplementary Figure S7B**). We further analyzed SNP array profiles from TCGA to identify recurrent focal peaks (*q*-value < 0.25) using GISTIC 2.0 for bladder cancer. We found that the recurrent focal peaks encompassed chromosome sites where ERBB2 is located (**Supplementary Figure S7C**). Among these, basal bladder cancer showed a lower peak, while luminal bladder cancer exhibited a higher peak. The G-score considers both the frequency of occurrence across samples and the amplitude of the aberration. We found that the chromosomal locus containing ERBB2 exhibited a lower G-score in basal bladder cancer and a higher G-score in luminal bladder cancer (**Supplementary Figure S7D**). Moreover, we observed a higher rate of ERBB2 amplification in luminal bladder cancer (**Supplementary Figure S7E**). Compared to the diploid samples, amplification (both low and high level) that occurred in luminal samples was associated with upregulated ERBB2 mRNA expression, whereas basal samples showed no significant change in mRNA levels (**Supplementary Figure S7F**). In summary, the copy number variant of ERBB2 was more frequent and had a greater influence on ERBB2 mRNA expression levels in luminal bladder cancer compared to basal bladder cancer.

### Luminal cells show higher sensitivity to RC48

Due to the heterogeneous expression and epigenetic alterations of ERBB2 in luminal and basal bladder cancer, we speculated that these two subtypes might exhibit different sensitivities to RC48. In three luminal cells, RC48 inhibited ERBB2 expression in a time- and dose-dependent manner (**Figure 2A**). We further used gDS to explore the effect of ERBB2 deletion in luminal cells (HT1197, HT1376, CAL29, RT112, and KMBC2) and basal cells (UMUC3, TCCSUP, BC3C, KU1919, T24, VMCUB1, and 647V). A lower gDS indicates a higher importance of genes in tumor cells (16). A gene with a gDS ≤ 1 suggests that its deletion seriously influences cell viability, while − 1 < gDS < 0 indicates that gene deletion affects cell viability to some extent. We found that the gDS of ERBB2 was less than 0 all these bladder cells, with lower scores in luminal cells compared to basal cells (unpaired *t*-test: *p*-value = 0.09) (**Figure 2B**; **Supplementary Table S3**). The results indicated that ERBB2 deletion might have a far more severe effect on the viability of luminal cells compared to basal cells. After adding different concentrations of RC48 to luminal (SW780, RT4, HT1376) and basal (J82, T24, 5637) bladder cancer cells, we found that RC48 could inhibit the viability of these cells in a dose-dependent manner. Among these, the effect was more serious and significant in luminal cells (**Figure 2C**). In addition, RC48 significantly inhibited the growth of luminal cells (IC_50_: HT1376 = 158.3 μg/ml, SW780 = 155.7 μg/ml, RT4 = 132.2 μg/ml) but showed a weaker function against the basal cells (IC_50_: 5637 > 200 μg/ml, T24 > 200 μg/ml, J82 > 200 μg/ml) (**Figure 2D**). The fixed concentration of RC48 (25 µg/ml) showed a more significant effect on luminal cells than basal cells over time (**Figure 2E**). In summary, luminal cells were more sensitive to RC48 than basal ones.

**Figure 2:**
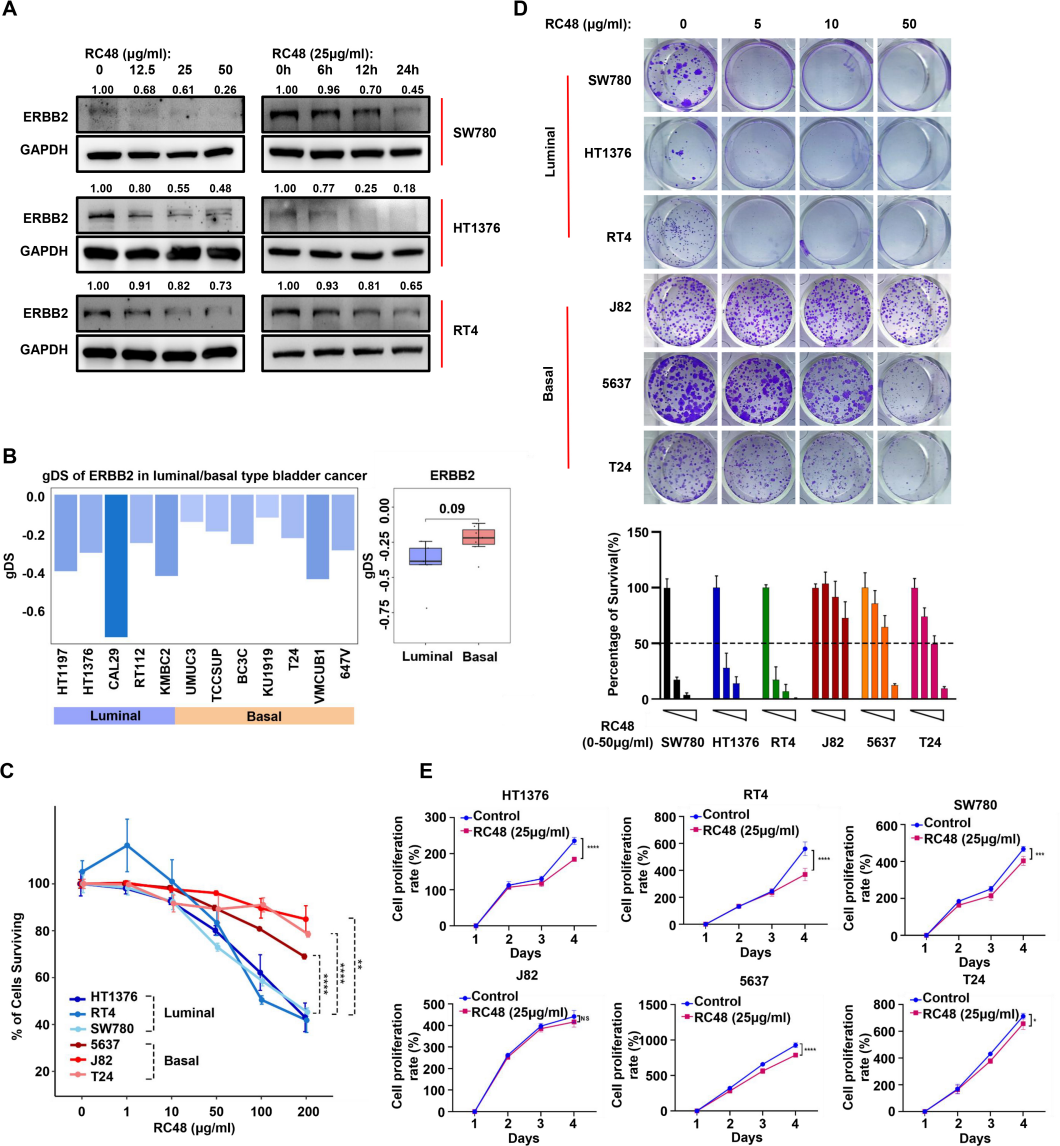
Luminal cells show higher sensitivity to RC48. **(A)** The Western blot shows ERBB2 protein expression levels in luminal cells (SW780, HT1376, and RT4) after exposure to RC48 at different concentrations and times. **(B)** The barplot shows the gDS in MIBC cells representing luminal and basal cells. **(C)** The percentage of surviving cells after exposing different concentrations of RC48 in three luminal (SW780, RT4, and HT1376) and three basal (J82, T24, and 5637) cells. **(D)** Colon formation assay reveals the cell growth after exposing different concentrations of RC48 in luminal and basal cells. The percentage of survival cells was quantified. **(E)** Cell viability of three luminal and three basal cells after exposing RC48 (25 μg/ml) at different times. *, P-value < 0.05; **, P-value < 0.01; ***, P-value < 0.001; ****, P-value < 0.0001; ns, not significant.

### The function of RC48 against tumor cells depends on ERBB2 expression

To explore whether ERBB2 expression mediates the sensitivity of cells to RC48, we further constructed ERBB2-silenced and overexpressed cells (**Figure 3A**). We found that ERBB2-silenced luminal cells (SW780 and HT1376) exhibited reduced sensitivity to RC48 (**Figure 3B**). In contrast, ERBB2-overexpressing basal cells (T24 and 5637) showed increased sensitivity to RC48 (**Figures 3C, D**). After exposure to RC48 for 48 h, the cell proliferation rate was inhibited approximately 1.2–1.5 times in T24/5637-Control cells. Meanwhile, T24/5637-ERBB2-overexpressed cells inhibited cell proliferation approximately two times (**Figures 3E, F**). We further constructed a xenograft tumor model in mice using control and ERBB2 overexpression T24 cells. After regular RC48 treatment, we found a higher treatment efficacy of drugs in the group of ERBB2 overexpressed group (**Supplementary Figure S8**; **Figure 3G**). The tumor growth was significantly inhibited in the ERBB2 overexpressed group after treating the drug (**Figures 3H, I**). In addition, for the control group with RC48 treatment, ERBB2 expression was not significantly inhibited than without the RC48 treatment control group. This might be a consequence of its low expression of ERBB2. In the ERBB2 overexpressing group, ERBB2 expression was significantly inhibited after treatment with RC48 (**Figure 3J**). Overall, these results indicated that RC48’s efficacy against bladder cancer cells depends on ERBB2 expression.

**Figure 3:**
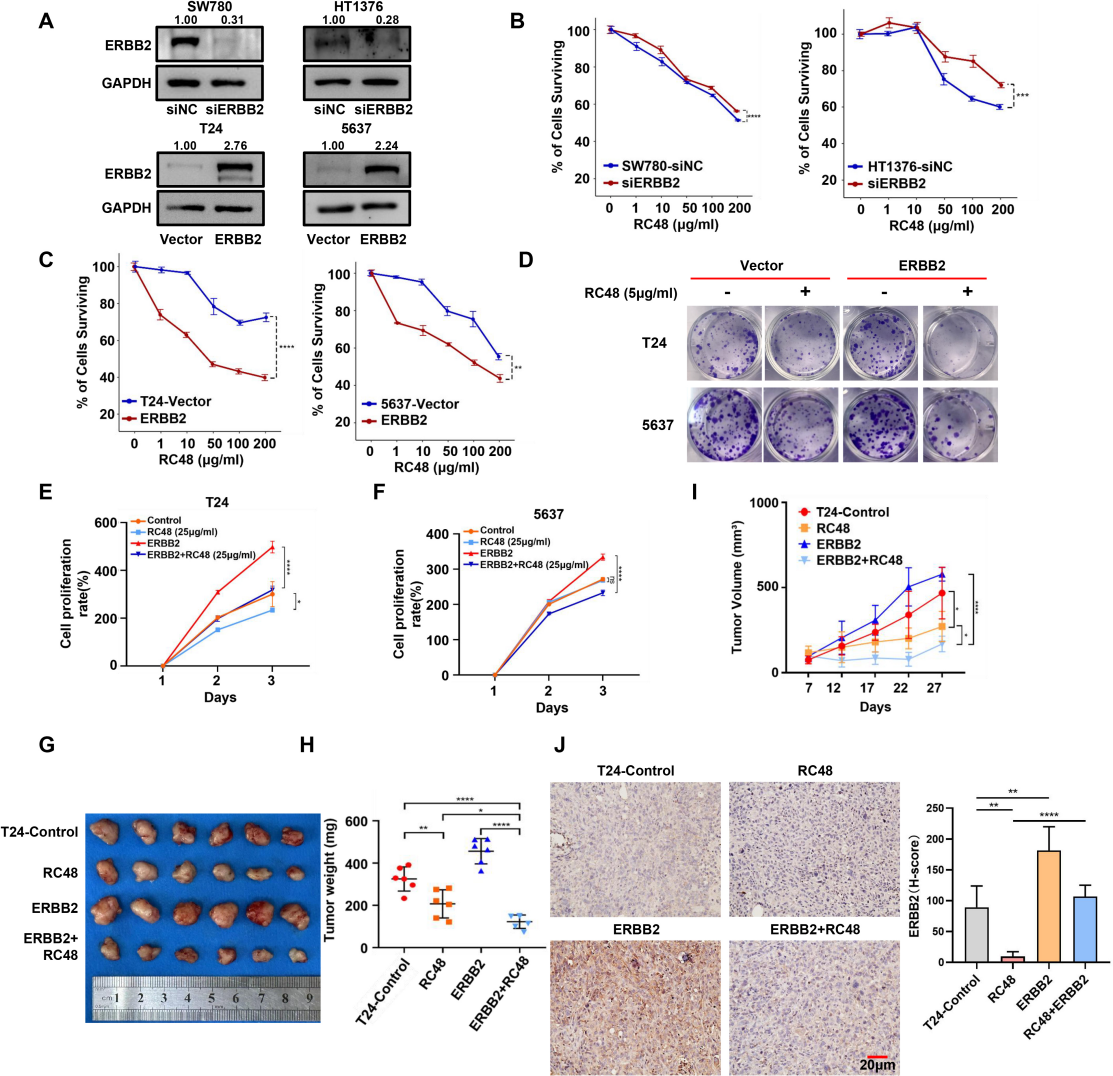
ERBB2 expression mediates the sensitivity of luminal and basal cells to RC48. **(A)** Western blot analysis validated the ERBB2 expression in ERBB2-silenced luminal cells (SW780 and HT1376) and ERBB2-overexpressing basal (T24 and 5637) cells. **(B**, **C)** The percentage of surviving cells after exposure to different concentrations of RC48 in ERBB2-silenced luminal cells (SW780 and HT1376)/or ERBB2-overexpressing basal cells (T24 and 5637). **(D)** Colon formation assay demonstrates cell growth after exposure to RC48 (5 μg/ml) in ERBB2-overexpressing basal cells. **(E**, **F)** Cell viability of the ERBB2-overexpressing and control basal cells after exposure to RC48 (25 μg/ml). **(G)** Tumors with different treatments were shown. **(H)** Tumor weight was measured after 4 weeks. Data are presented as the mean ± SD. **(I)** Tumor volume was measured one to two times weekly once the tumor became visible. Data are presented as the mean ± SD. **(J)** IHC revealed ERBB2 expression in tumor samples from mice receiving different treatments. *, P-value < 0.05; **, P-value < 0.01; ***, P-value < 0.001; ****, P-value < 0.0001.

### RC48 stimulates the activation of JAK/STAT3 pathways

To increase the sensitivity of basal cells to RC48, it is necessary to explore other drugs for combination therapy (19). We first collected the mRNA expression profile from TCGA-MIBC dataset and then conducted a differential expression analysis between basal/squamous and three other luminal subtypes (including LumNS, LumP, and LumU) of bladder cancer. The DEGs were subsequently analyzed using GSEA software. The top 10 hallmark pathways were finally identified and ranked by the normalized enrichment score (NES) (**Figure 4A**). Among these, JAK/STAT3 pathways showed the highest NES. We further analyzed basal and luminal types determined by other classification systems (**Supplementary Figure S9A**). We found the recurrent high enrichment score of the JAK/STAT3 pathway in basal bladder cancer (**Figure 4B**; **Supplementary Table S4**). These results revealed that the JAK/STAT3 pathway highly activated basal bladder cancer. The previous study provided a PROGENy algorithm showing a common core of pathway-responsive genes by leveraging a large-scale compendium of available perturbation experiments (20). The weight > 0 of the gene indicates that the activation of the pathways accompanies gene expression. We selected the genes with a weight > 1 of JAK/STAT3 pathways and observed the mRNA expression in basal and luminal bladder cancer (**Supplementary Table S5**). We observed that most genes, including STAT3, STAT1, STAT2, and IL6, exhibited higher expression in the basal subtype (**Figure 4C**). In luminal and basal cells, we found a trend of upregulation for STAT3 and IL6 (**Figure 4D**). In TCGA, GEO, and CCLE datasets, we also observed that the expression of STAT3 and pSTAT3 is lower in luminal bladder cancer than in basal bladder cancer (**Figures 4E, F**; **Supplementary Figures S9B–D**, **S10A–D**). STAT3 represented a negative relation with luminal markers, such as KRT20 and GATA3, but showed a positive relation with basal markers, including KRT5 and CD44 (**Supplementary Figures S11A–E**). Western blot analysis revealed that STAT3 and pSTAT3 are highly enriched in basal cells (J82, 5637, and T24) compared to luminal cells (SW780, HT1376, and RT4) (**Figure 4G**). A previous study also uncovered that pSTAT3 significantly increases in infiltrating basal bladder cancer compared to luminal bladder cancer (21). To further determine whether the JAK/STAT3 pathway occurred as a compensatory activation based on the downregulation of ERBB2 in basal bladder cancer, we performed RNA-sequencing to explore this speculation. 

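SW780 is a human bladder cancer cell line that the paper uses as a luminal type. RC48 is an antibody–drug conjugate that binds ERBB2 and carries the microtubule inhibitor monomethyl auristatin E. Total RNA was sequenced from 3 libraries of SW780 exposed to RC48 at 25 µg/ml and 3 Control libraries. The paper's text does not name the exposure time of this experiment. The authors filtered the reads with SOAPnuke, mapped them with Bowtie2 and deposited the read counts per gene that RSEM estimated, without normalization, and TPM values. Neither the genome build nor the annotation is named, so no positions are given. Each library listed 16390 genes by NCBI gene number and symbol. Estimated counts summed to 17026155, 16973915 and 16453233 in Control replicates 1, 2 and 3, with a median of 16973915. They summed to 17821737, 17271978 and 17988030 in RC48 replicates 1, 2 and 3, with a median of 17821737. Counts were normalized by edgeR's TMM method and are given as CPM, counts scaled to the size of the library. TPM values of RC48 replicate 2 were computed from its counts and the gene lengths that the other libraries imply. Over 1486 genes of the 1998 read from **Supplementary Table S6**, the median absolute log2 difference between the computed values and those of the table was 0.0269.
Replicates were compared by a chi-square statistic per degree of freedom over 10275 genes, which is near 1 when libraries differ only by sampling noise. It was 1.50 for Control replicates 1 and 2, 10.8 for Control replicates 1 and 3 and 13.2 for Control replicates 2 and 3. Between RC48 replicates it was 155.4 for 1 and 2, 71.5 for 1 and 3 and 25.4 for 2 and 3. The log2 ratio of each RC48 library to the mean of the Control libraries was ranked against the GC content of the transcripts, over 13008 genes. Across genes, Spearman's rho was 0.75 for RC48 replicate 1, −0.018 for replicate 2 and 0.586 for replicate 3. Genes are not independent replicates, so no p-value is given for these. When the genes were divided by GC content into 10 groups of 1300 or 1301 genes, the median log2 ratio in the group with the lowest GC content was −1.0 for RC48 replicate 1, 0.03 for replicate 2 and −0.41 for replicate 3. In the group with the highest GC content, it was 0.69, 0.01 and 0.26. TMM gives 1 factor per library and leaves such a trend in place. Values after a correction for GC content are therefore given where they change a call or a direction, although this correction was chosen after seeing the data.

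**Figure D1:**
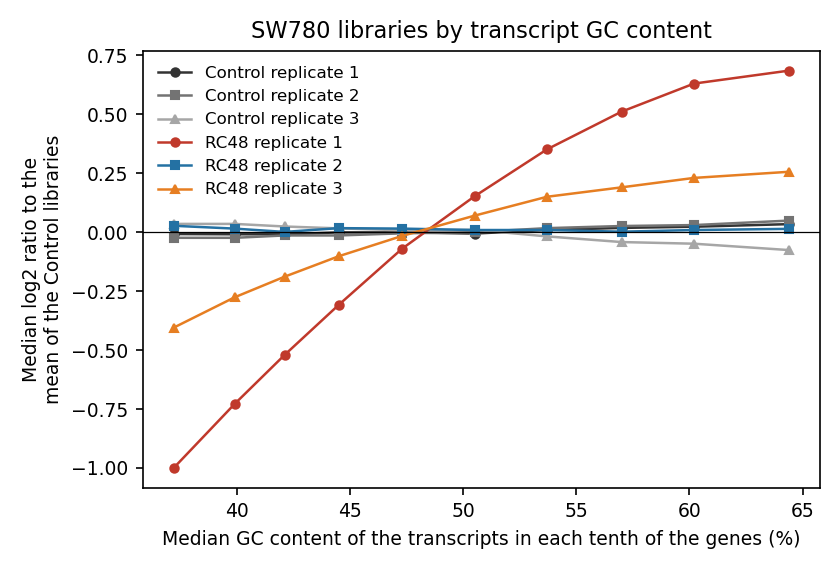
Median log2 ratio of each of the 6 libraries to the mean of the Control libraries (vertical axis) for 10 groups of the 13008 genes ordered by the GC content of their transcripts in percent (horizontal axis). The line of RC48 replicate 1 runs from −1.0 to 0.69, whereas that of RC48 replicate 2 lies near 0 throughout.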

After exposing RC48, we found that the JAK/STAT3 pathway showed a higher activation (**Figure 4H**; **Supplementary Tables S6**, **S7**). 

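After RC48 exposure, 288 of 13055 genes tested had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 libraries per group). Of these, 258 were upregulated and 30 downregulated. An unadjusted p-value under 0.05 was found for 2499 genes. The alternative that moved the count most was limma's voom with a weight for each library, which called 8018 genes, 3972 of them upregulated. The count was 71, 78 and 68 without Control replicates 1, 2 and 3. It was 897 without RC48 replicate 1 (606 upregulated), 3726 without RC48 replicate 2 (1862 upregulated) and 93 without RC48 replicate 3 (88 upregulated). With the correction for GC content, 1038 genes were called, among them 280 of the 288. Among called genes with at least 10 CPM in the higher group, the 5 largest rises were those of LTB, UBD, CXCL1, CXCL8 and IL32. LTB (NCBI gene 4050) had 0 counts in the Control libraries and 600 in the RC48 libraries, at least 198.5-fold higher than the limit that a count of 0 allows. This limit covers counting error only. UBD (NCBI gene 10537) rose from 0.097 ± 0.120 to 46.4 ± 6.32 CPM (SD, n = 3 each), a log2 fold change of 8.80 (standard error 0.43, adjusted p = 1.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). UBD had only 5 counts over the Control libraries, and its log2 fold change ran from 8.24 to 10.31 with 1 library left out. CXCL8 (NCBI gene 3576) rose from 1.57 ± 0.270 to 107.7 ± 47.9 CPM (SD, n = 3 each), a log2 fold change of 6.09 (standard error 0.39, adjusted p = 4.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL32 (NCBI gene 9235) rose from 0.290 ± 0.114 to 13.6 ± 0.639 CPM (SD, n = 3 each), a log2 fold change of 5.52 (standard error 0.25, adjusted p = 9.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each standard error given with edgeR's test is the log2 fold change divided by the square root of the test's F statistic. DESeq2, fitted as an alternative, gave standard errors of 0.68 for UBD, 0.35 for CXCL8 and 0.43 for IL32.
The 5 largest falls were those of CDCA7, AGR2, CLCA2, RGS16 and GJA1 (NCBI genes 83879, 10551, 9635, 6004 and 2697). Their log2 fold changes were −1.55, −1.47, −1.37, −1.33 and −1.18, with standard errors of 0.20, 0.17, 0.16, 0.16 and 0.17. Adjusted p-values were 0.00847, 0.0060, 0.00487, 0.00685 and 0.0128 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CDCA7 and GJA1 were no longer called when any 1 of the Control libraries or RC48 replicate 3 was left out, with adjusted p-values up to 0.0862 and 0.104 in edgeR's test. RGS16 was no longer called when any 1 of the Control libraries was left out (up to 0.0689), AGR2 without Control replicate 1 (0.0501) and CLCA2 without Control replicate 3 (0.0527).
The JAK/STAT3 pathway genes of **Supplementary Table S5** number 87, of which 79 were listed in the libraries and 64 had enough counts for the test. Their median log2 fold change was 0.33, and 48 of the 64 were higher after RC48 exposure. LTB and TNF, which had at most 1 count in the Control libraries, lie above this median at any value that their counts allow. Of the 64, 15 were called over all genes tested and 25 when adjusted over the list alone, and the 15 were all upregulated. The list rose relative to the other genes (limma's camera with a preset correlation of 0.01, two-sided p = 3.6e-17, adjusted p = 5.4e-17 over 6 lists, 3 libraries per group). The p-value was 5.0e-07 with fry and 4.2e-04 with camera's estimated correlation. Over 24 alternatives it lay between 5.9e-21 and 4.2e-04. Of the 64, 2 are also in the lists of interferon-stimulated genes and NF-κB targets used here, too few for their omission to test how far the rise is shared with these responses. The members with a weight above 1, which the paper selected, number 28, and 22 were tested. Their median log2 fold change was 0.65, 21 of 22 were higher, 10 were called over all genes tested and 15 when adjusted over the list alone. Camera gave p = 9.7e-27 for them, adjusted p = 1.9e-26 over the 6 lists, with 1.6e-07 from fry and 3.0e-04 with an estimated correlation. Leaving out 1 library moved the number of called members to between 7 and 27 of the whole list, with 7 without Control replicate 3 and 27 without RC48 replicate 2. Of the 27, 24 were upregulated and 3 downregulated, and of the 24 called without RC48 replicate 1, 23 were upregulated and 1 downregulated. Voom called 46 members (38 upregulated, 8 downregulated) and edgeR with the correction for GC content 21 (20 upregulated, 1 downregulated). For the members with a weight above 1, voom called 19, and with 1 library left out the number lay between 4 and 14, with 4 without Control replicate 3 and 14 without RC48 replicate 1 or 2.
The running-sum enrichment score of the 79 genes was 0.697 in the ranking of all 16390 genes by the signal-to-noise ratio of TPM. The peak came at rank 1455, with 31 of the 79 genes at or before it. The paper's reported enrichment score is 0.694 for 79 genes of a hallmark JAK/STAT3 set (**Supplementary Table S7**), and whether the members of that set are those of **Supplementary Table S5** is not known. The score moved most without weighting by the ranking metric, to 0.311. With 1 library left out in turn, it stayed between 0.630 and 0.751.

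**Figure D2:**
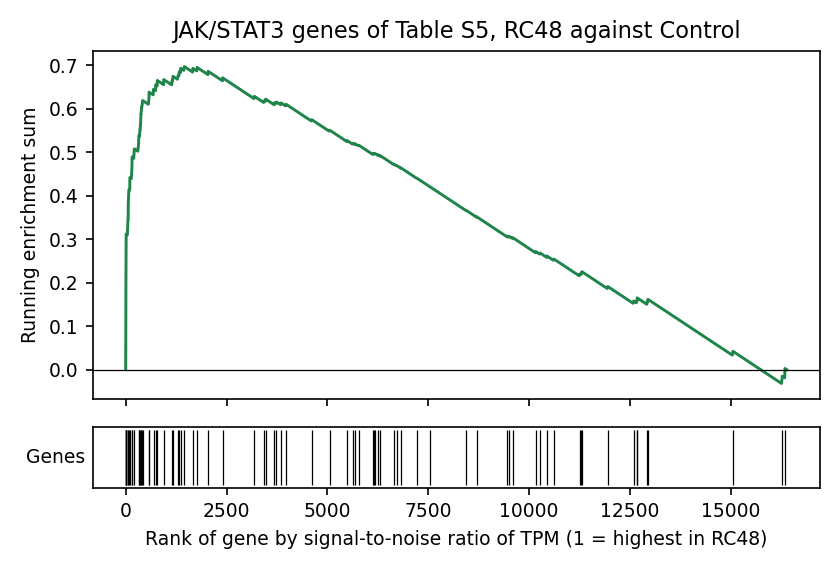
Running enrichment sum of the 79 JAK/STAT3 pathway genes (vertical axis) along the ranking of 16390 genes from the most upregulated to the most downregulated in RC48-exposed SW780 (horizontal axis, rank), with ticks at the ranks of the 79 genes. The sum reaches its maximum of 0.697 at rank 1455.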

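In the same libraries, the genes IRF9, MAP3K8, CSF1, CXCL1, IL1B, CXCL10, MYD88, STAT2, STAT3, TNF, SOCS1 and SOCS3 were examined one by one. The paper's text does not state how these 12 genes were chosen. If they were picked from these libraries, their count is not independent evidence. Over all genes tested, 10 of the 12 were called, and 12 of 12 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For each of the 12, every RC48 library lay above every Control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Chance alone gives such a separation, in either direction, for 10% of genes. The alternatives that moved the count most were the fits without 1 library. It was 5, 5 and 4 without Control replicates 1, 2 and 3, 11 and 12 without RC48 replicates 1 and 2, and 6 without RC48 replicate 3. CXCL1, IL1B, CXCL10 and TNF were called in each of these 6 fits, and the other 8 in some of them only. The expression of CXCL1 (NCBI gene 2919) was 0.755 ± 0.204 CPM in Control and 78.4 ± 4.40 CPM after RC48 exposure (SD, n = 3 each), a log2 fold change of 6.68 (standard error 0.21, adjusted p = 2.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CXCL1 has the close paralogs CXCL2 and CXCL3, whose reads could be shared with it. IL1B (NCBI gene 3553) went from 14.8 ± 0.907 to 49.5 ± 3.30 CPM (SD, n = 3 each), with a log2 fold change of 1.74 (standard error 0.13, adjusted p = 6.4e-04, same test). IRF9 (NCBI gene 10379) went from 24.5 ± 0.413 to 75.2 ± 17.4 CPM (SD, n = 3 each), with a log2 fold change of 1.62 (standard error 0.18, adjusted p = 0.00446 from edgeR). TNF (NCBI gene 7124) had 1 count over the Control libraries and 142 over the RC48 libraries, a ratio of 140.9 after scaling, with an exact 95% interval from 24.9 to 5604.1. CXCL10 (NCBI gene 3627) had 4 and 115 counts, so that its log2 fold change of 4.71 (standard error 0.43, or 0.84 in DESeq2) rests on few reads.
CSF1, SOCS3, STAT2 and MAP3K8 (NCBI genes 1435, 9021, 6773 and 1326) had log2 fold changes of 1.42, 0.89, 0.70 and 0.81, with adjusted p-values of 0.0060, 0.0255, 0.0346 and 0.0487 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 21 alternatives, these reached at most 0.0685, 0.202, 0.251 and 0.291 and at least 2.1e-11, 1.0e-07, 3.9e-08 and 2.7e-07, and the genes were called in 18, 13, 11 and 8 of these. The lowest value of CSF1 came from DESeq2. Those of SOCS3, STAT2 and MAP3K8, and of MYD88 and SOCS1 below, came from limma's voom with quality weights. With all libraries kept, limma on log2(TPM+1) or log2(TPM+0.1) did not call SOCS3, STAT2 or MAP3K8, and neither did edgeR with the replicate term and length correction. STAT2 and MAP3K8 were also not called with library sizes alone or with the replicate term, and MAP3K8 with RLE size factors, without a filter or with at least 10 counts in every library. CSF1 was not called when any 1 of the Control libraries was left out (up to 0.0685 in edgeR), and SOCS3, STAT2 and MAP3K8 were not called when any 1 of the Control libraries or RC48 replicate 3 was left out (up to 0.202, 0.251 and 0.291 in edgeR). IRF9 was likewise not called without Control replicate 3 (adjusted p = 0.0645, edgeR). MYD88 (NCBI gene 4615) was 69.9 ± 3.11 CPM in Control and 106.3 ± 22.8 CPM after exposure (SD, n = 3 each). Its log2 fold change of 0.61 (standard error 0.17) was not called over all genes (adjusted p = 0.141, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called without RC48 replicate 1 (0.0384 in edgeR), without RC48 replicate 2 (0.0196) and with the correction for GC content (0.0262), and its adjusted p-value lay between 1.5e-06 and 0.490 over 21 alternatives in edgeR, DESeq2 and limma. SOCS1 (NCBI gene 8651) had 20 counts over the Control libraries and 46 over the RC48 libraries. Its log2 fold change of 1.18 (standard error 0.39) was not called either (adjusted p = 0.190, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but was called without RC48 replicate 2 (0.0497 in edgeR), within a range from 0.00221 to 0.492 over 20 alternatives.

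**Figure D3:**
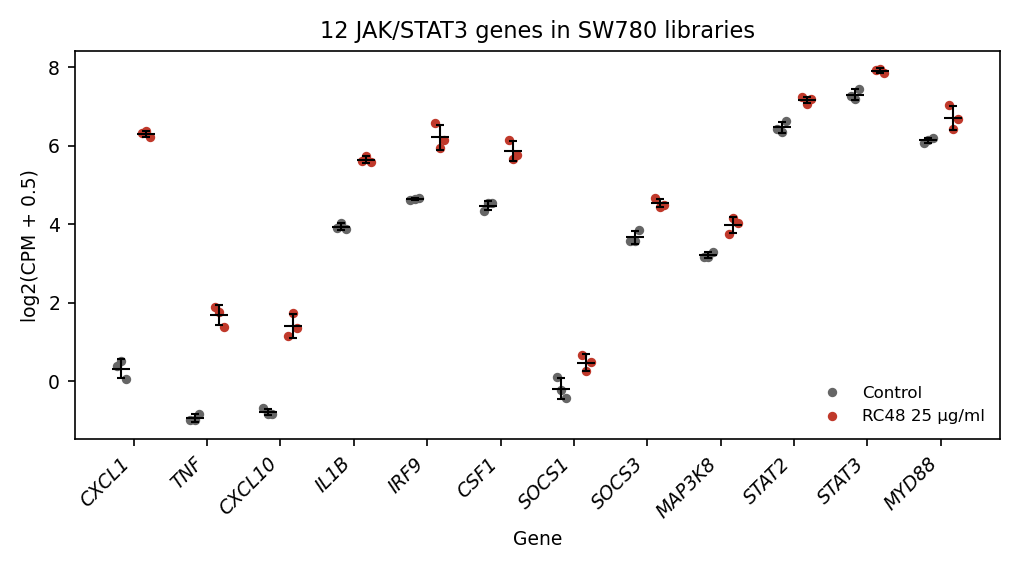
Expression of the 12 genes in log2(CPM + 0.5) (vertical axis) in Control and RC48-exposed SW780, with 1 point per library and bars at the mean ± SD (n = 3). In each of the 12 genes the 3 RC48 points lie above the 3 Control points.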

Genes (including IRF9, MAP3K8, CSF1, CXCL1, IL1B, CXCL10, MYD88, STAT3, STAT3, TNF, SOCS1, and SOCS3) positively correlate with the upregulation of JAK/STAT3 pathways in RC48-exposed SW780 (**Supplementary Figure S12A**). In addition, in multiple bladder cancer datasets (including TCGA-BLCA, GSE13507, GSE48075, and GSE32894), we observed a negative correlation between STAT3 and ERBB2 in mRNA levels (**Figure 4I**; **Supplementary Figure S12B**). We further silenced and overexpressed ERBB2 in luminal and basal cells. STAT3 and pSTAT3 (Tyr705) were upregulated under ERBB2 silencing and downregulated under ERBB2 overexpression (**Figures 4J, K**). Upon RC48 exposure, we also found that STAT3/pSTAT3 (Tyr705) were upregulated in HT1376 and SW780 (**Figure 4L**). Furthermore, pSTAT3 (Tyr705) was highly expressed in the nucleus after exposure in SW780 and HT1376 but showed a lower nuclear expression after ERBB2 overexpression in 5637 and T24 cells (**Figure 4M**). Moreover, in TCGA-MIBC and other GEO datasets, we observed that the patients with high STAT3 expression or high STAT3-pY705 expression showed worse clinical outcomes (**Supplementary Figures S13A–D**). Additionally, STAT3 expression was correlated with cancer progression (**Supplementary Figure S13E**). These results indicate that a compensatory mechanism for STAT3 activation exists following RC48 exposure, suggesting that targeting STAT3 could be a feasible strategy for combining RC48 against basal bladder cancer.

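Among the libraries of RC48-exposed SW780, STAT3 mRNA expression (NCBI gene 6774) was 241.2 ± 9.38 CPM against 157.7 ± 15.1 CPM in Control (SD, n = 3 each). The log2 fold change was 0.61 (standard error 0.12, adjusted p = 0.0440 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change stayed between 0.56 and 0.69. The gene was no longer called without Control replicate 1, 2 or 3 (adjusted p = 0.309, 0.306 and 0.118 in edgeR) or without RC48 replicate 3 (adjusted p = 0.227 in edgeR). With all libraries kept, it was not called by edgeR with library sizes alone (adjusted p = 0.0810), without a filter (0.0562), with at least 10 counts in every library (0.0530), with the replicate term (0.0886) or with the replicate term and length correction (0.0612). It was not called by limma on log2(TPM+1) over 6 libraries (adjusted p = 0.151), on log2(TPM+0.1) (0.221) or over 5 libraries (0.0794) either. With the correction for GC content, the log2 fold change was 0.54 (adjusted p = 0.0126 in edgeR). In all, STAT3 was called in 9 of 21 alternatives, with adjusted p-values between 3.3e-07 (limma's voom with quality weights) and 0.309. The 9 include the corrections for GC content, chosen after seeing the data, and voom. In simulated data with the GC trends and no changed gene, voom called 5309 genes. IL6 (NCBI gene 3569) had 1 count over the Control libraries and 11 over the RC48 libraries. The ratio was 10.9 with an exact 95% interval from 1.6 to 469.8. These counts were too few to pass the filter of the main test. Without a filter, edgeR did not call IL6 (log2 fold change 3.02, adjusted p = 0.223). Limma did not call it on log2(TPM+1) over 6 libraries (adjusted p = 0.264), over 5 libraries (0.127) or on log2(TPM+0.1) (0.214). ERBB2 mRNA expression (NCBI gene 2064) was 204.9 ± 3.05 CPM in Control and 228.8 ± 46.3 CPM after exposure (SD, n = 3 each), a difference smaller than the spread between the RC48 libraries. Its log2 fold change was 0.16 (standard error 0.16, adjusted p = 0.519 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; two-sided exact permutation test, p = 0.6). It was −0.0084 without RC48 replicate 1 and −0.12 with the correction for GC content. These libraries measured mRNA, not protein or phosphorylation. From the RNA-sequencing together with its Western blot, immunofluorescence and patient data, the paper reasons that a compensatory mechanism for STAT3 activation exists after RC48 exposure, and proposes STAT3 as a target to combine with RC48.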

**Figure 4:**
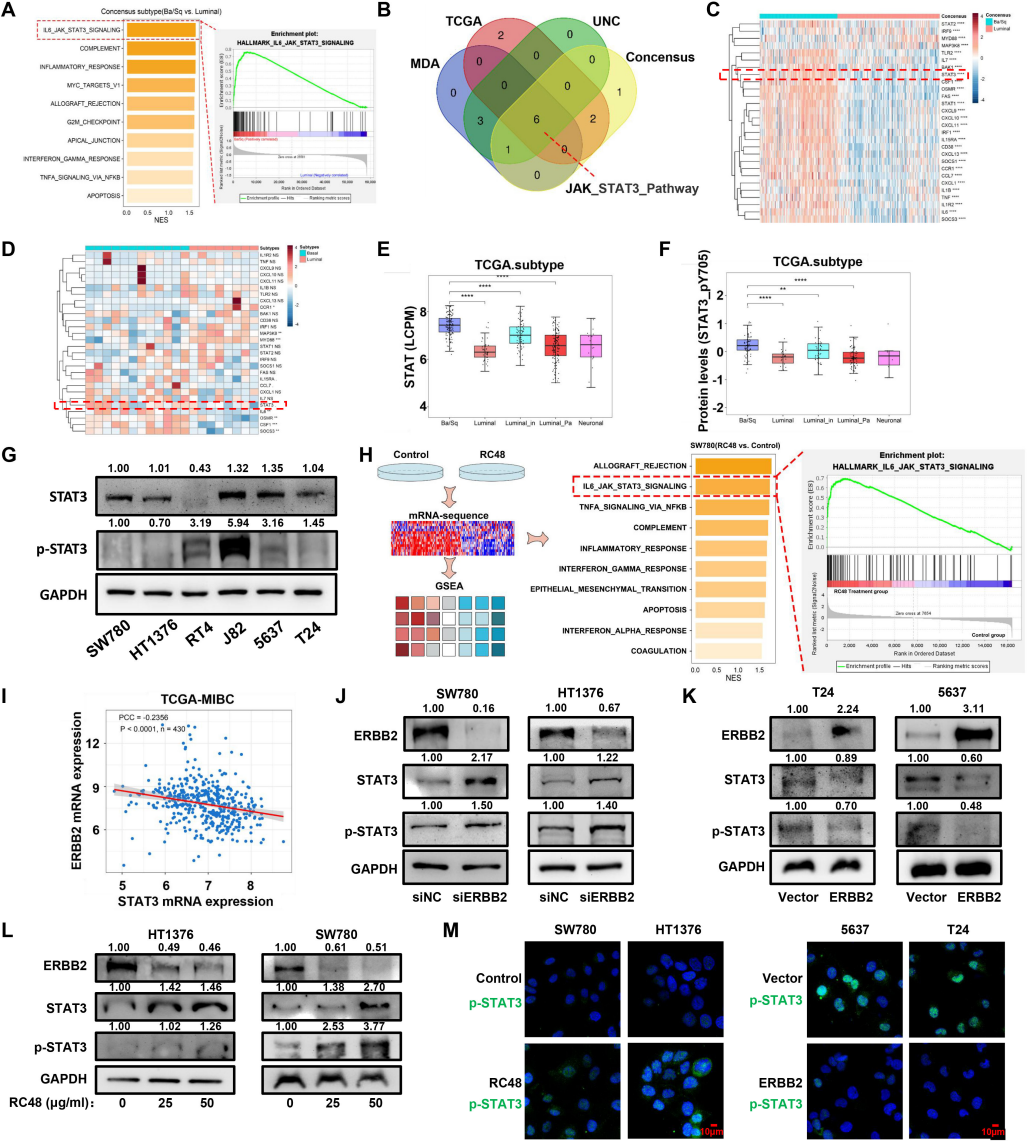
The STAT3 pathway is compensatively activated in basal cells. **(A)** The diagram shows the GESA result based on the DEGs between basal/squamous and the other three luminal consensus subtypes. **(B)** The Venn diagram shows the common altered pathways from the GSEA results based on the DEGs determined between basal and luminal types of four molecular classification systems. **(C, D)** The heatmap shows the expression of genes positively correlated with STAT3 pathways in basal and luminal bladder cancer tissues and cell lines. **(E)** STAT3 mRNA expression levels in consensus types of TCGA-MIBC. **(F)** STAT3 mRNA expression levels in luminal and basal cells. **(G)** STAT3 protein levels in luminal and basal cells were detected by Western blot analysis. **(H)** The diagram shows the GSEA results based on the DEGs between RC48-exposed SW780 and control. The top 10 activated pathways are shown. **(I)** The diagram shows the correlation between ERBB2 and STAT3 in mRNA levels, with the PCC used for analysis. **(J, K)** In ERBB2-silenced luminal cells and ERBB2-overexpressing basal cells, Western blot analysis was performed to measure the expression changes of ERBB2, STAT3, and pSTAT3 (Tyr705). **(L)** After exposure to RC48 (HT1376 and SW780), the proteins ERBB2, STAT3, and pSTAT3 (Tyr705) were detected by Western blot analysis. **(M)** Control and RC48-exposed SW780 and HT1376 cells, or ERBB2-overexpressing T24 and 5637 cells, were fixed and incubated with antibodies against pSTAT3 (Tyr705) for immunofluorescence analysis. *, P-value < 0.05; **, P-value < 0.01; ***, P-value < 0.001; ****, P-value < 0.0001.

### STAT3 inhibition acts synergistically with ERBB2 inhibition in basal cells

To investigate whether inhibition of STAT3 could improve the anticancer effect of RC48, we first silenced STAT3 in T24 and 5637 cells (**Figure 5A**). STAT3 silencing increases the sensitivity of RC48 against basal cells (**Figure 5B**). Under STAT3-silencing conditions, RC48 significantly inhibited cell growth (**Figure 5C**). Previous studies have revealed that ART, BP-1-102, and Stattic can inhibit the activity of JAK/STAT3 signaling (22–24). We further utilized these inhibitors to explore their effects in combination with RC48 against basal cells. After exposing cells to different drug concentrations, we found that ART could dose-dependently inhibit cell viability effectively. In contrasts, Stattic and BP-1-102 demonstrated significant single-agent cytotoxicity, reducing their potential utility for further combination therapy (**Figure 5D**). Therefore, we selected ART for further investigation. After treating T24 and 5637 cells with different concentrations of ART, STAT3 and pSTAT3 (Tyr705) expression were significantly inhibited in a dose-dependent manner (**Figure 5E**). Moreover, we observed that ART could significantly inhibited the viability and growth of basal cells more than luminal cells (**Figure 5F**; **Supplementary Figures S14A, B**). Combining ART with RC48 significantly inhibited the viability and growth of basal cells (**Figures 5G–K**). Furthermore, STAT3/pSTAT3 (Tyr705) activation induced by RC48 in both luminal and basal cells was reversed by ART (**Supplementary Figures S14C, D**). Utilizing other agents (including Stattic and BP-1-102) with an inhibition effect on STAT3, we also observed increased anticancer efficacy combined with RC48 (**Supplementary Figures S15A–F**).

**Figure 5:**
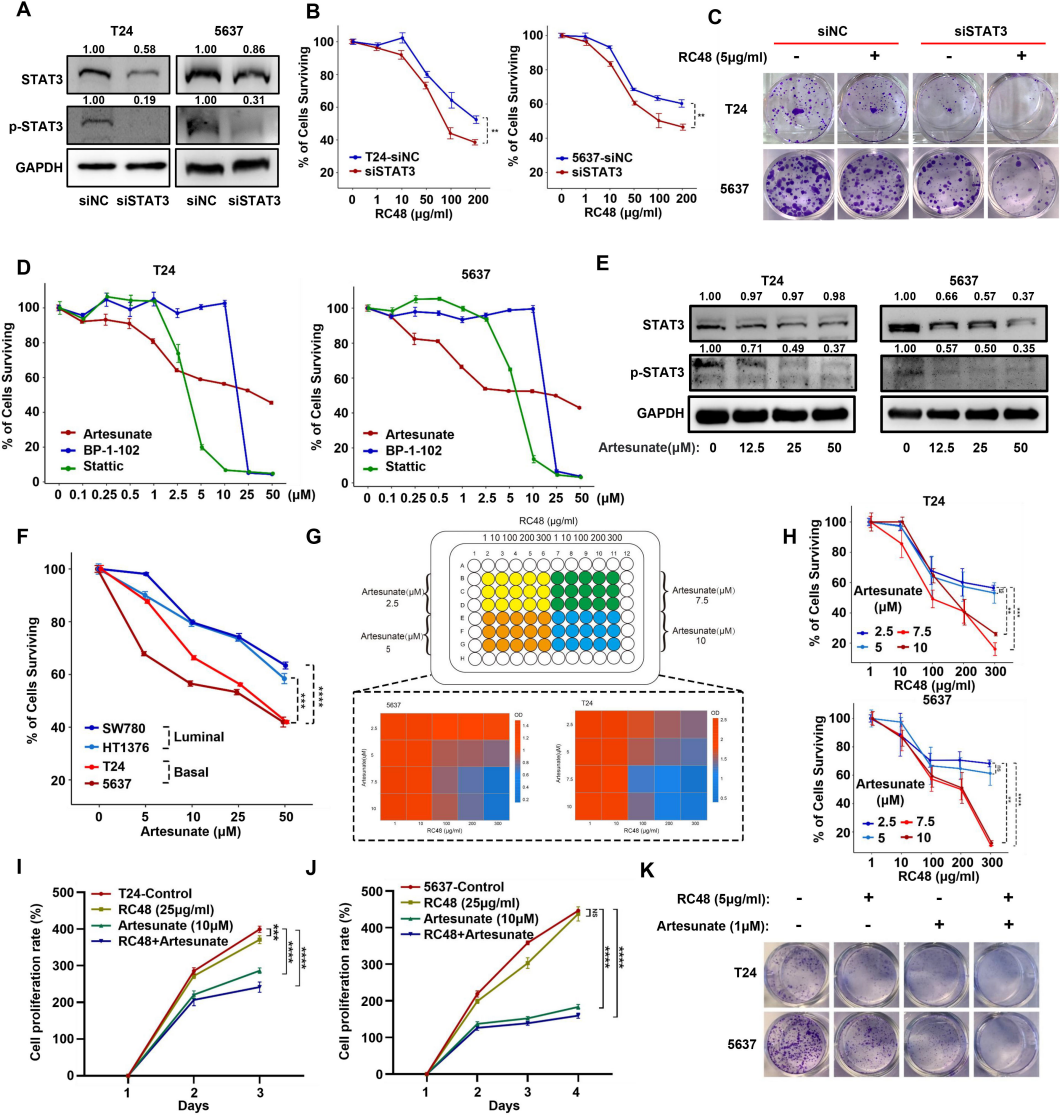
STAT3 silencing and inhibition can increase the sensitivity of basal cells to RC48. **(A)** Western blot analysis validated the STAT3/pSTAT3 (Tyr705) protein expression in STAT3-silenced basal cells (T24 and 5637). **(B)** The percentage of surviving cells after exposure to RC48 (5 μg/ml) in STAT3-silenced basal cells and their corresponding control cells. **(C)** Colony formation assay revealed cell growth after exposure to RC48 (5 μg/ml) in STAT3-silenced cells and their corresponding control cells. **(D)** Dose–response assay of three STAT3 inhibitors in T24 and 5637 cells. **(E)** Western blot analysis revealed STAT3 and pSTAT3 (Tyr705) expression after exposure to different concentrations of ART. **(F)** The percentage of surviving cells after exposure to different concentrations of ART in basal (T24 and 5637) and luminal (SW780 and HT1376) bladder cancer cells. **(G, H)** Cell viability was assessed by combining different concentrations of RC48 and ART in T24 and 5637 cells. **(I, J)** The CCK-8 proliferation assay was performed on T24 and 5637 cells exposed to saline, a single drug (RC48 or ART), or a combination of both drugs. **(K)** The colony formation assay was conducted on T24 and 5637 cells exposed to saline, a single drug (RC48 or ART), or a combination of both drugs. **, P-value < 0.01; ***, P-value < 0.001; ****, P-value < 0.0001; ns, not significant.

### A combination of STAT3 and ERBB2 inhibition reduces basal bladder cancer growth *in vivo*

We further examined the effect of combining ART and RC48 for T24 cell xenograft tumors planted in mice (**Figure 6A**). The detailed experimental procedure is shown in **Figure 6A**. Compared to the control group, RC48 with 10 mg/kg and ART with 50 mg/kg slightly reduced tumor size and weight. However, the combination of both drugs resulted in a significant reduction in tumor size and weight compared to both the control group and the groups treated with a single drug (**Figures 6B–D**). The control group shows the worst prognosis, while the combination treatment group exhibited the best prognosis (**Figure 6E**). The body weight of mice showed no significant changes across the four groups during the duration of the treatment (**Figure 6F**). Immunohistochemical results indicated that RC48 could upregulate STAT3 expression. The upregulation of STAT3 could be reversed by ART (**Figures 6G, H**). All in all, the combination of inhibitors targeting STAT3 and ERBB2 acted synergistically to enhance the therapeutic efficacy of mice xenograft tumors. Furthermore, ART increased the sensitivity of RC48 against basal bladder cancer (**Figure 6I**).

**Figure 6:**
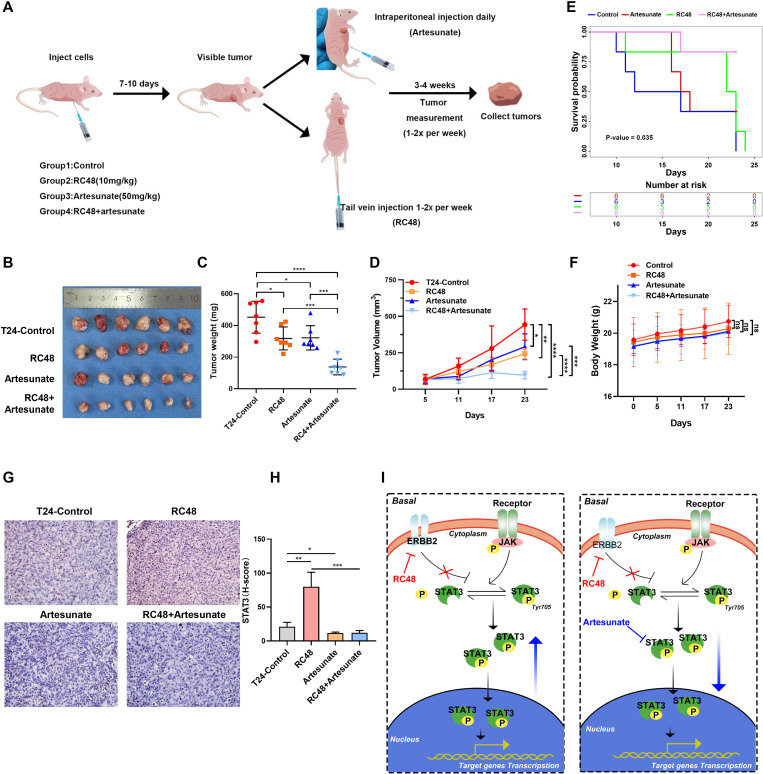
The combination of ART and RC48 blocks tumor growth in the xenograft model of nude mice. **(A)** Schematic diagram of the treatment paradigm. **(B)** Tumors with different treatments are shown. **(C)** Tumor weight was measured after 4 weeks. Data are presented as the mean ± SD. **(D)** Tumor volume was measured one to two times per week when the tumor became visible. Data are presented as the mean ± SD. **(E)** The Kaplan–Meier survival curve shows the prognostic differences among the control, RC48, artesunate, and RC48+artesunate groups. **(F)** The diagram shows changes in mouse body weight. **(G)** IHC shows the STAT3 expression in tumor samples from mice with different treatments. **(H)** Diagram of STAT3 pathways after treatment with RC48 in luminal and basal cells. **(I)** A combination of STAT3 and ERBB2 inhibition in vivo and mechanism diagram. *, P-value < 0.05; **, P-value < 0.01; ***, P-value < 0.001; ****, P-value < 0.0001; ns, not significant.

## Discussion

For locally advanced and metastatic bladder cancer, current treatment options are limited. Due to the heterogeneity of BLCA, patients receiving the same therapy often exhibit distinct clinical outcomes. Therefore, exploring the individualized treatment of different types of patients is necessary. Advances in sequencing efforts and large-scale gene expression analyses have enabled clinicians to classify BLCA into different molecular subtypes (25). Since 2014, multiple molecular classifications of MIBC have been established, including Baylor types (26), UNC types (27), MDA types (28), TCGA types (29), CIT-curie types (30), and Lund types (31). In recent years, consensus subtypes of MIBC have been determined (12), providing guidance for clinicians and researchers to discover potential biomarkers or optimal drugs based on the different subgroups of the patients (13, 14). In our study, we observed that patients exhibited different clinical outcomes across consensus subtypes, sparking our interest in investigating the underlying mechanisms and potential drugs based on different molecule subtypes.

ERBB2 has been reported to be highly enriched in bladder cancer and associated with poor clinical outcomes (32, 33), suggesting that it might be a promising therapeutic target. In February 2022, ERBB2-targeting RC48 was admitted by China’s National Medical Products Administration for the treatment of patients with locally advanced or metastatic urothelial cancer exhibiting high ERBB2 expression who had previously failed platinum-based chemotherapy (34). For these patients, RC48-ADC represented a superior benefit/risk profile, increased ERBB2 selectivity, and good tolerability. Notably, in patients with liver metastasis, RC48 exhibited better clinical activity and disease control. However, patients with bladder cancer showed different response rates to RC48 (11). In addition, the efficacy of RC48 in treating different molecular subtypes of bladder cancer remains unclear. Nevertheless, evidence suggests that ERBB2 exhibits different levels of enrichment across different bladder cancer subtypes (12). Our study found that ERBB2 expression was higher in luminal bladder cancer and negatively correlated with basal bladder cancer. Furthermore, ERBB2 silencing resulted in lower gDS in luminal bladder cancer. These results give us confidence in exploring the therapeutic effect of ERBB2-targeting RC48 based on molecular subtypes. In line with this, RC48 demonstrates a more significant anticancer effect against luminal cells than basal cells. Downregulation of target surface protein expression serve as a resistance mechanism to ADC treatment. In metastatic breast cancer, downregulation of ERBB2 contributes to resistance to the ERBB2-targeted trastuzumab emtansine (35). Consistent with this, ERBB2 expression mediates the sensitivity of bladder cancer cells to RC48. Restoring ERBB2 expression could enhance the treatment efficacy of RC48 against basal cells. However, given that ERBB2 overexpression is associated with disease progression in bladder cancer (33, 36), supplementing ERBB2 expression to treat basal bladder cancer is clearly not a viable approach. Therefore, exploring the potential mechanism of resistance to RC48 could provide an effective therapeutic strategy for treating basal bladder cancer.

Through GSEA analysis and RNA sequencing, we found that the JAK/STAT3 pathway is activated in basal bladder cancer and in RC48-exposed SW780 cells. A previous study showed that STAT3-mediated feedback activation, caused by drug treatments such as EGFR inhibitors, contributes to resistance, acting as a cell-protective feedback mechanism (37). Disrupting or blocking STAT3 feedback could enhance drug efficacy in many oncogene-addicted cells. The relationship between the JAK/STAT3 pathway and drug resistance has been frequently reported (38, 39). In bladder cancer, cells with doxorubicin (DOX) and cisplatin (CIS) chemoresistance, accompanied by STAT3 activation, showed that the resistance could be reversed by a STAT3 inhibitor (40). Therefore, we speculated that STAT3 inhibitors also could also enhance RC48 efficacy against basal bladder cancer. Through STAT3 silencing and a combination of a STAT3 inhibitor and RC48, we observed encouraging efficacy in eliminating tumors *in vitro* and *in vivo*. Of note, we selected ART as the combination drug with RC48 rather than BP-1-102 and Stattic. ART demonstrated dose-dependent inhibition of basal bladder cancer cell viability, indicating that it is a safe and controllable drug. From the beginning, artemisinin (ARS) and its derivatives, including ART, have been used as standard treatments for malaria worldwide (41, 42). With the development of research, accumulated research revealed that ARS and its derivatives could effectively inhibit tumor cells by various pathways, such as oxidative stress, DNA damage, and repair, various programmed-cell death, and signal transducers (JAK/STAT3, MYC/MAX, NF-κB, etc.) (42). Multiple clinical trials have reported that ART (ART) treatments are well-tolerated, with no significant increase in toxicity and only minor side effects (43–47). For instance, a clinical trial involving advanced non-small cell lung cancer showed that a combination of ART and cisplatin had a strong inhibitory effect, with ART not causing a significant increase in toxicity (43). Another study involving 23 colorectal carcinoma patients treated with ART demonstrated well-tolerated tumor control (45). A trial involving 23 metastatic breast cancer patients treated with ART reported nonsevere ART-related adverse events affecting the auditory system (46, 47). Therefore, considering ARS and ART as a natural combination therapy may be more effective against tumors (42). Our research well revealed the inhibition effects of ART-combined RC48 against basal bladder cancer both *in vivo* and *in vitro*. Therefore, these combination strategies could be considered for treating this type of bladder cancer. Of note, consistent with previous studies (17), we found that many patients exhibit a mixture type of luminal and basal characteristics, suggesting that most MIBC patients could benefit from a combination approach (17). Furthermore, due to the low toxicity and good tolerability of ART, regular treatment with ART could be considered for bladder cancer patients. However, this combination strategy still needs to be validated through further clinical trials, including assessments of anticancer efficacy and safety. A proportion of patients treated with ART may still experience reversible hepatotoxicity.

# Supplementary material for: The combination treatment of RC48 and STAT3 inhibitor acts as a promising therapeutic strategy for basal bladder cancer
**Source:** Front Immunol. 2025 Jan 7;15:1432586. doi: 10.3389/fimmu.2024.1432586
**Supplement:** Supplementary Figure 1 — Kaplan-Meier survival curve reveals the survival probability of the MIBC types based on different type classification systems, UNC subtype (A), MDA subtype (B), Consensus subtype (C), and TCGA subtype (D).

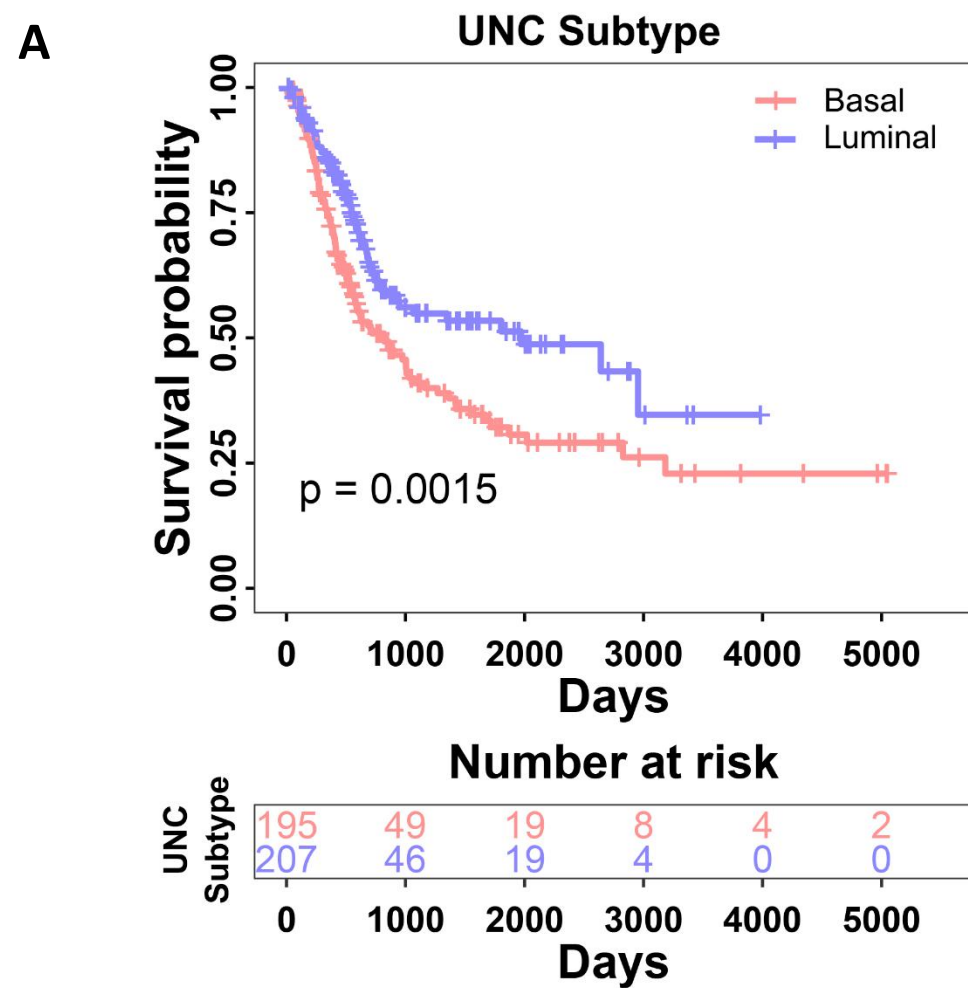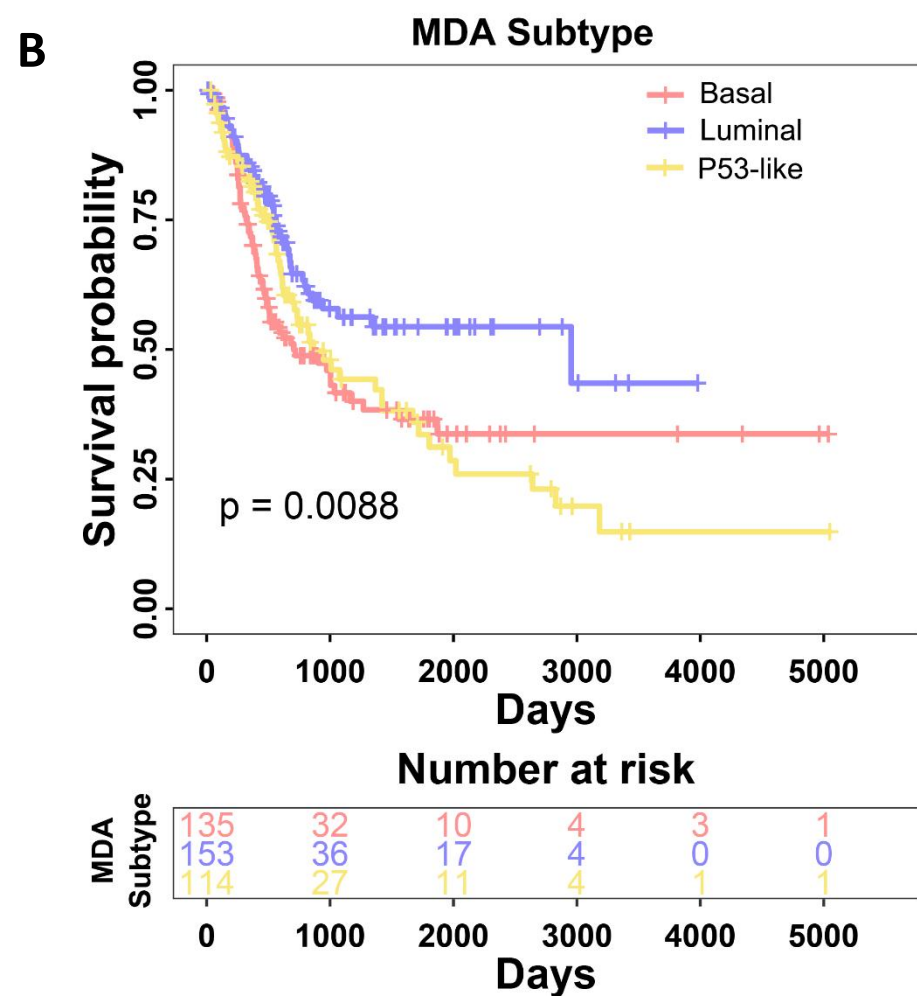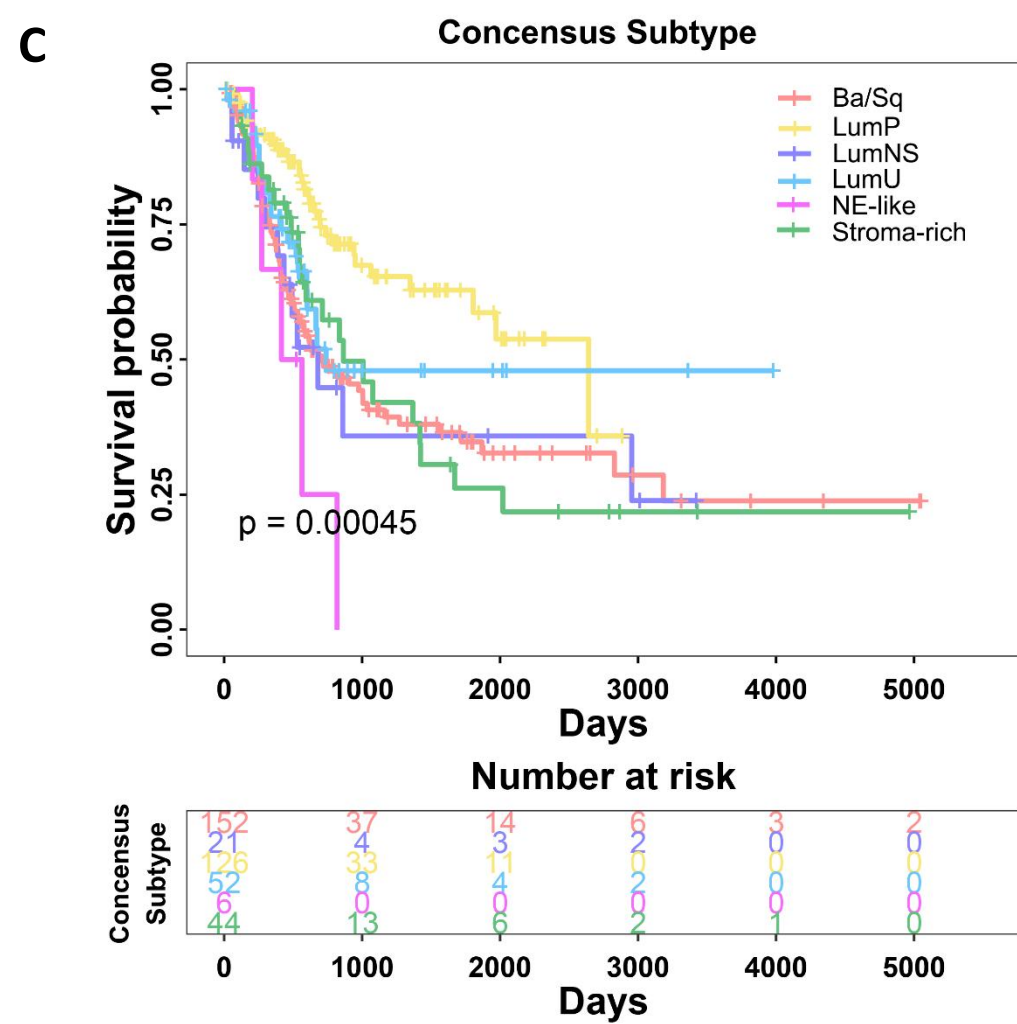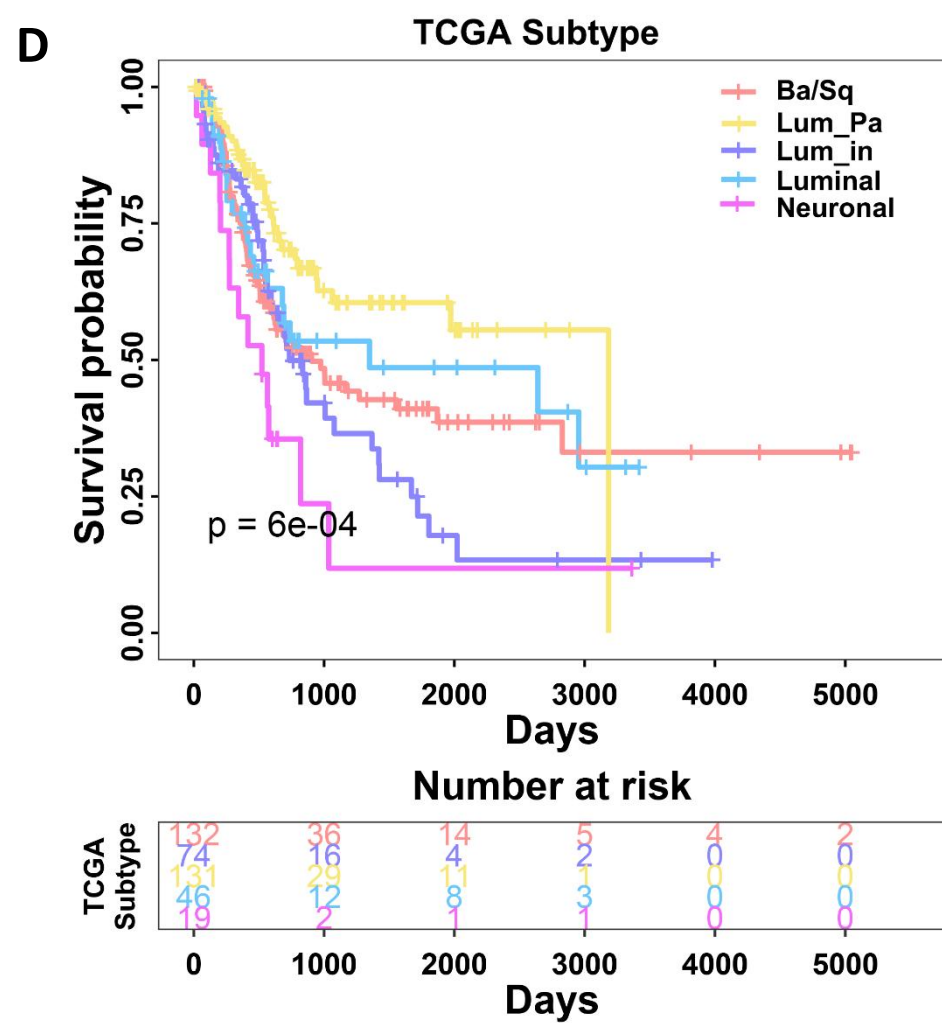

**Figure S1**

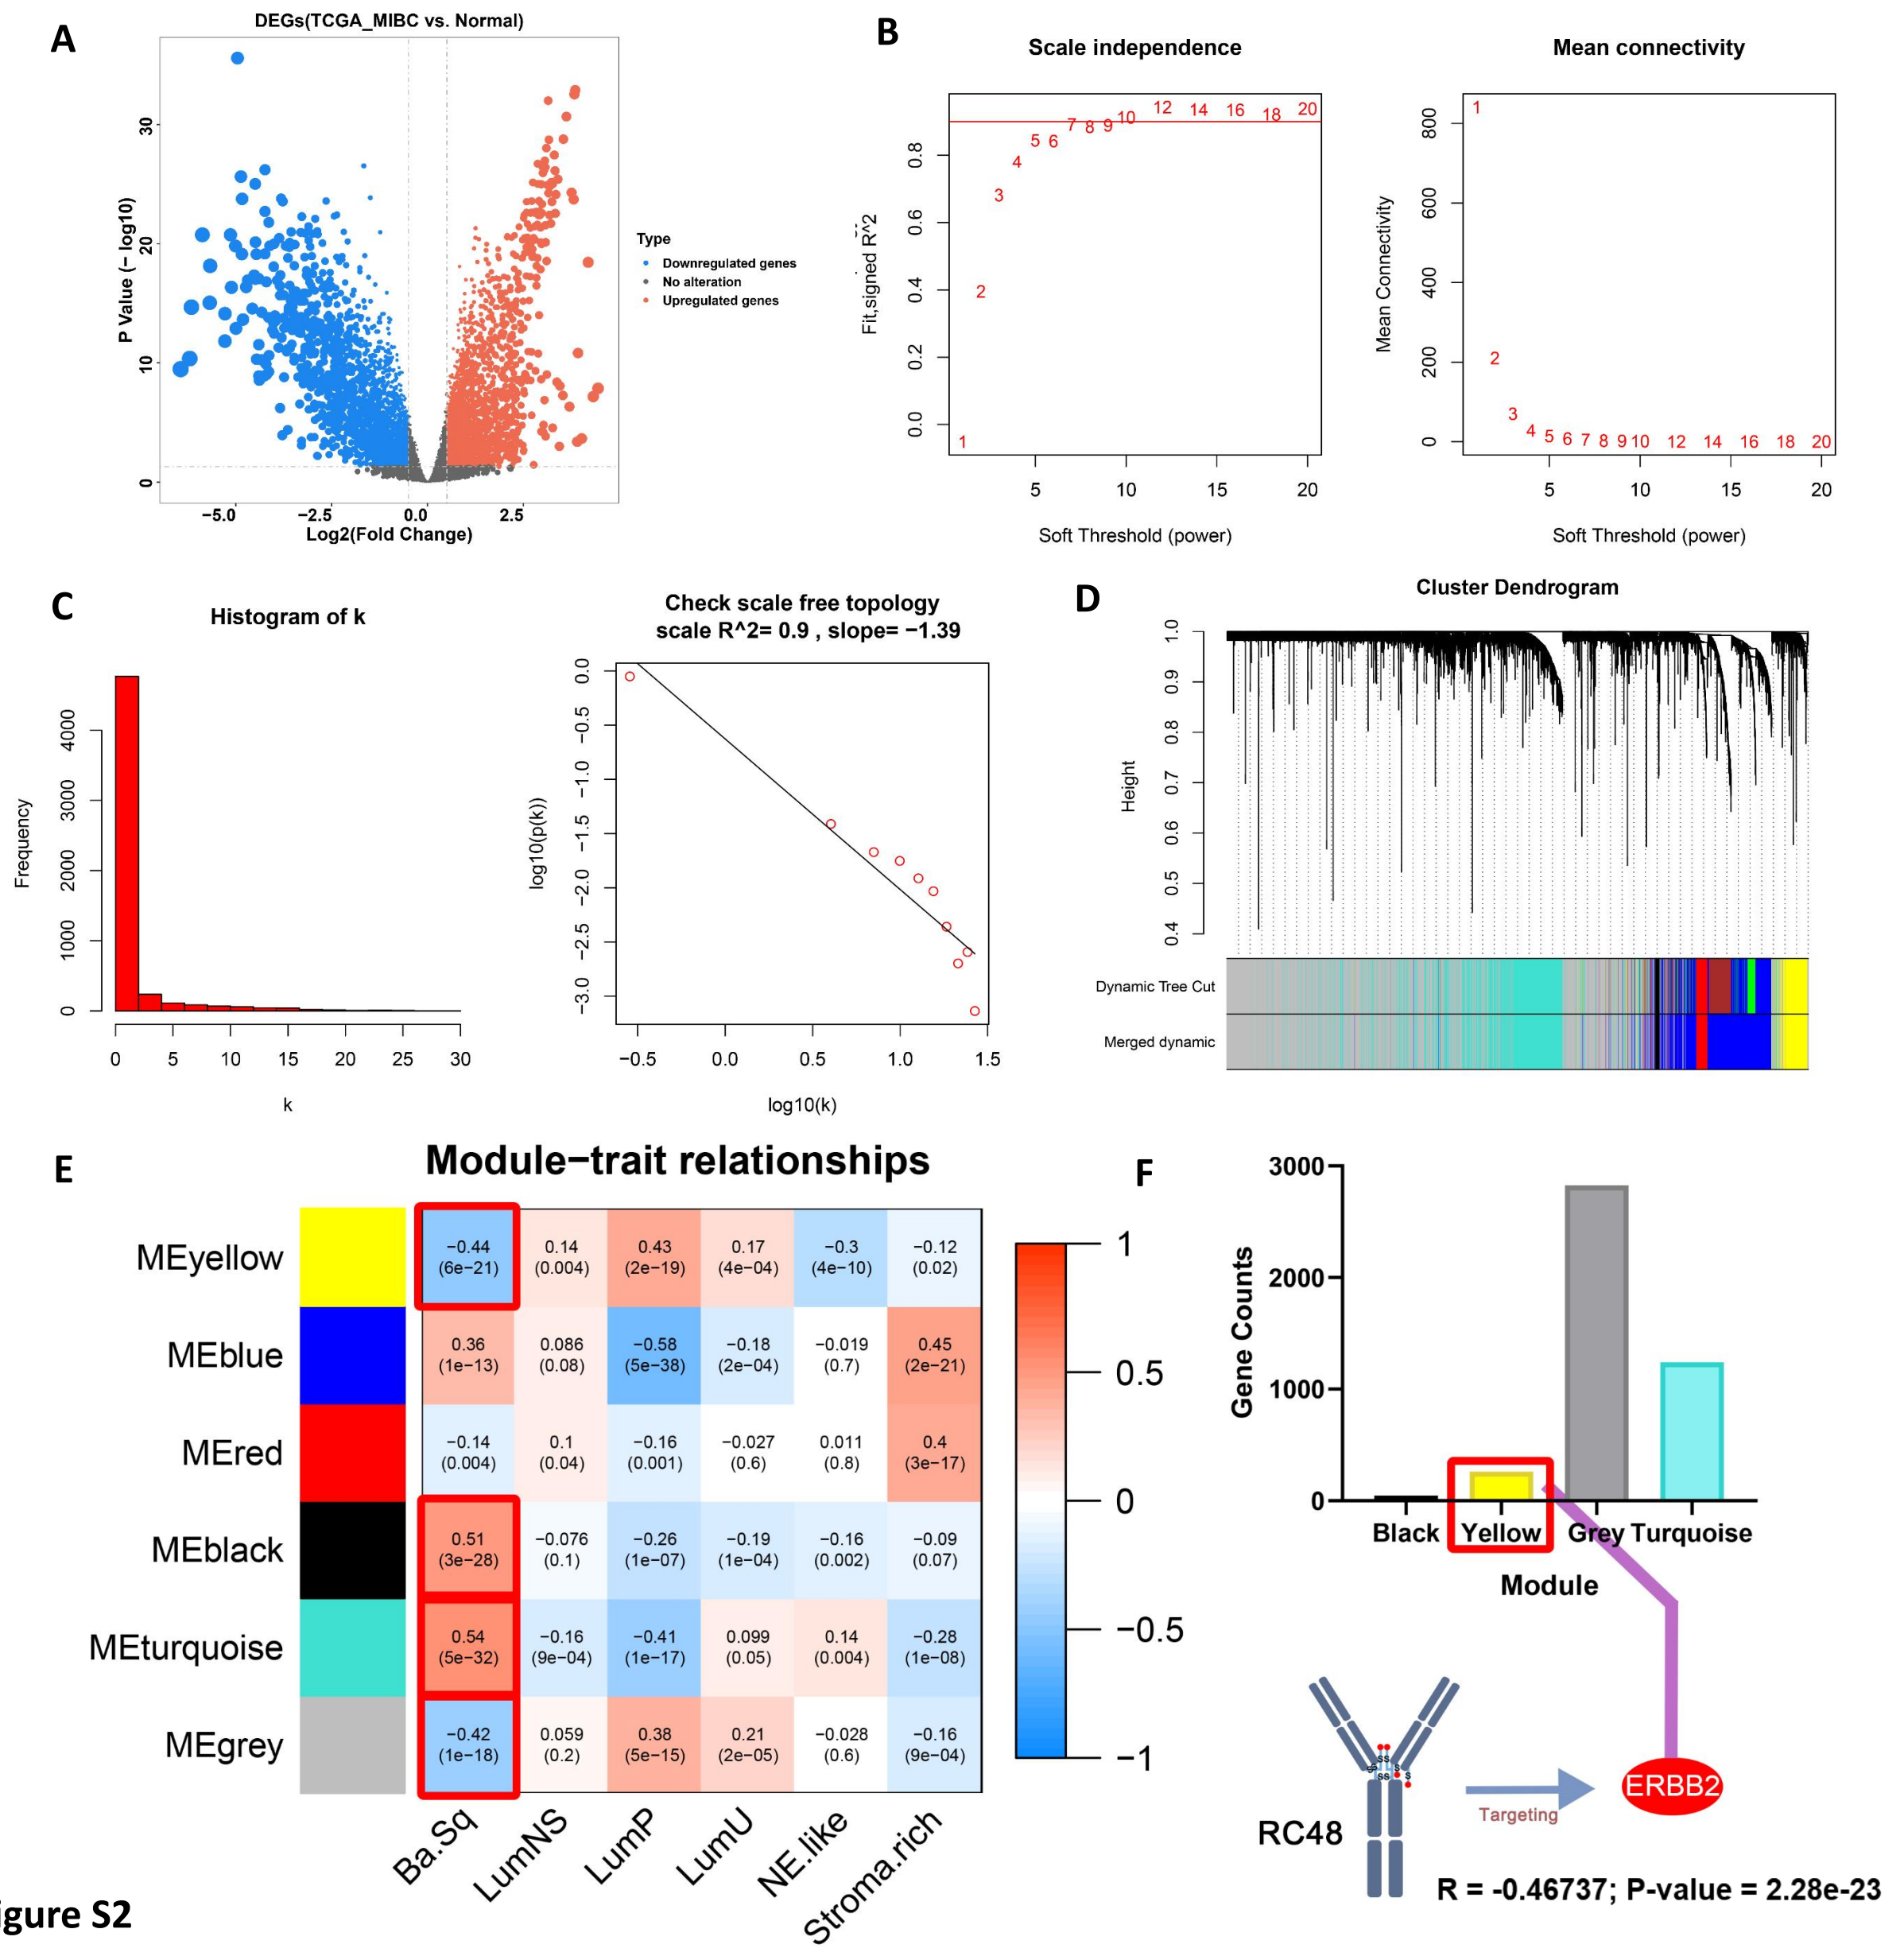

Figure S2

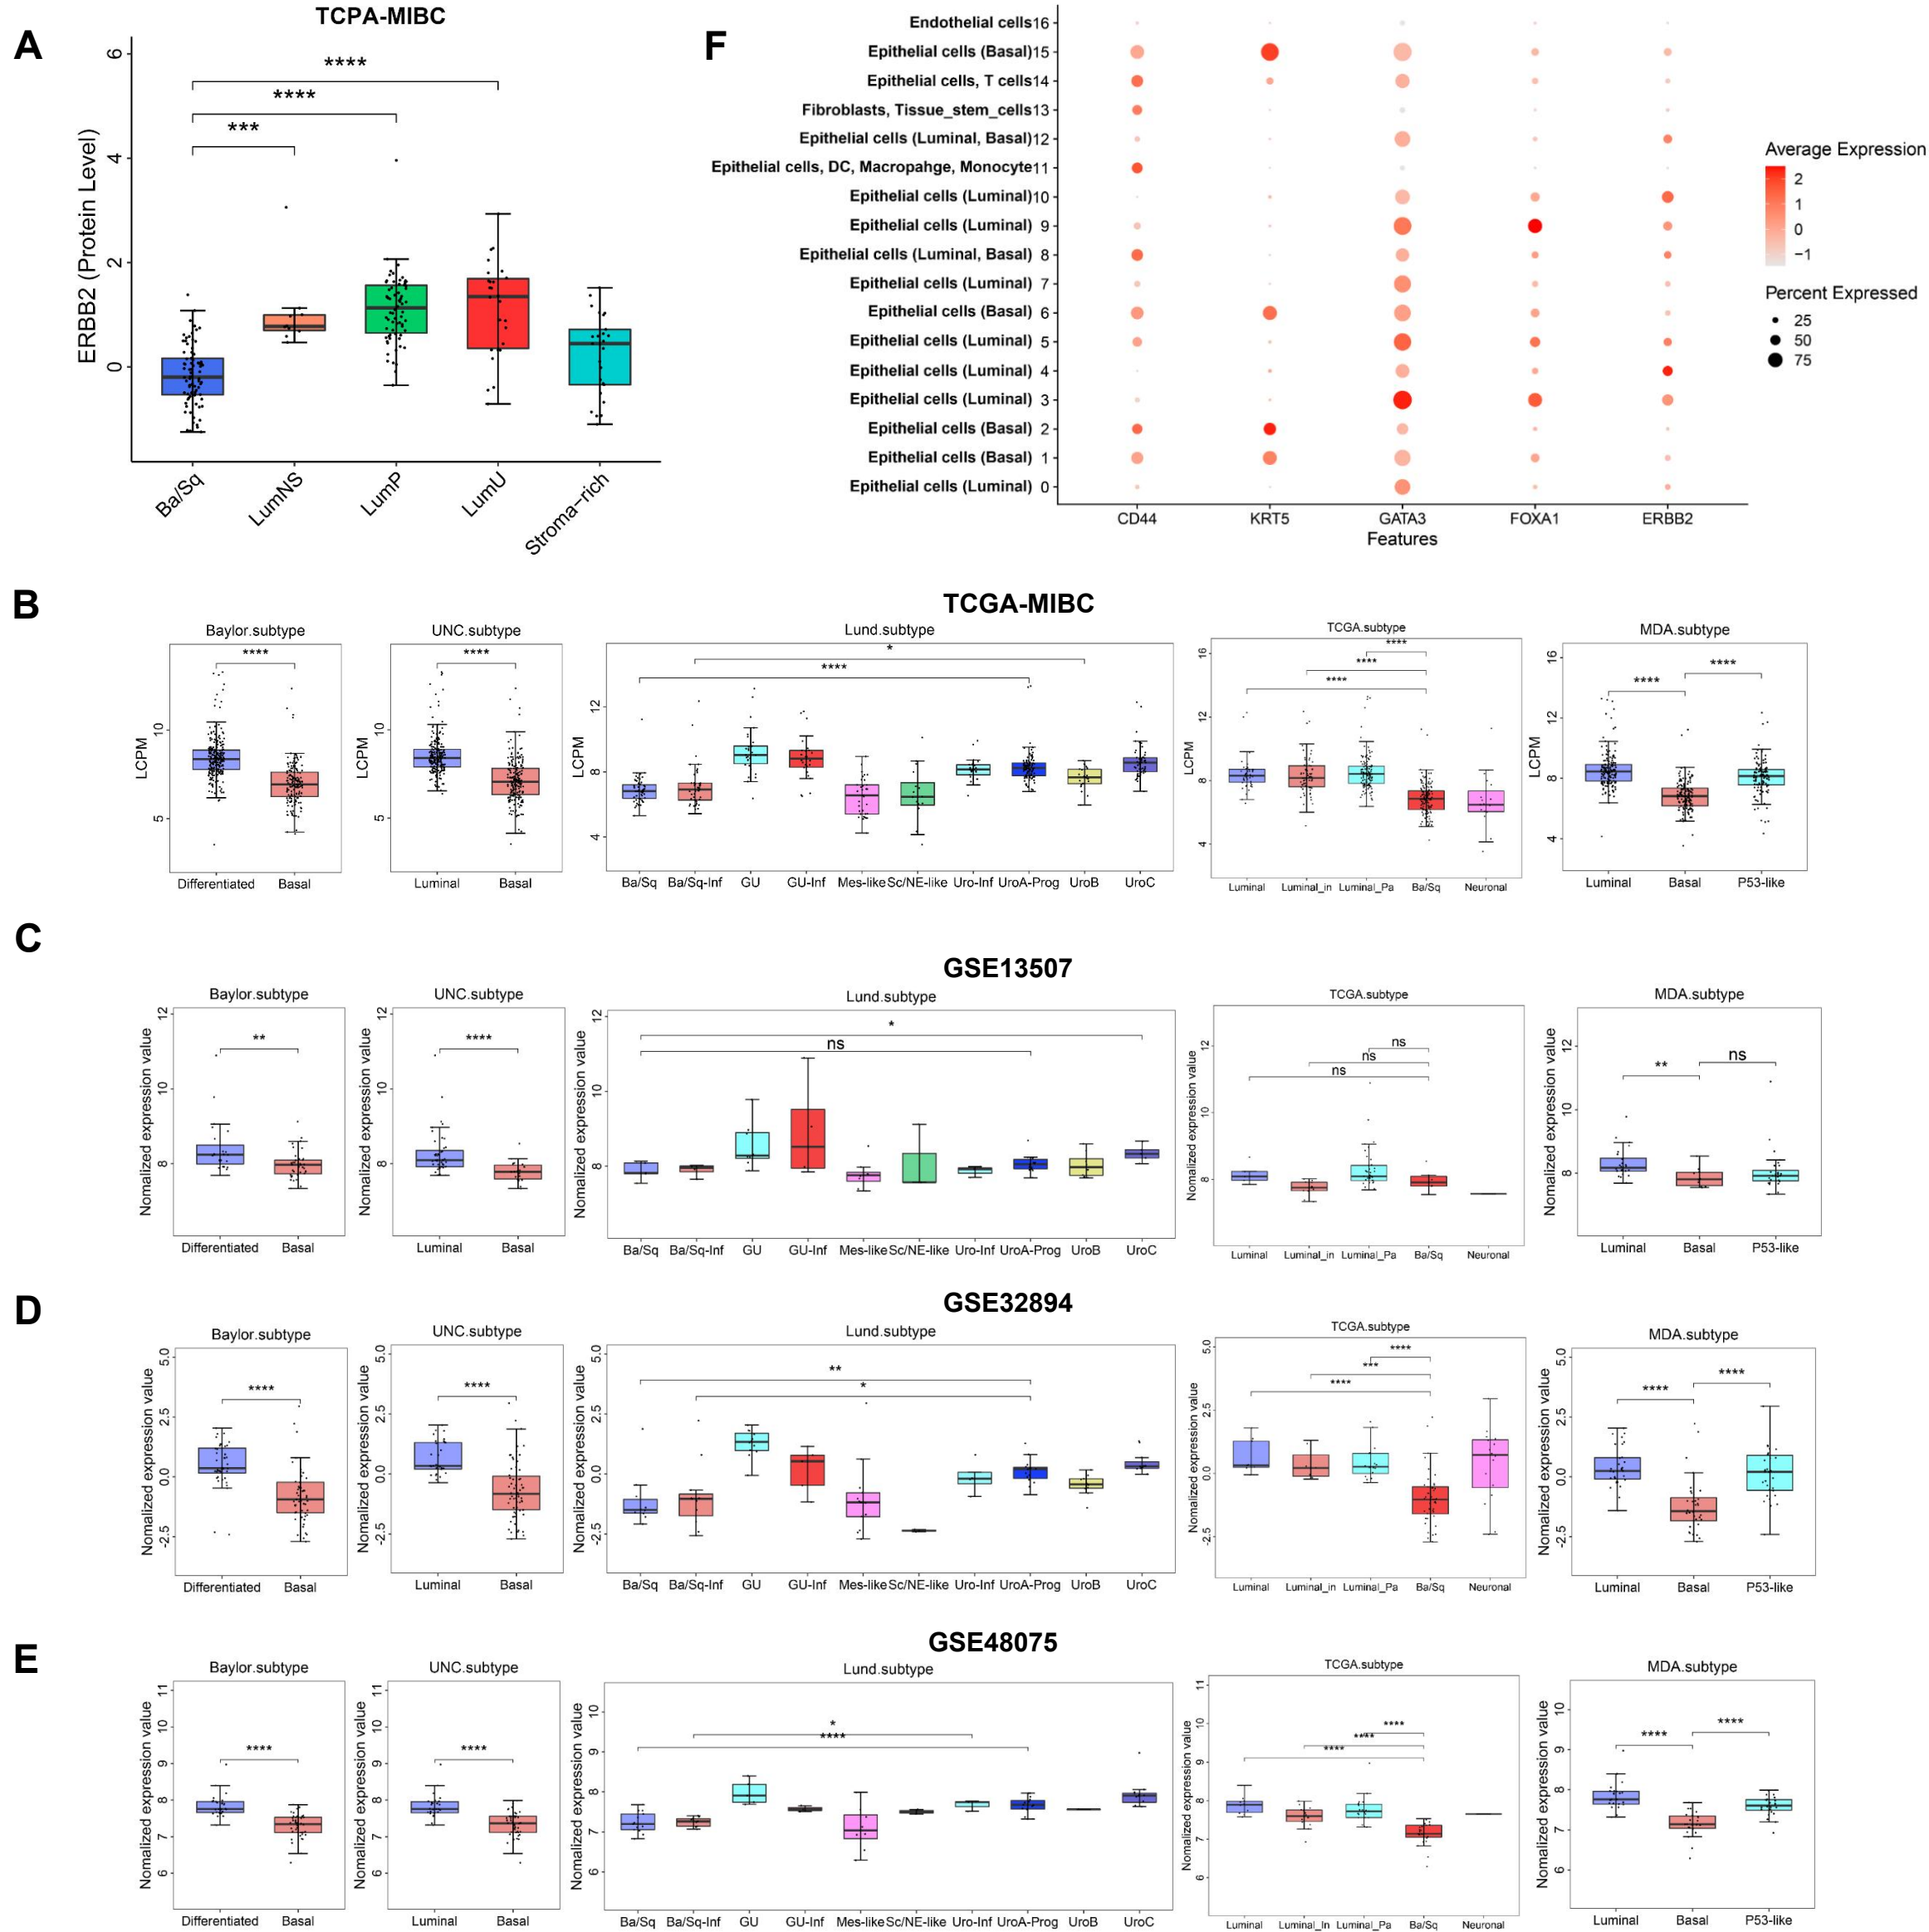

Figure S3

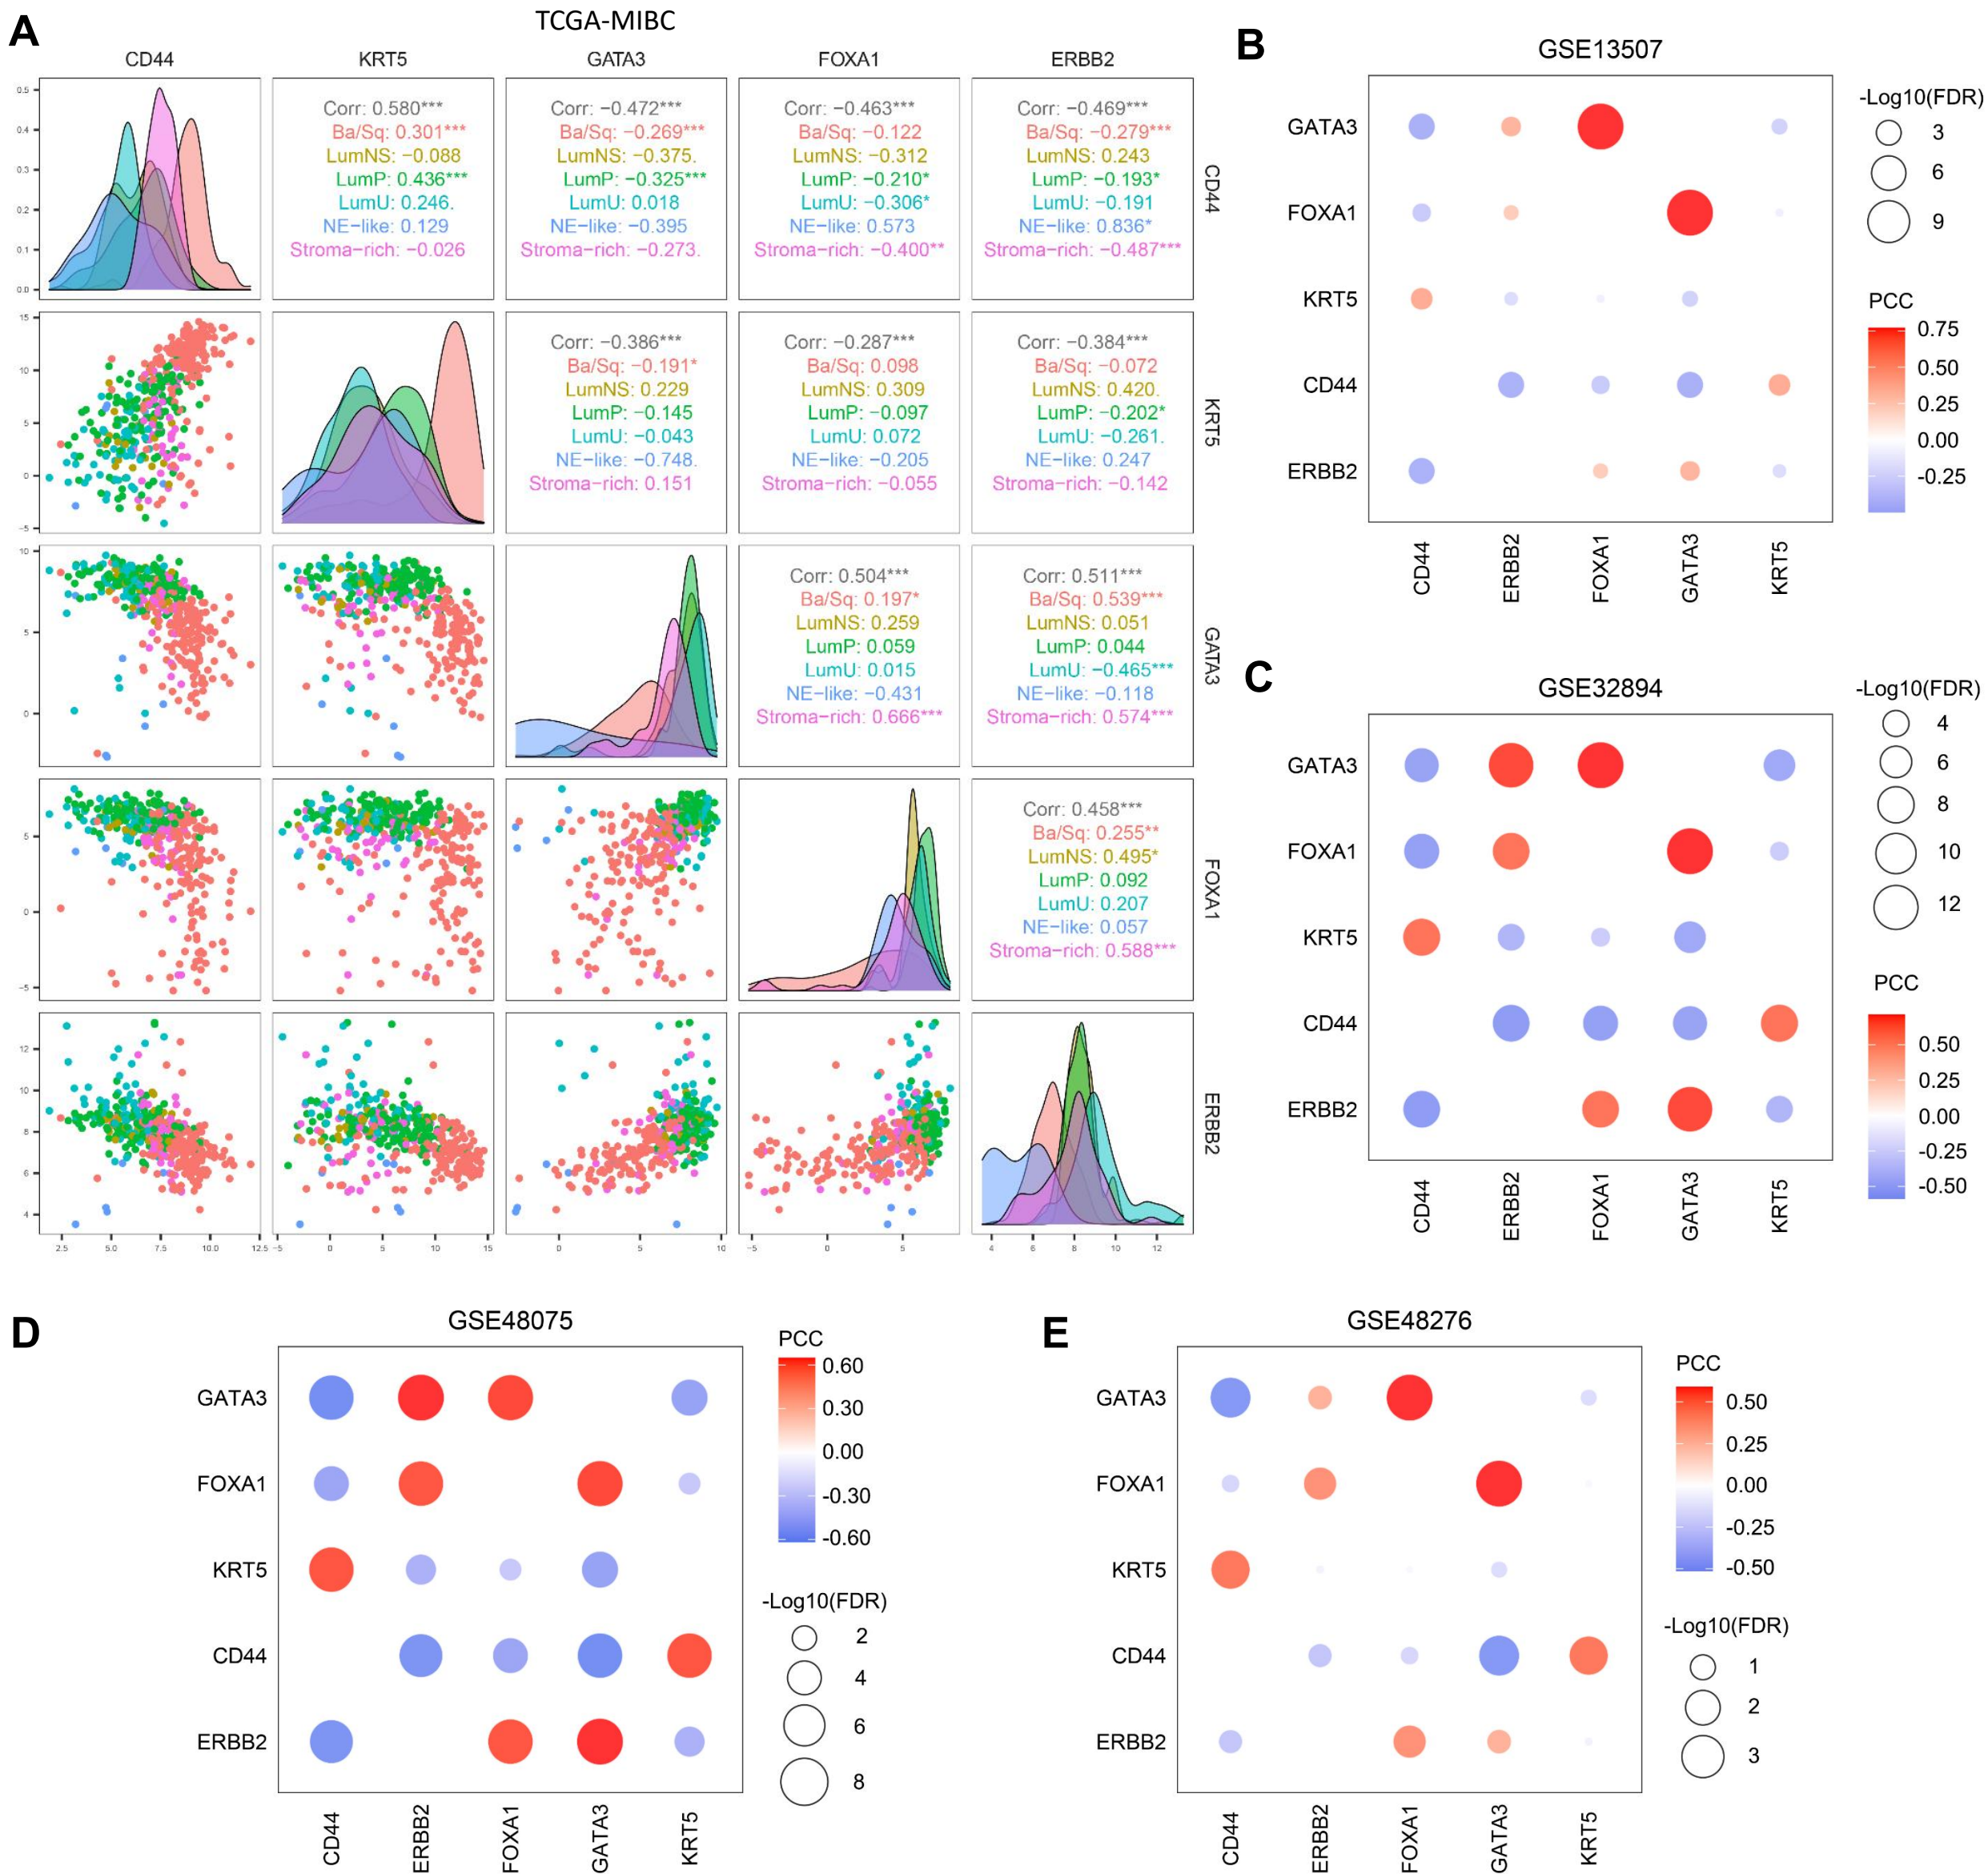

Figure S4

**A**

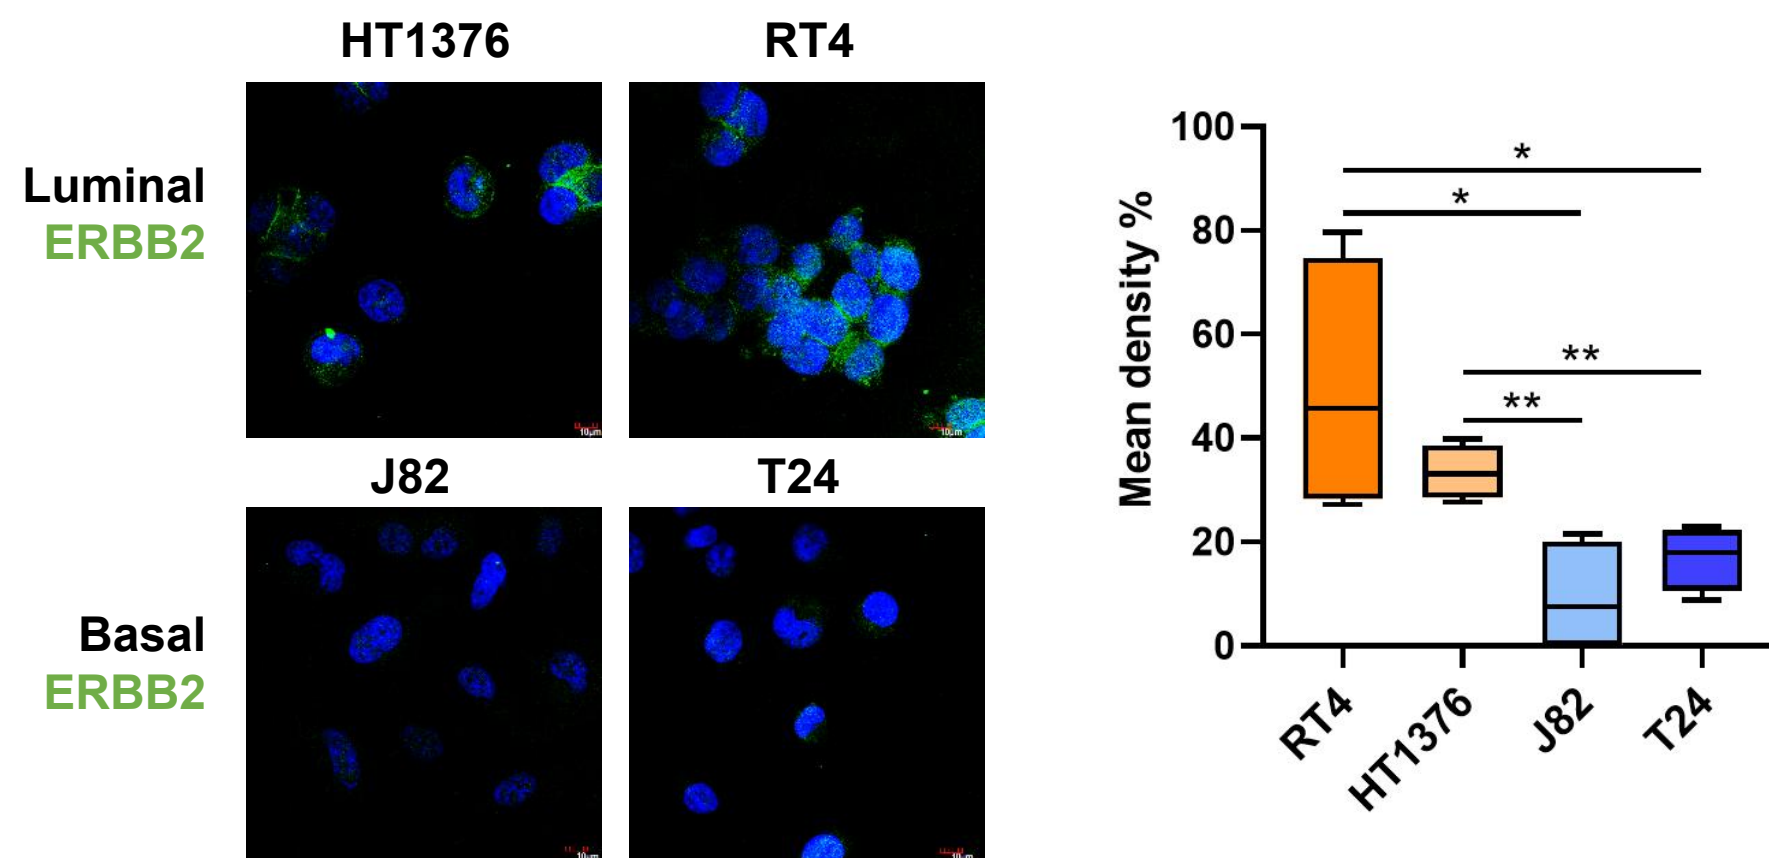

**B**

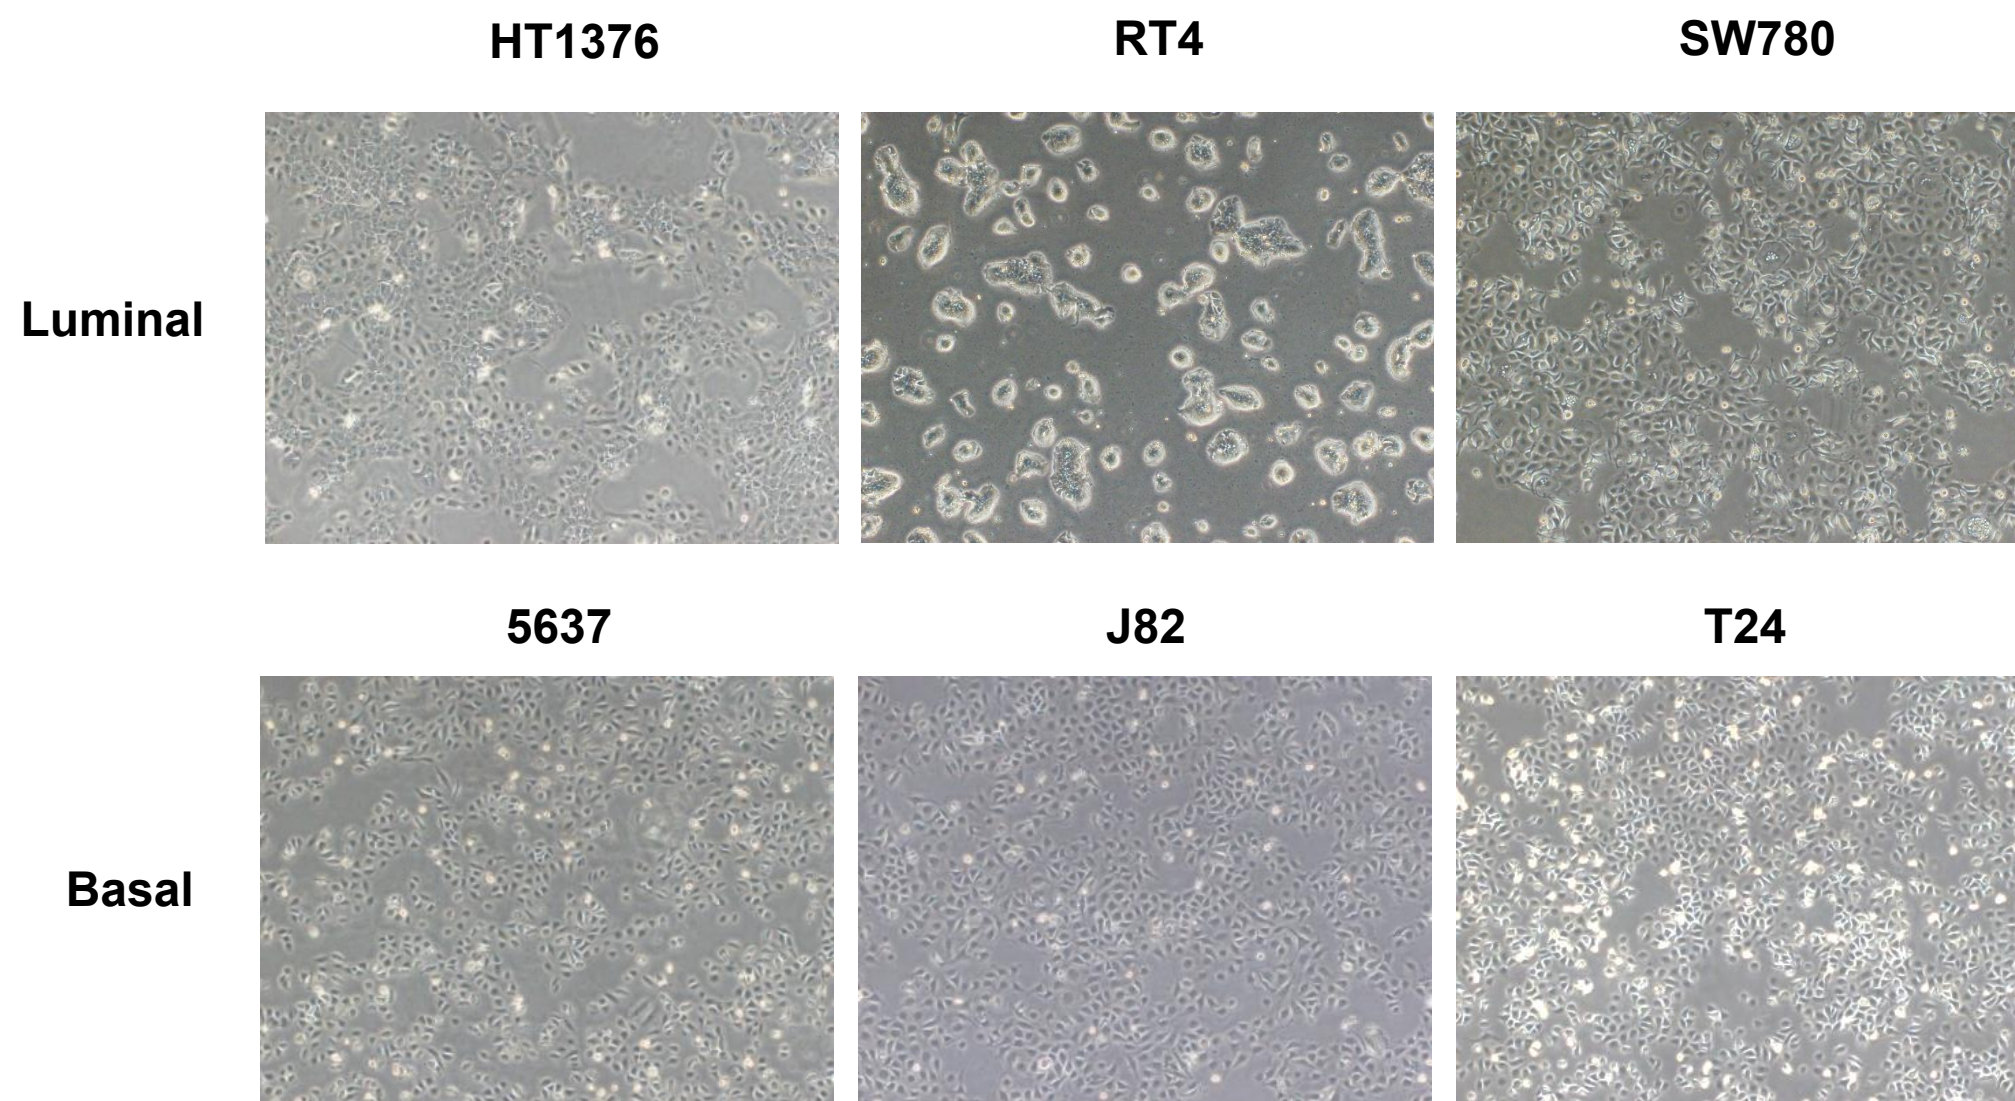

**Figure S5**

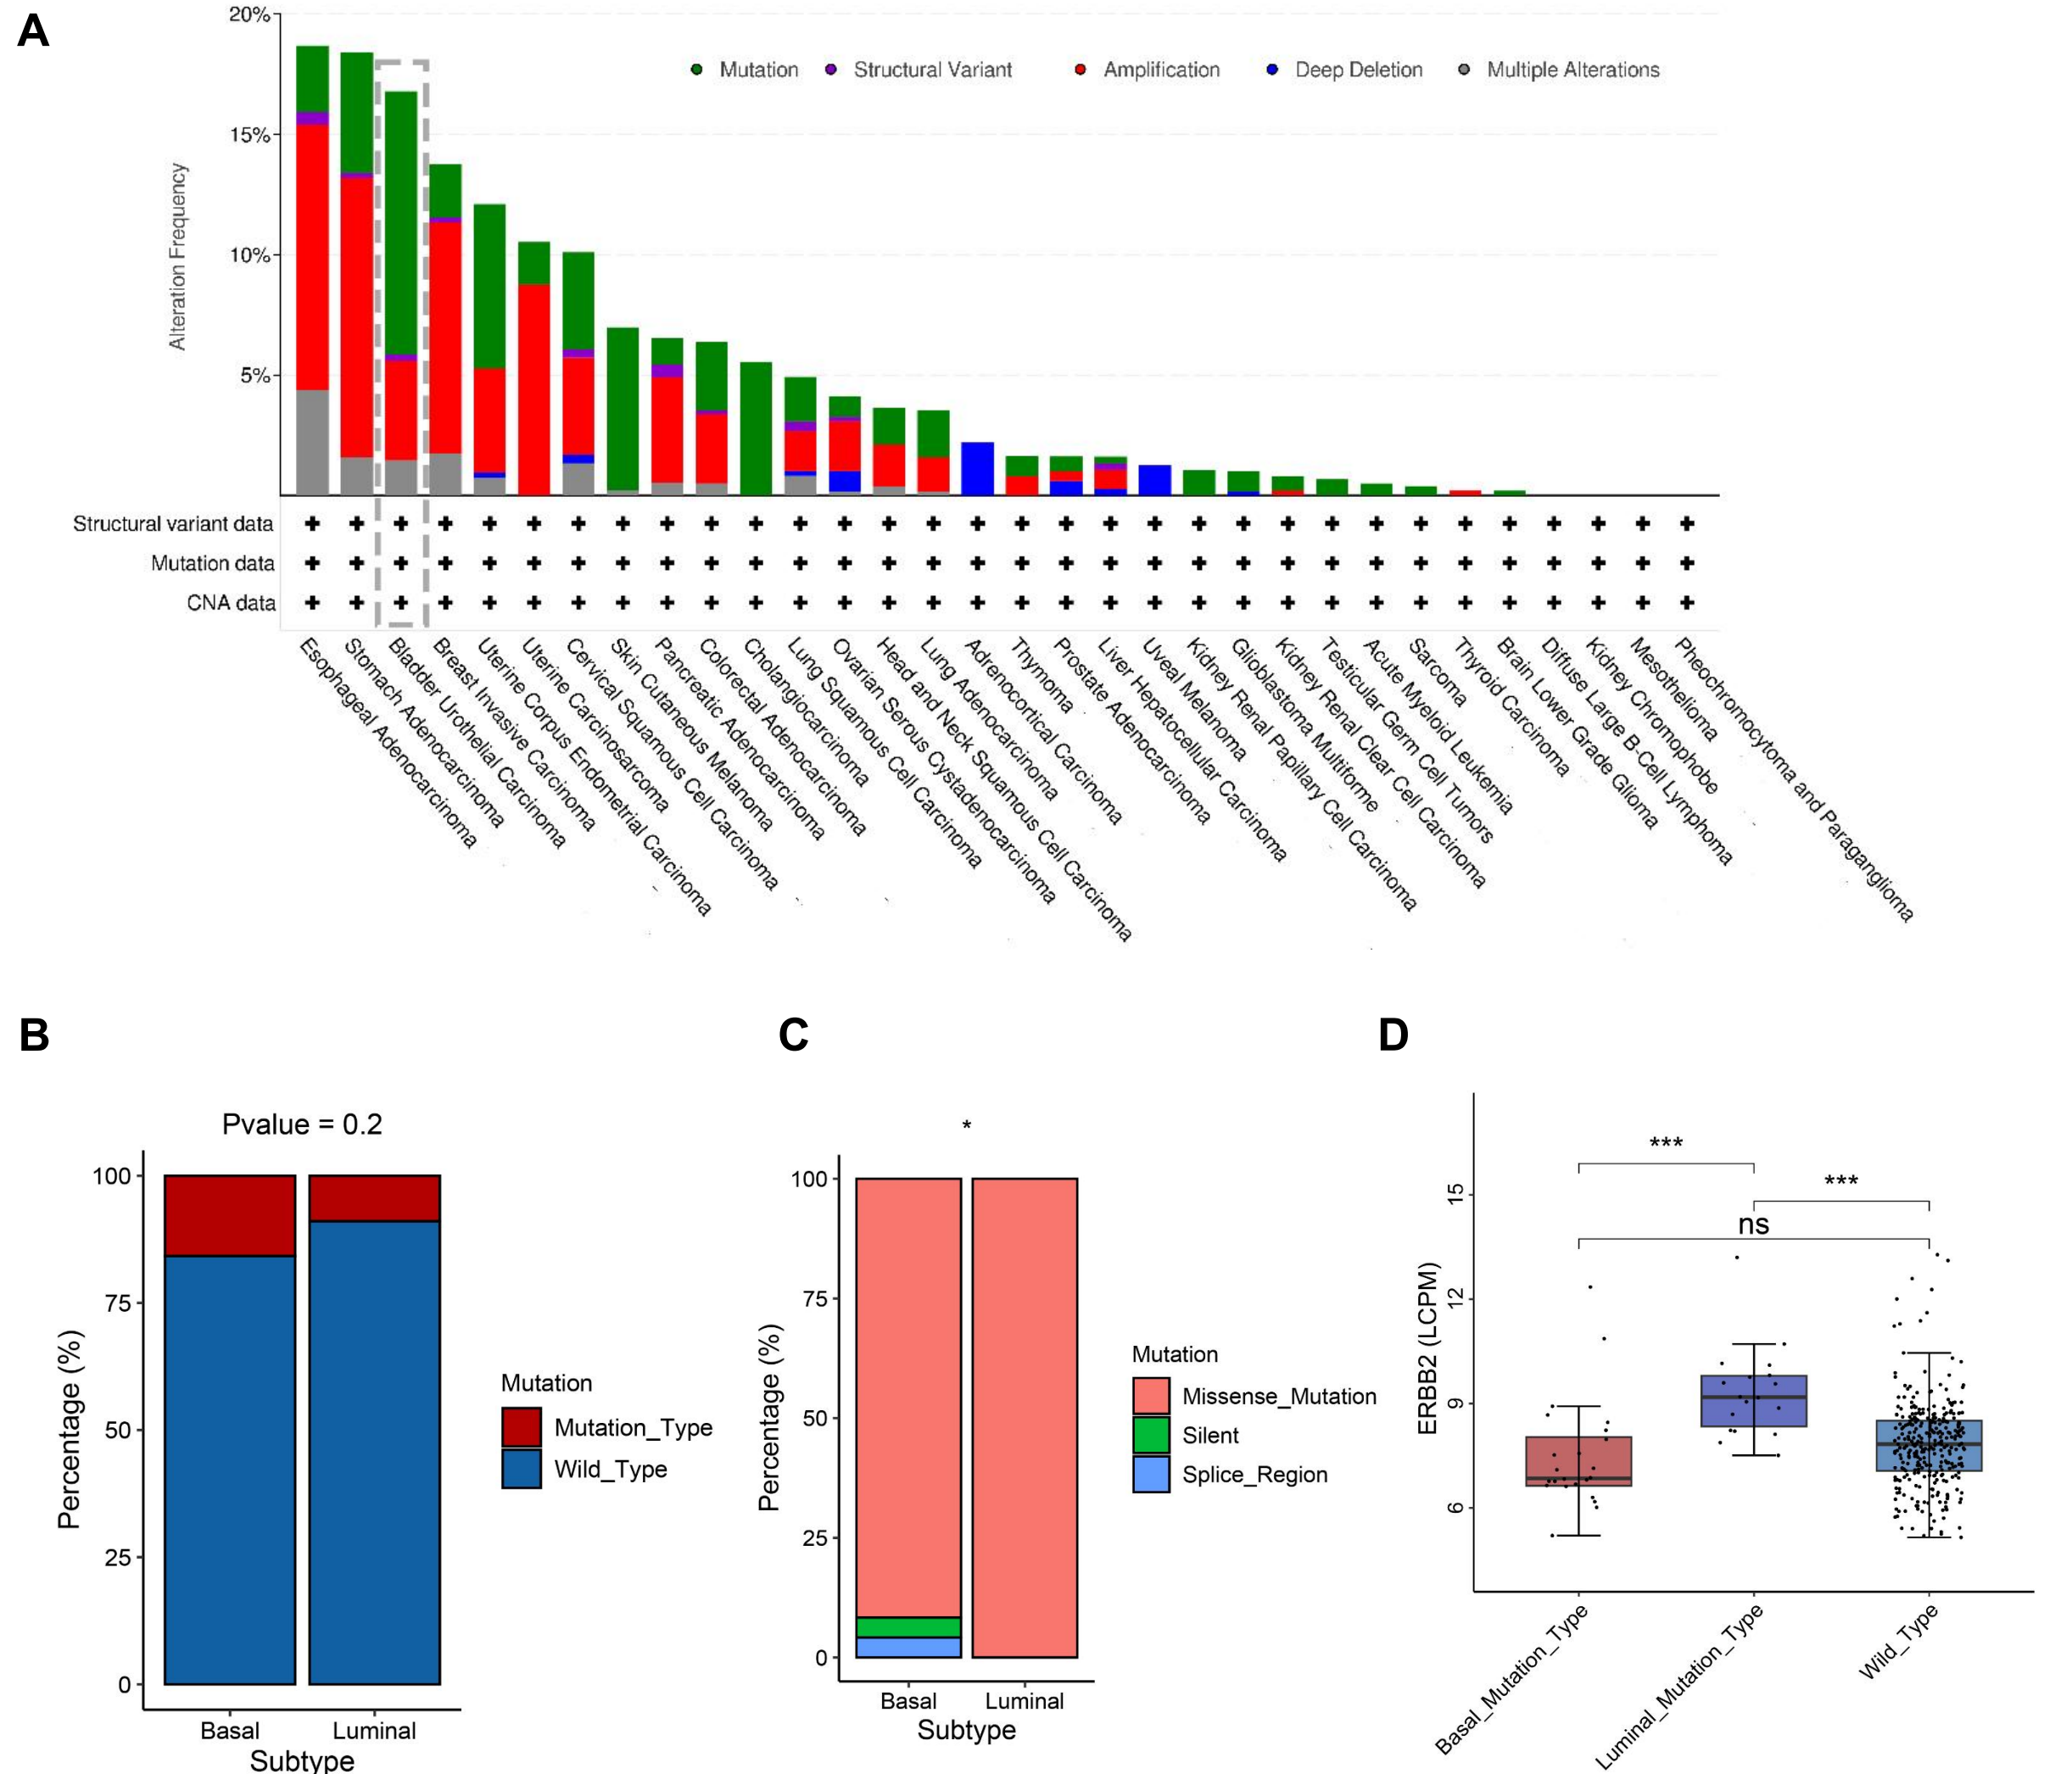

Figure S6

**A**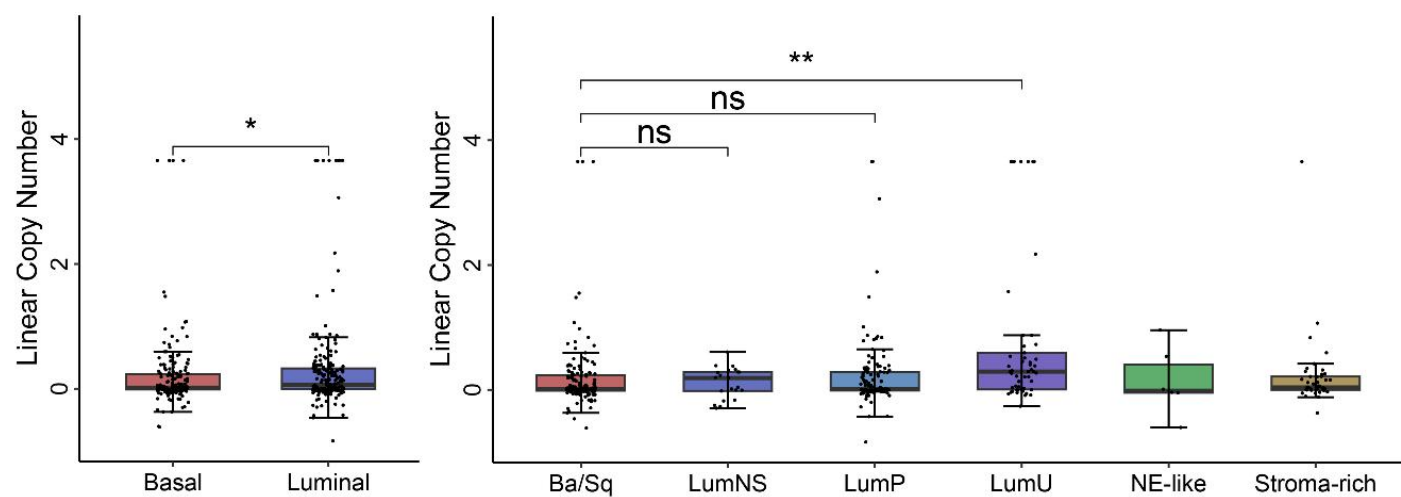**B**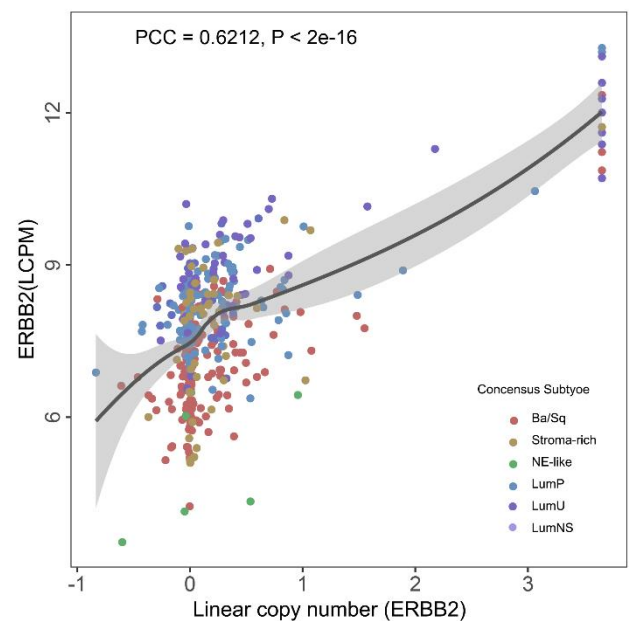**C**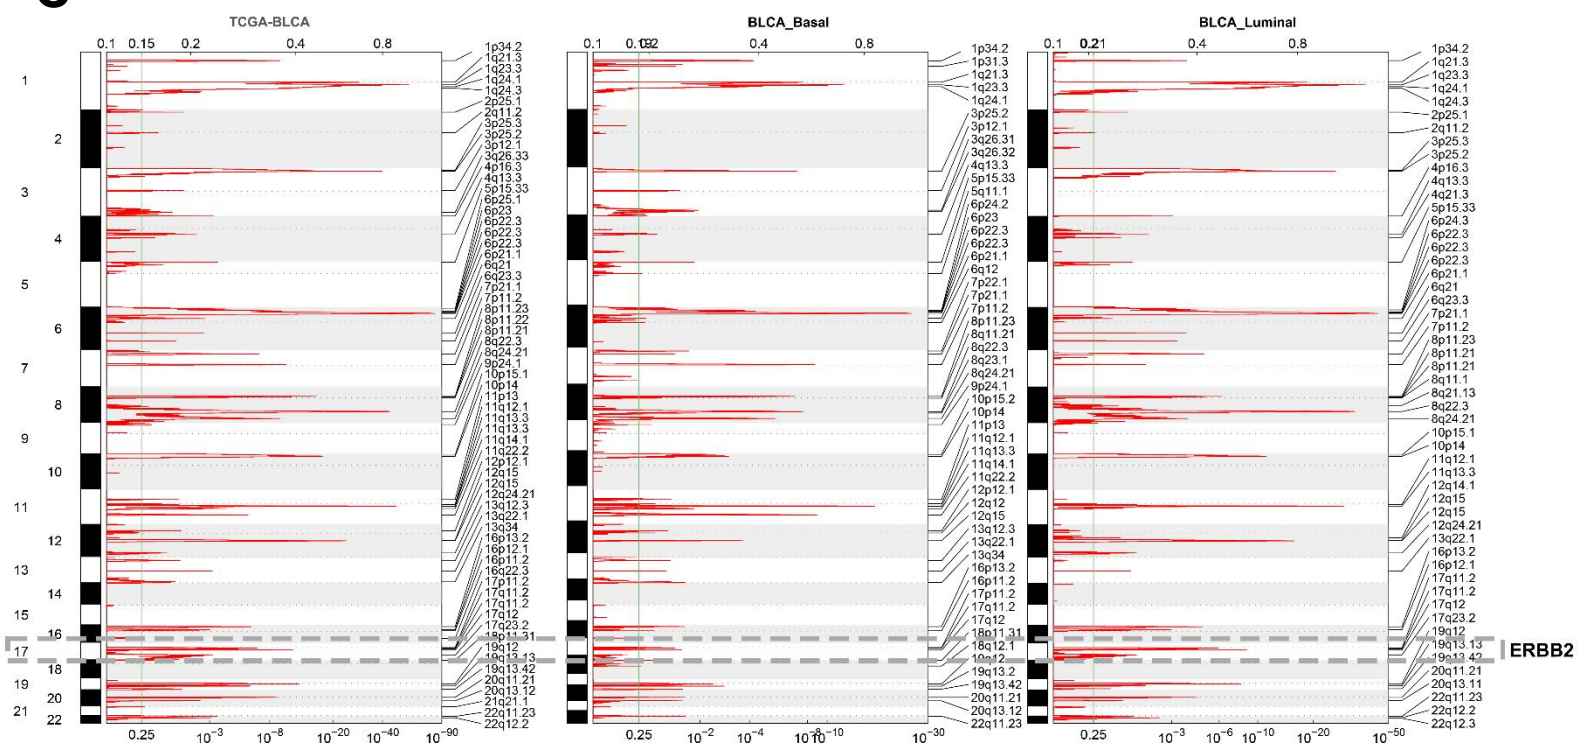**E**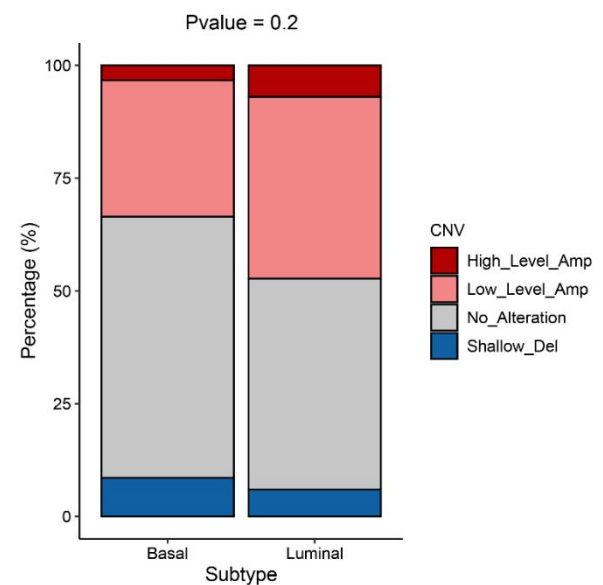**D**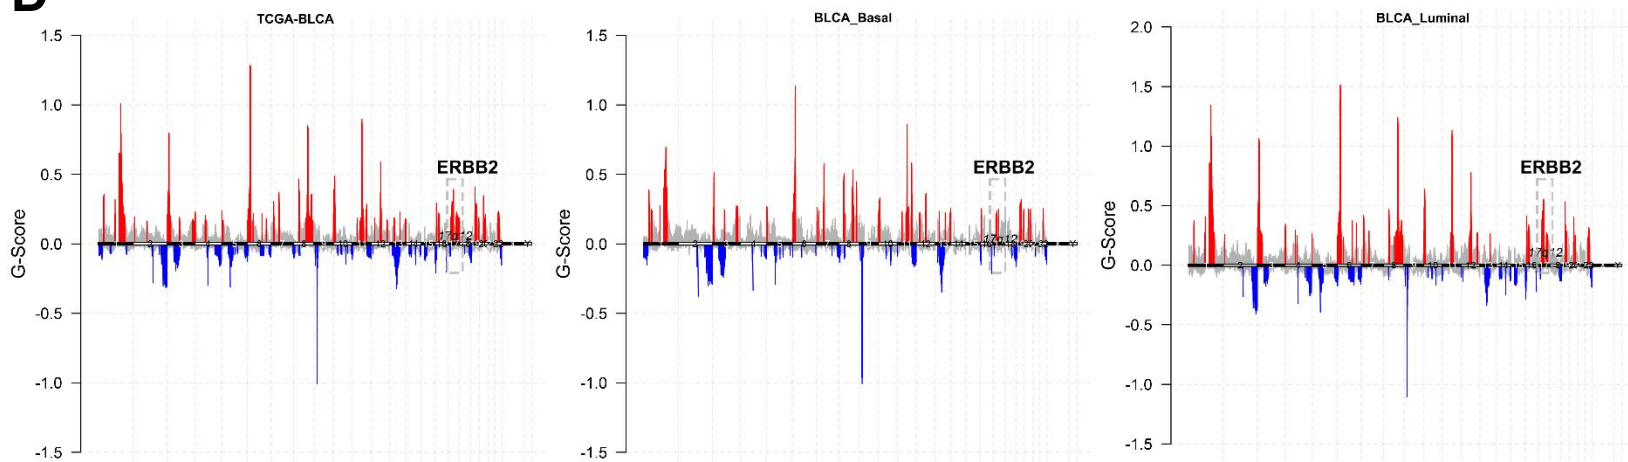**F**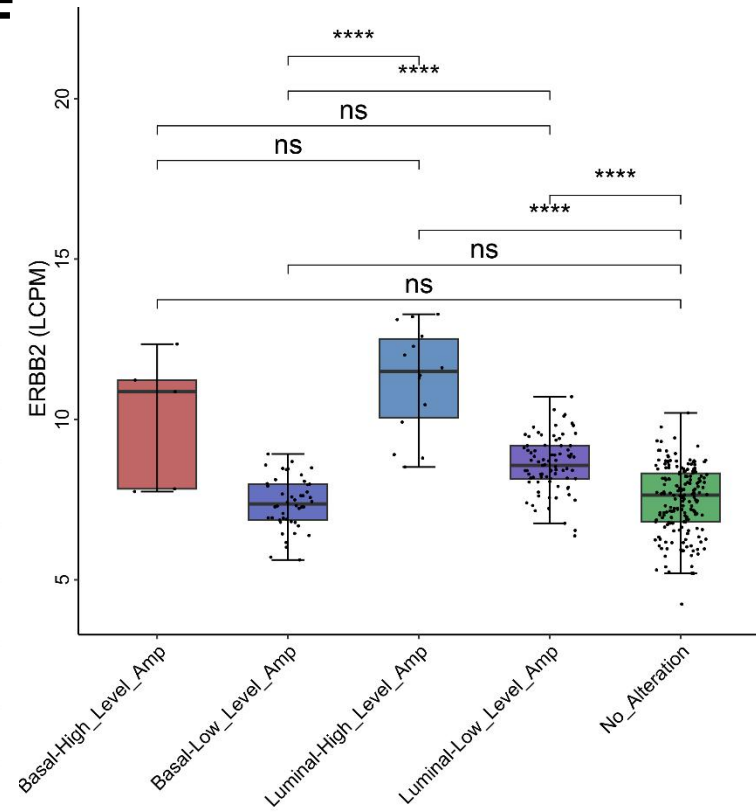**Figure S7**

**Control**

**RC48**

**ERBB2**

**ERBB2+RC48**

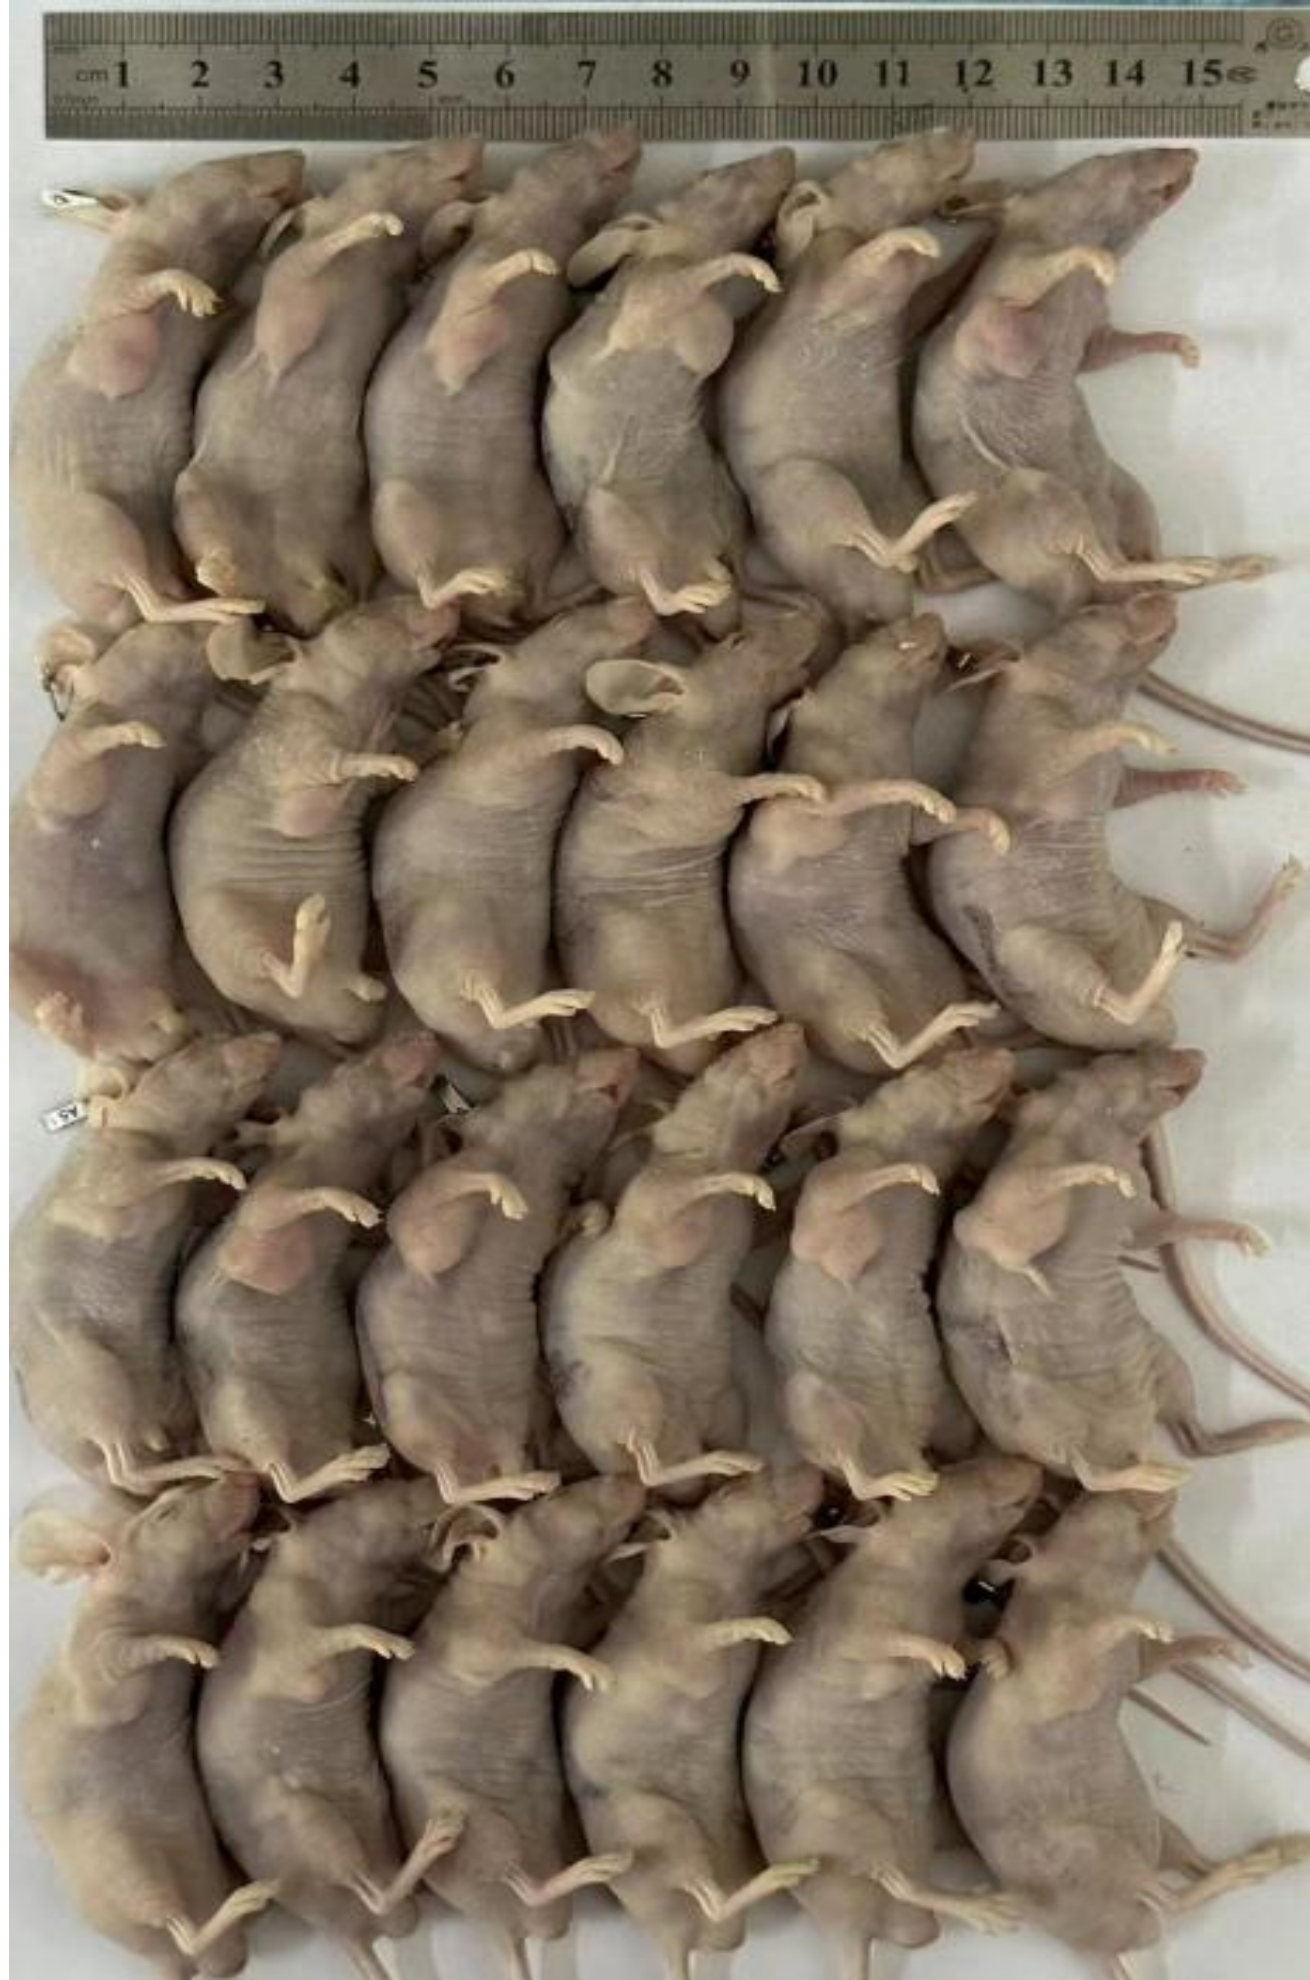

**Figure S8**

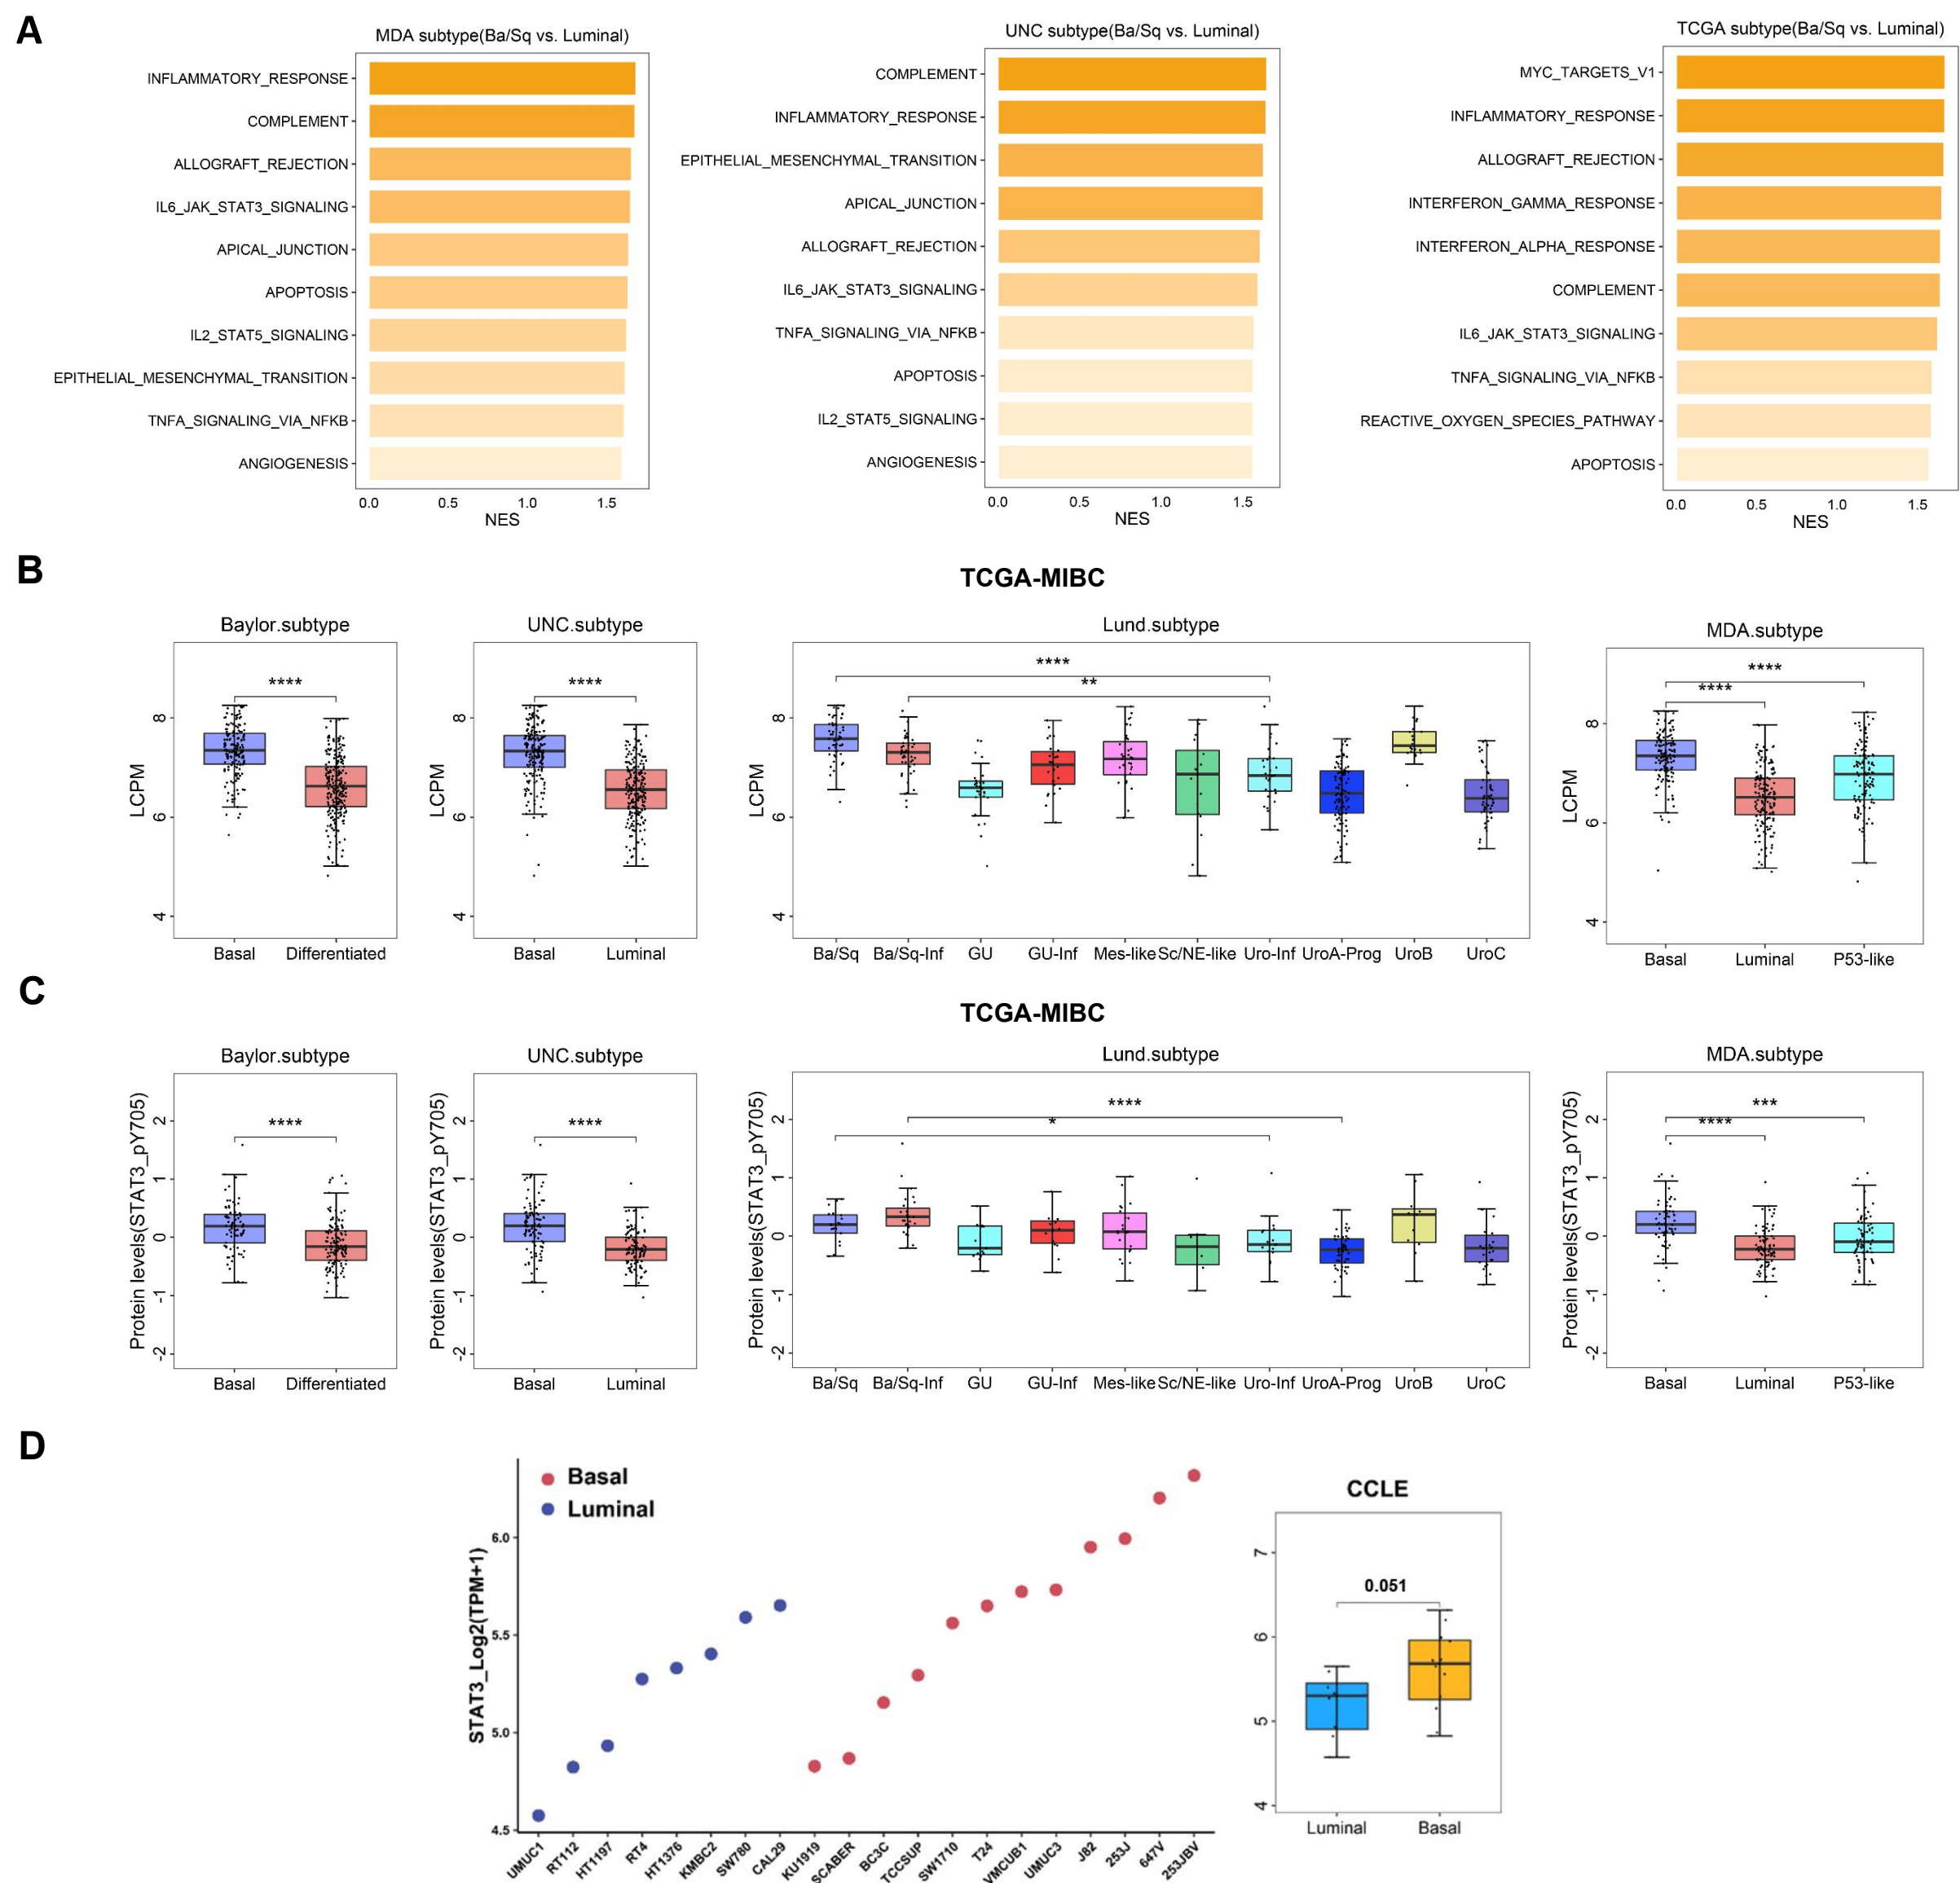

Figure S9

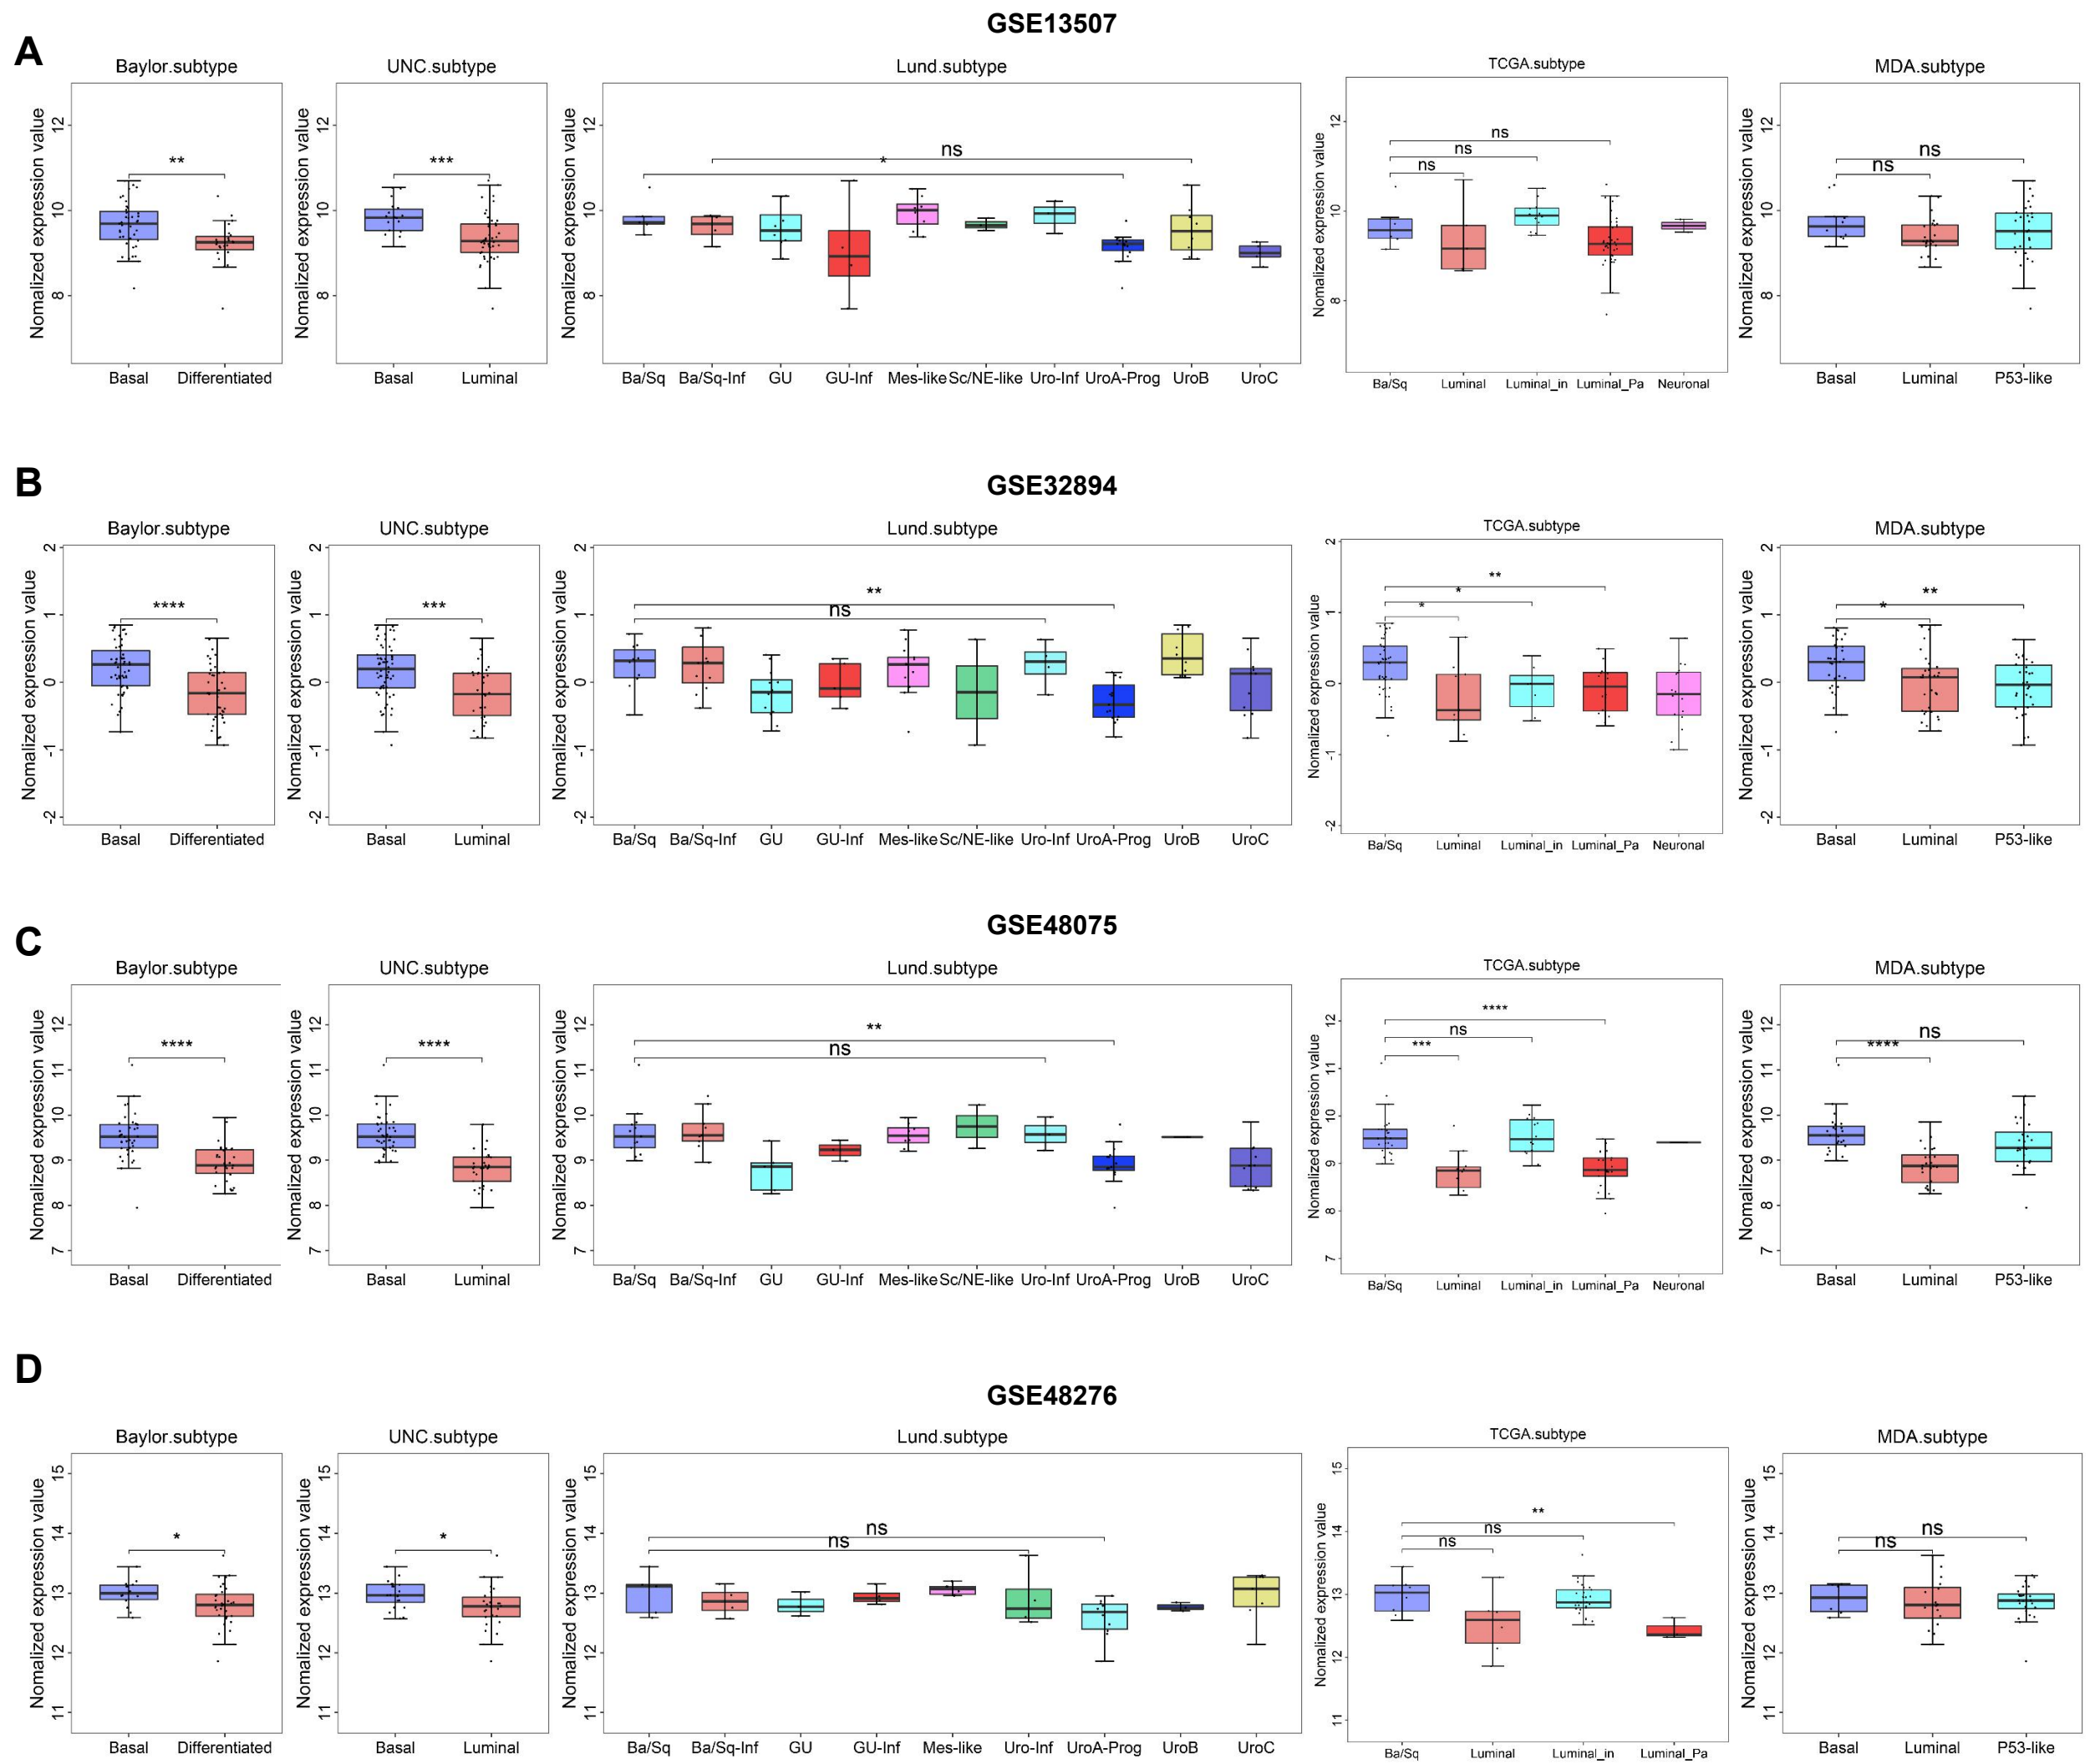

**Figure S10**

**A****TCGA-MIBC**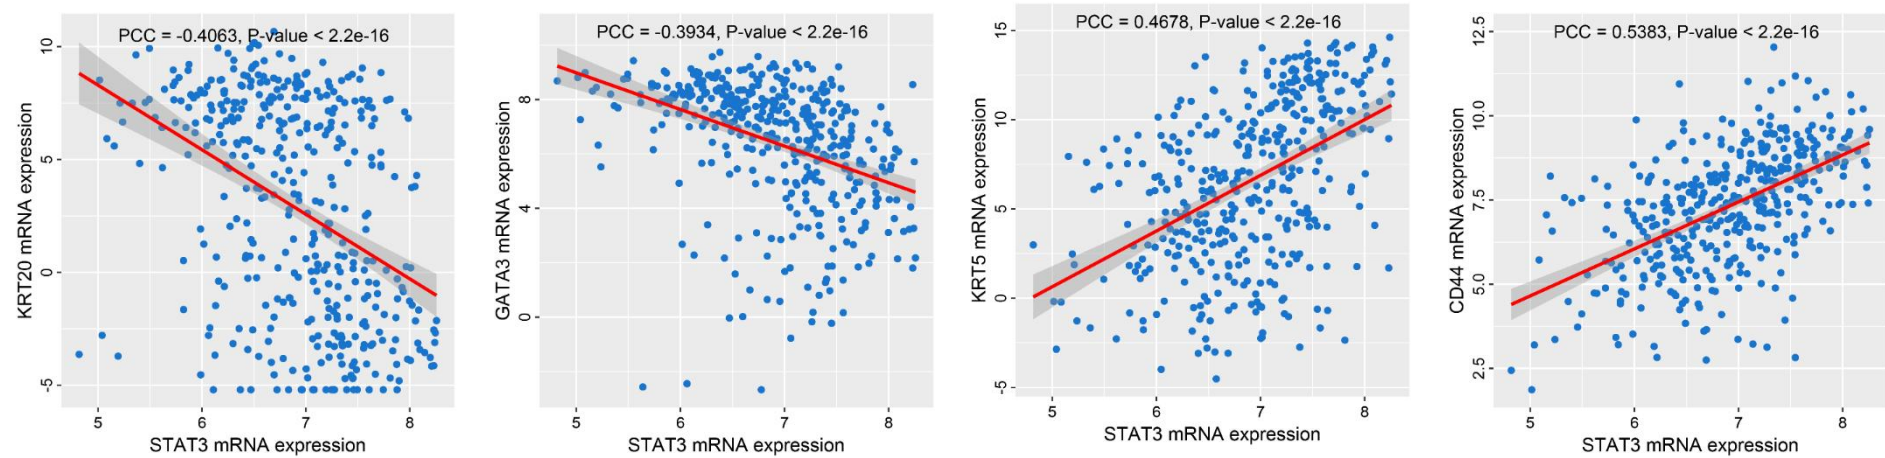**B****GSE13507**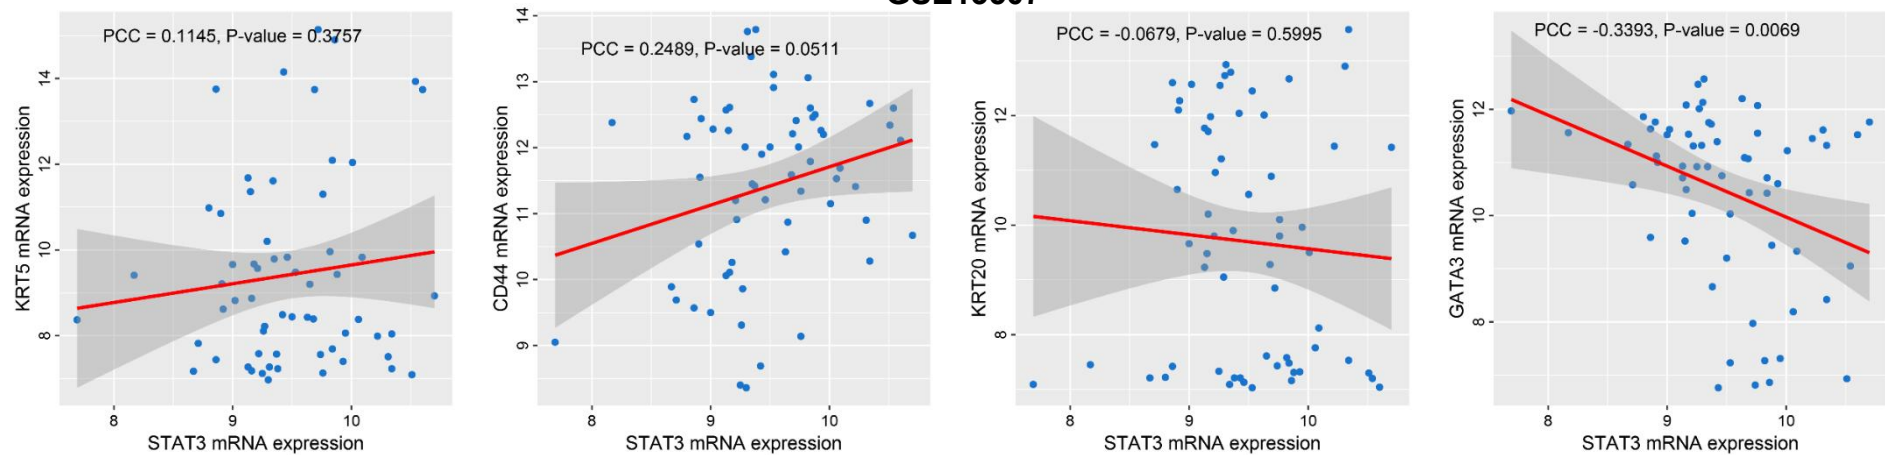**C****GSE32894**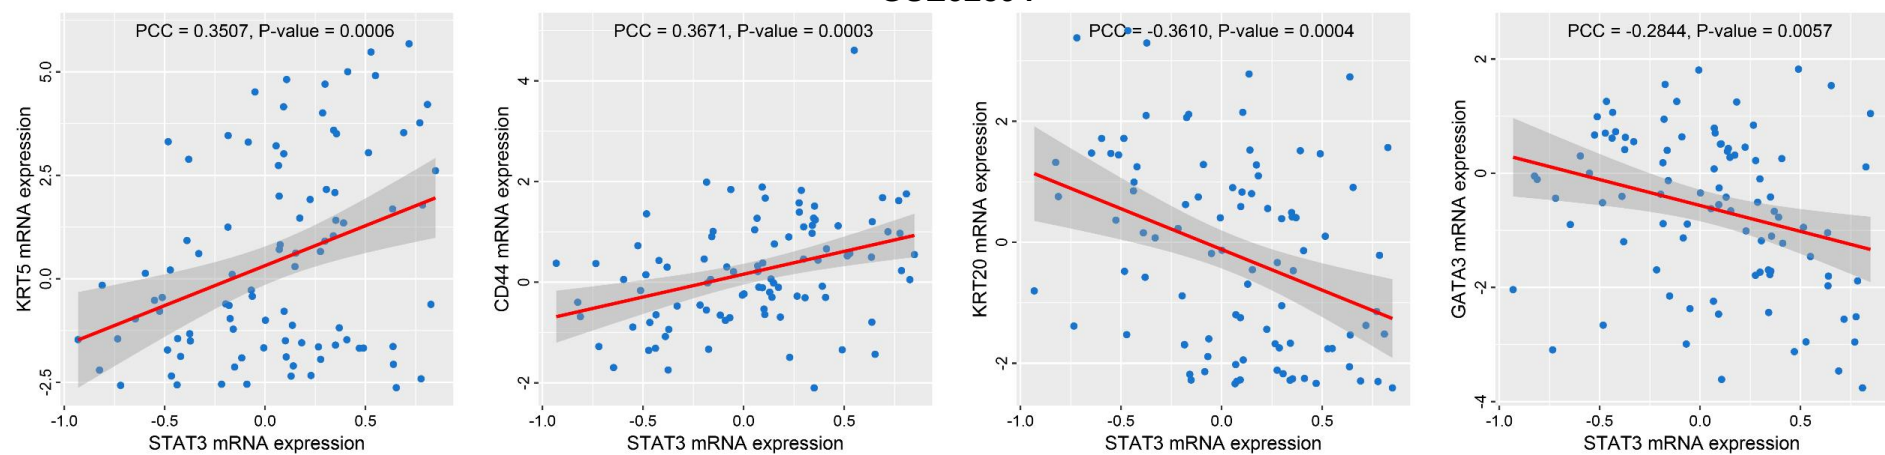**D****GSE48075**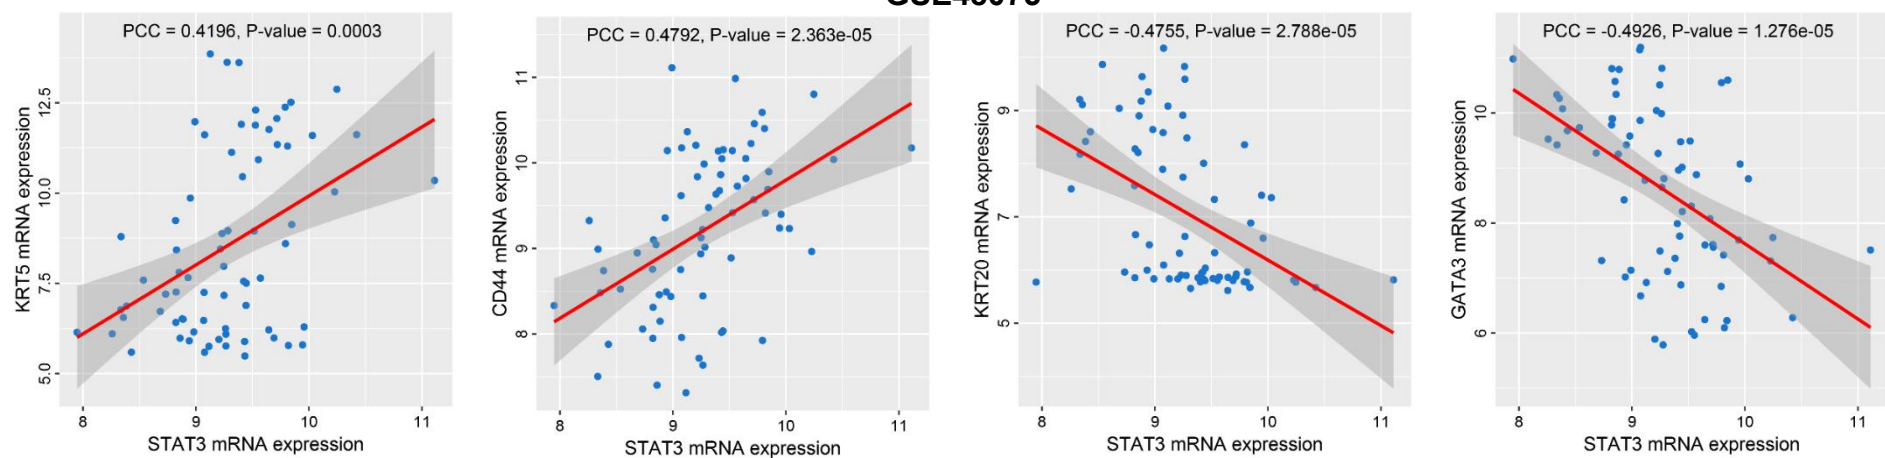**E****CCLE\_BLCA**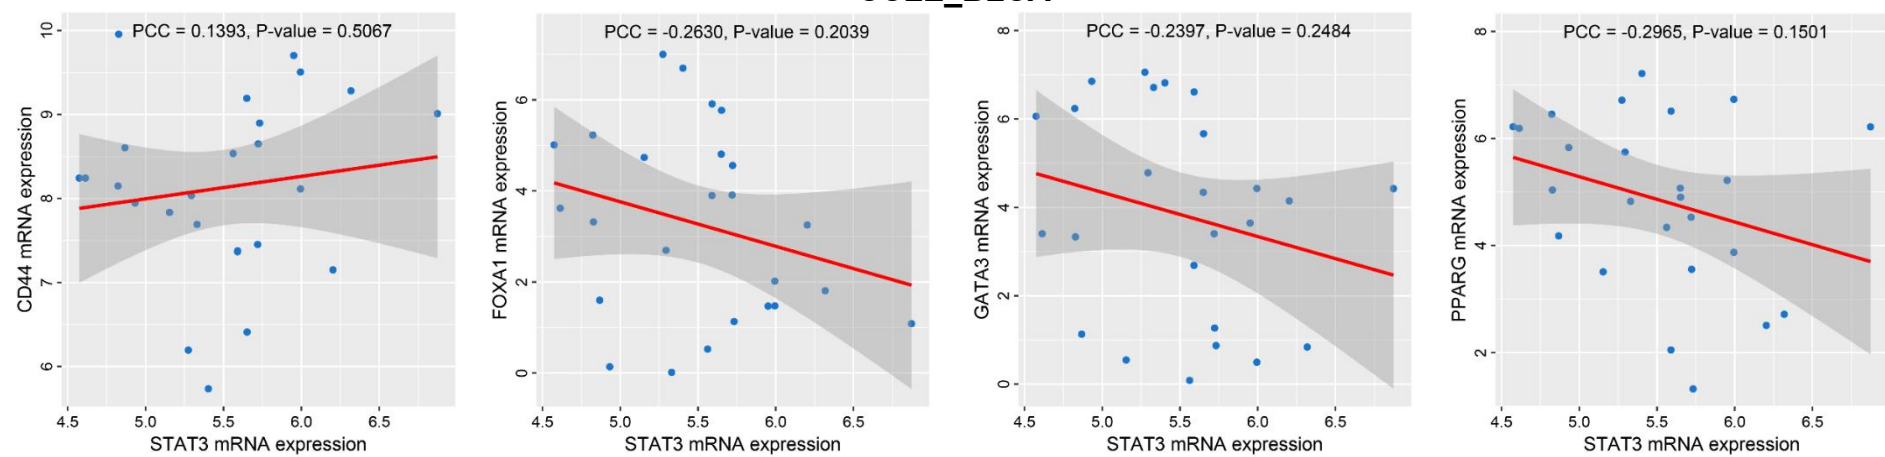**Figure S11**

**A**

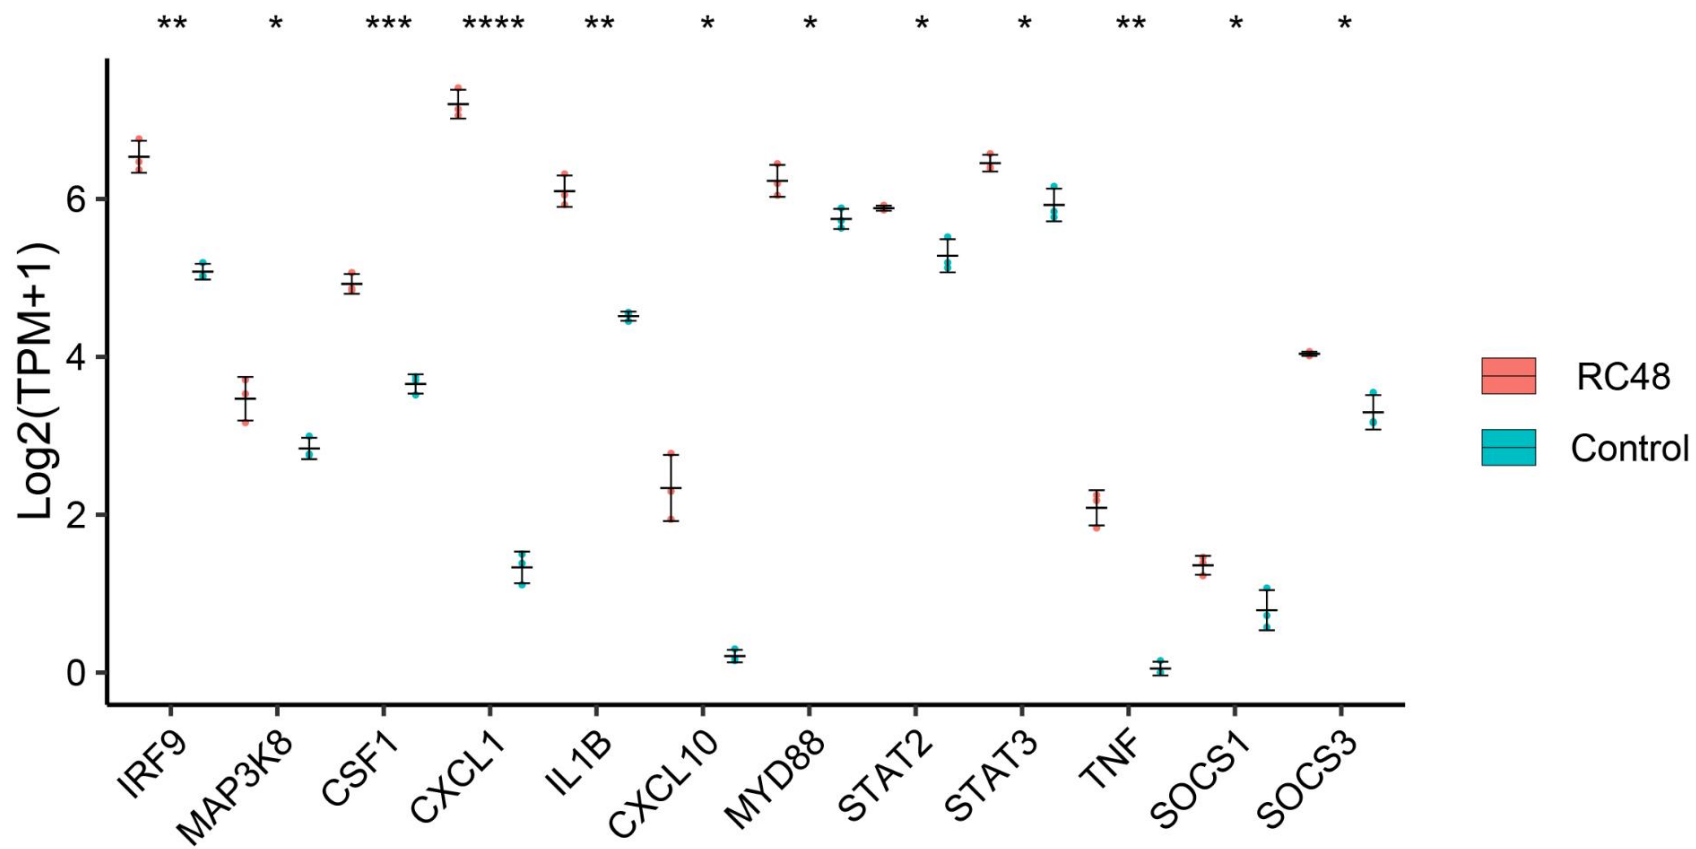

**B**

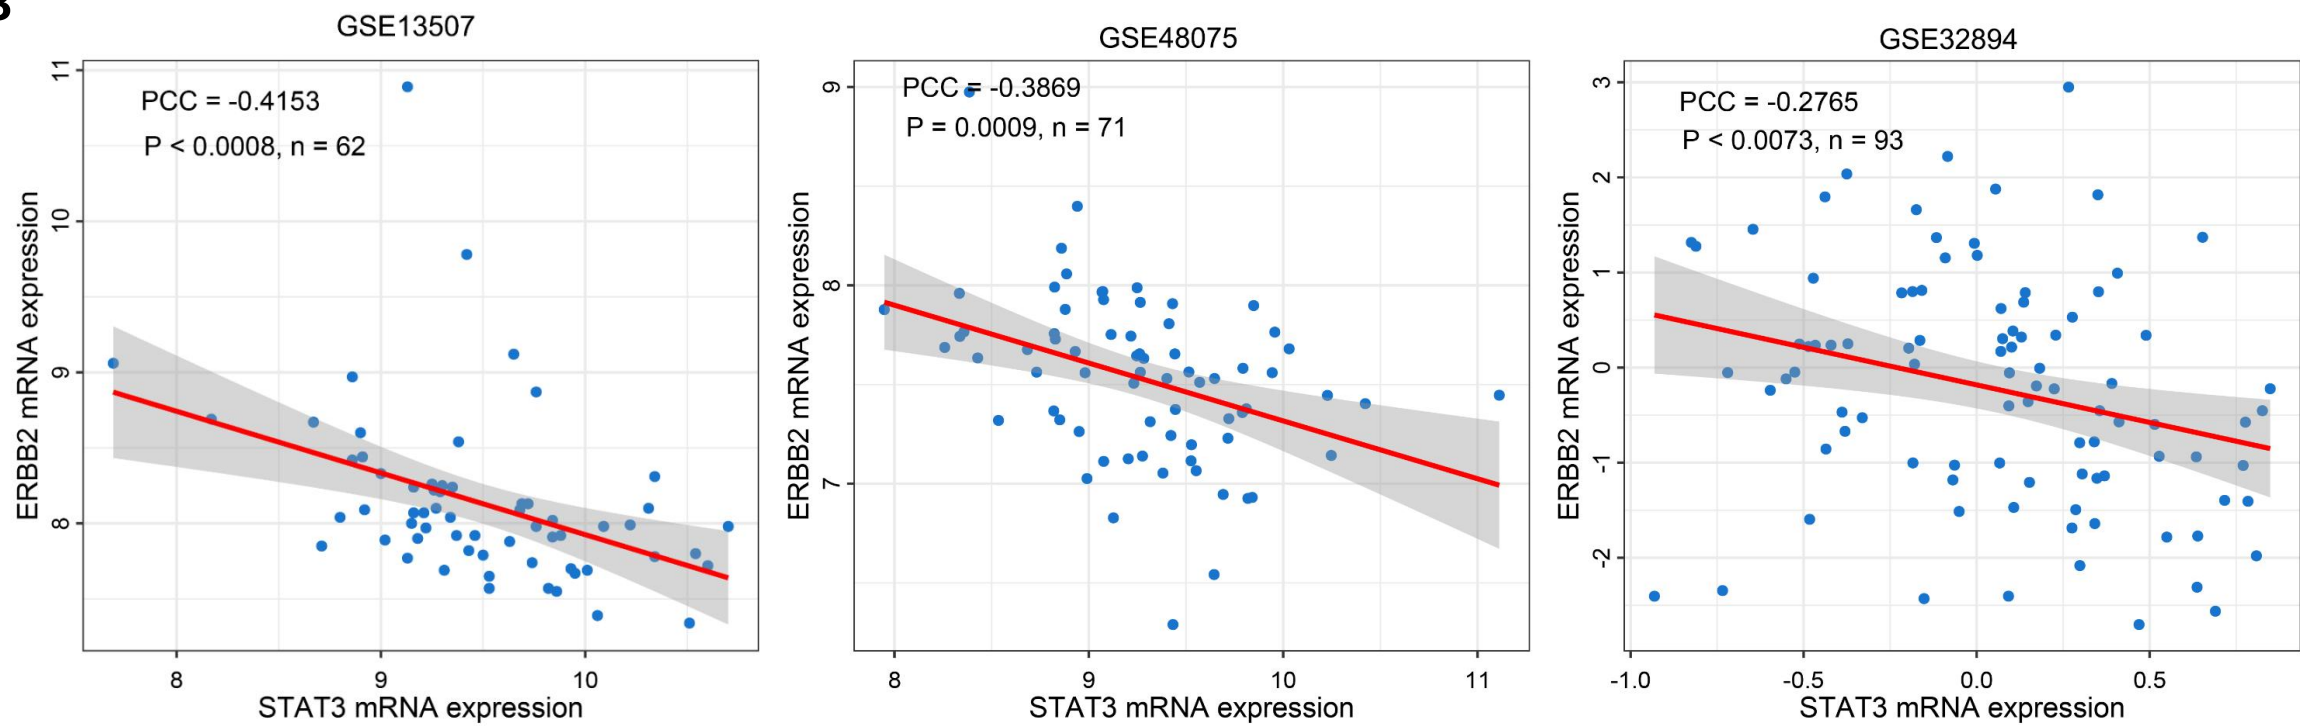

**Figure S12**

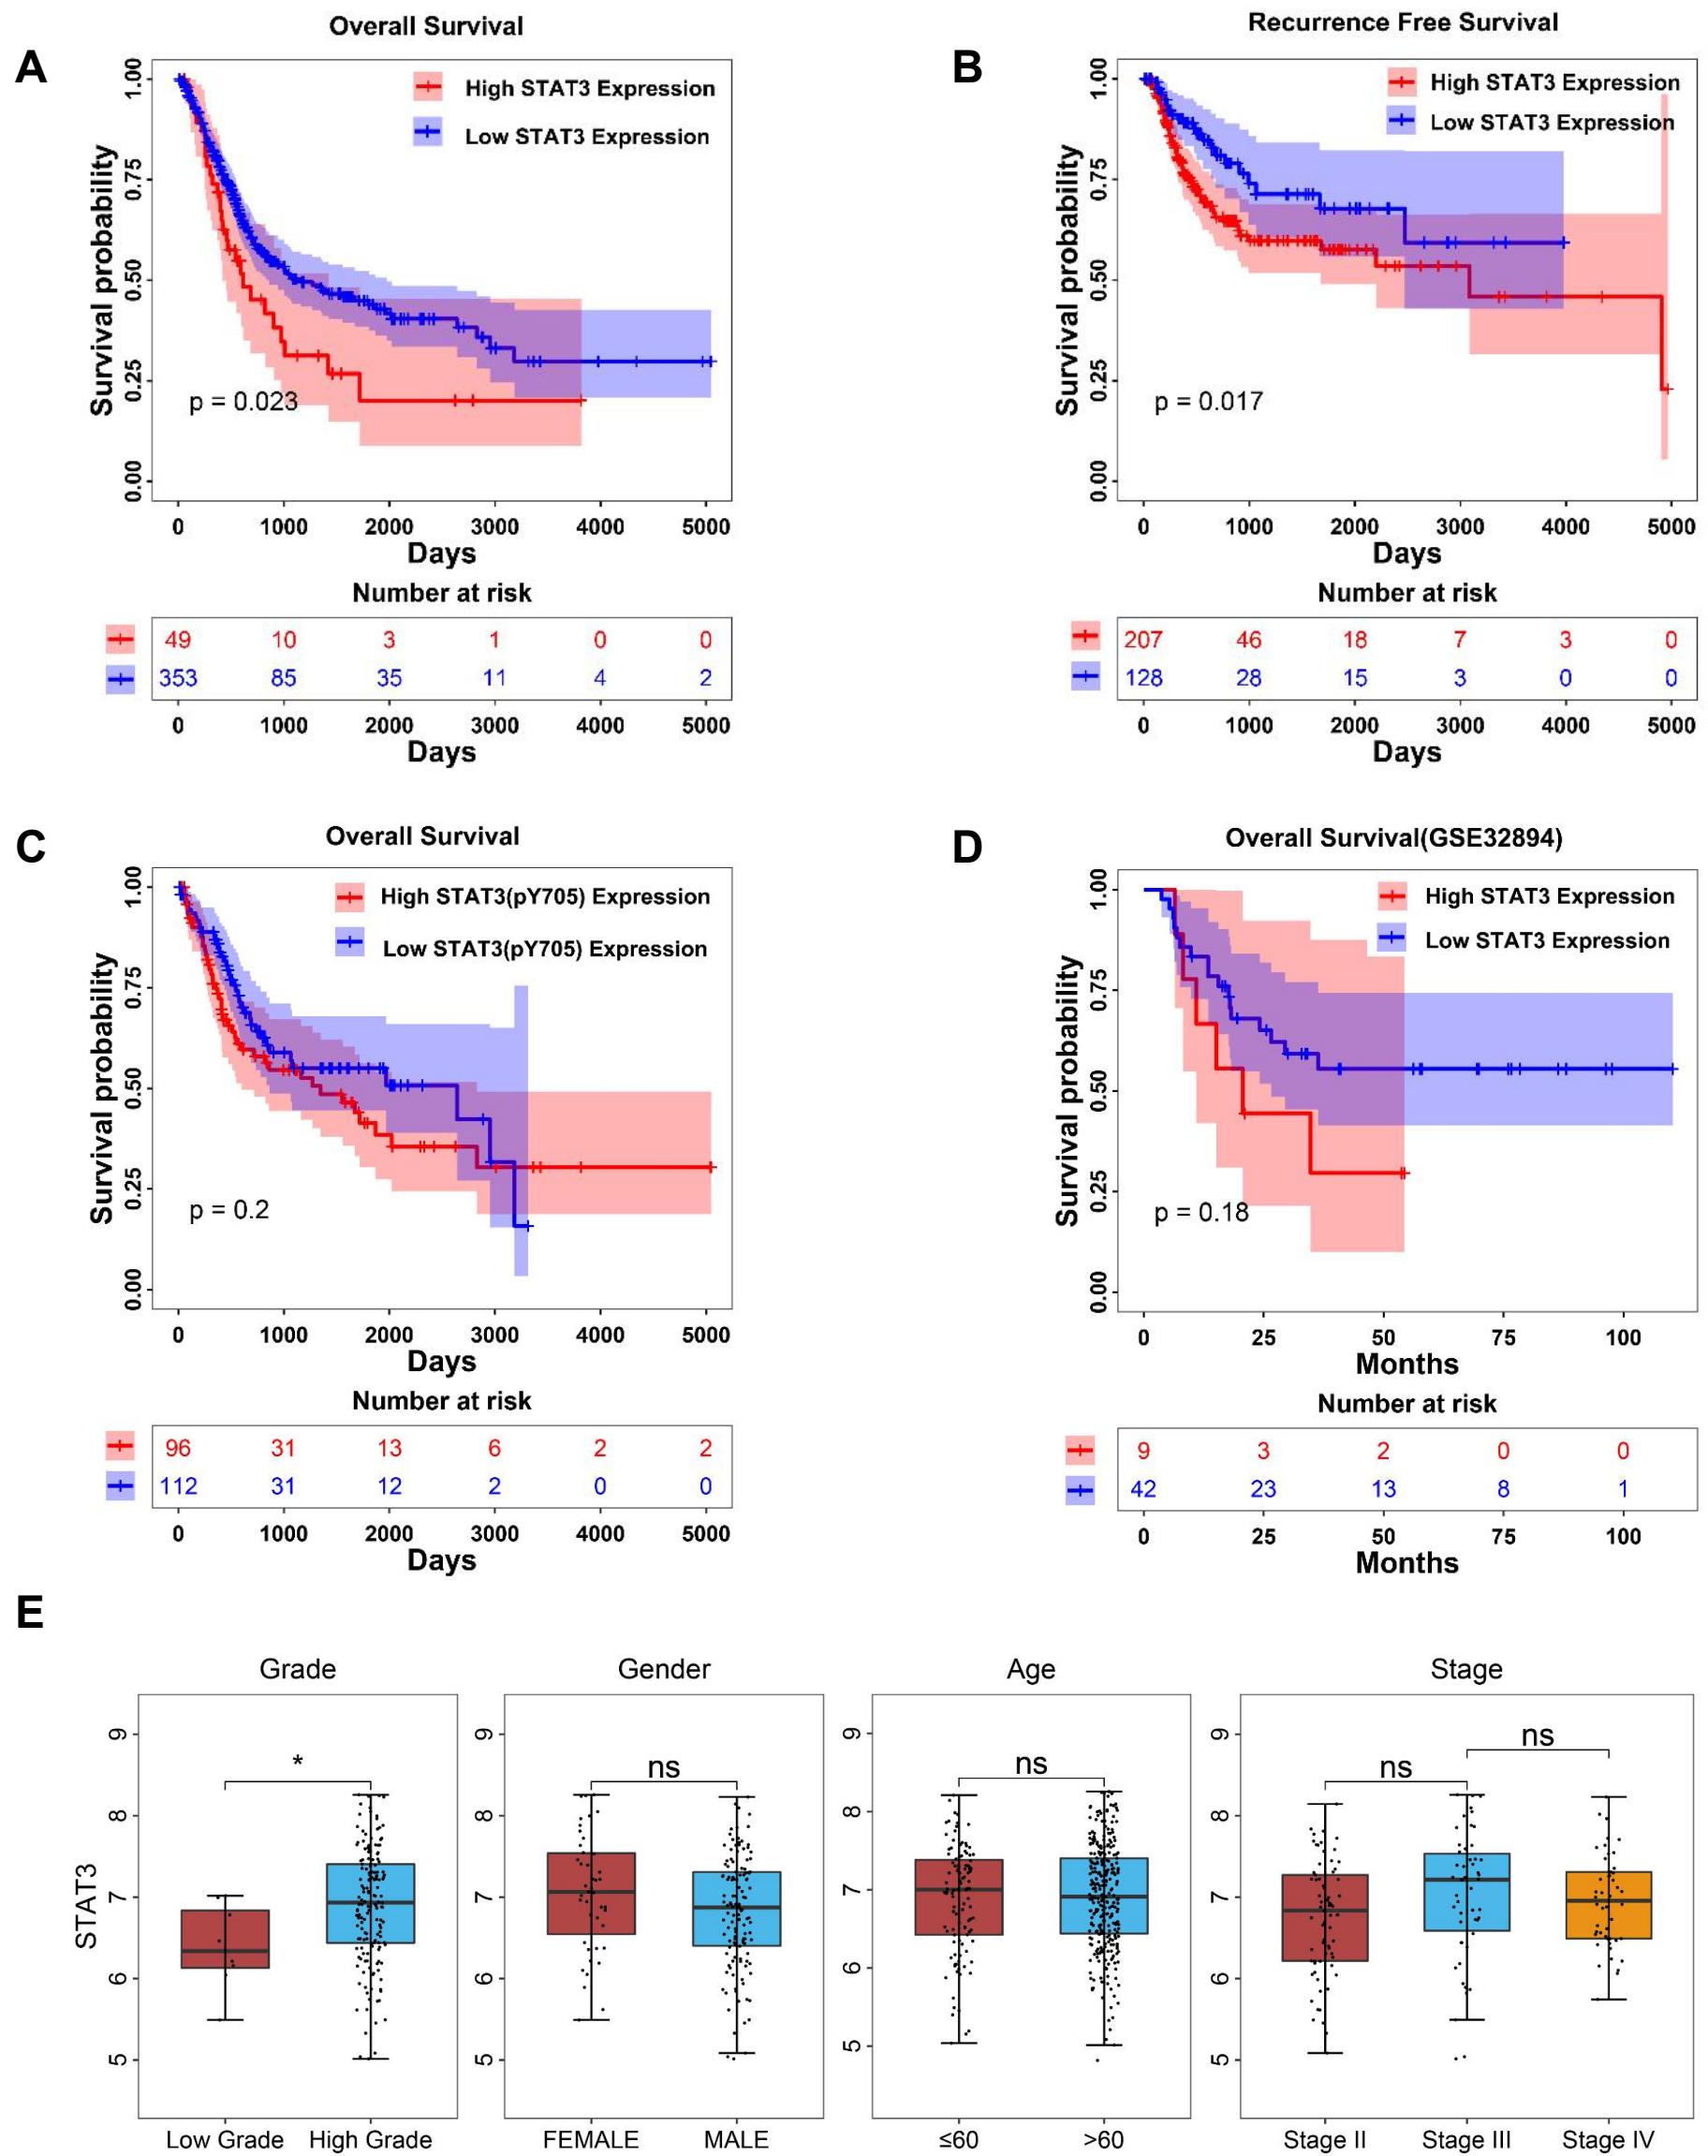

Figure S13

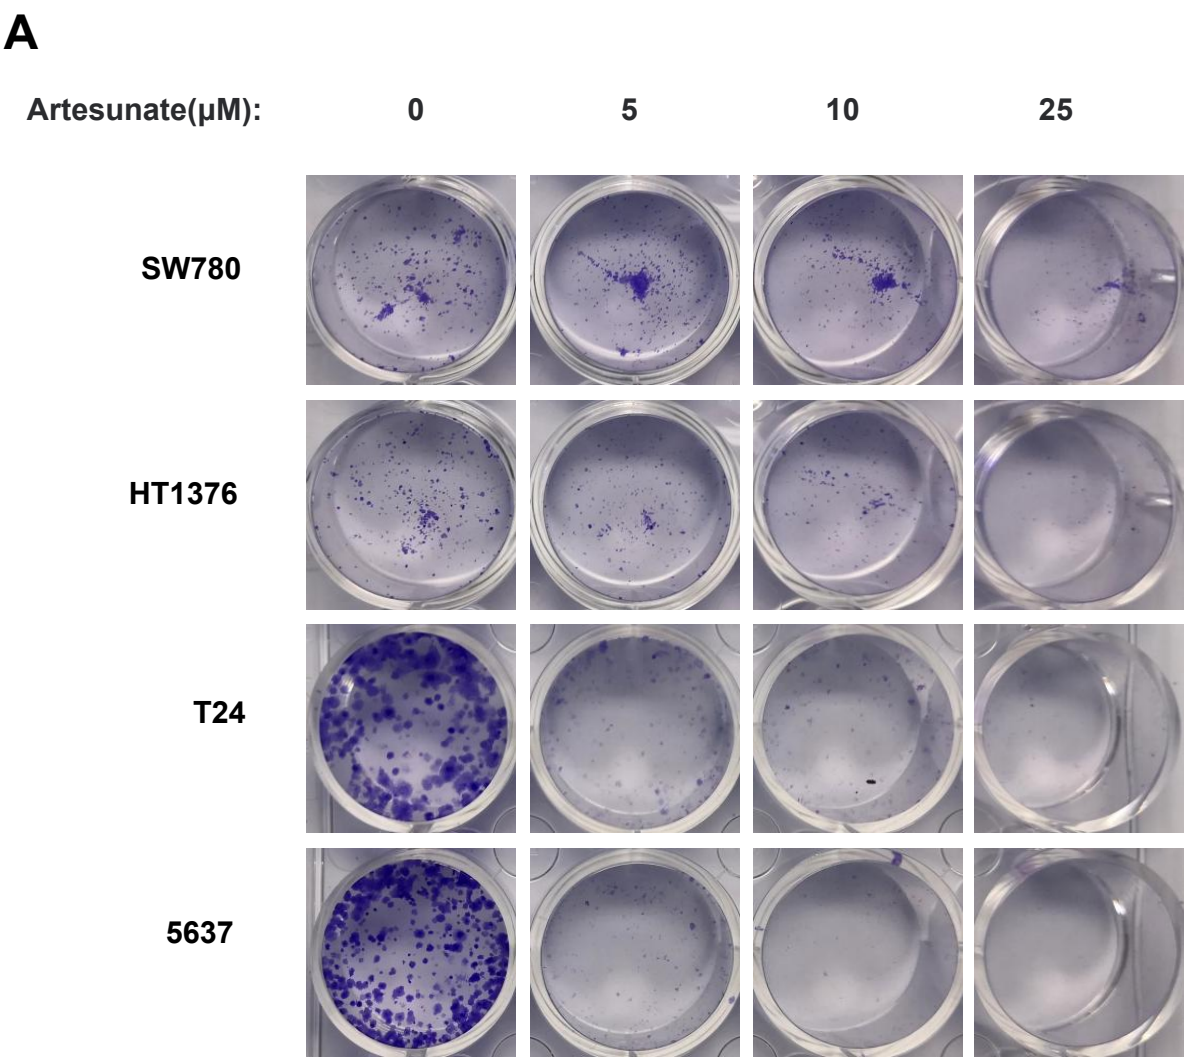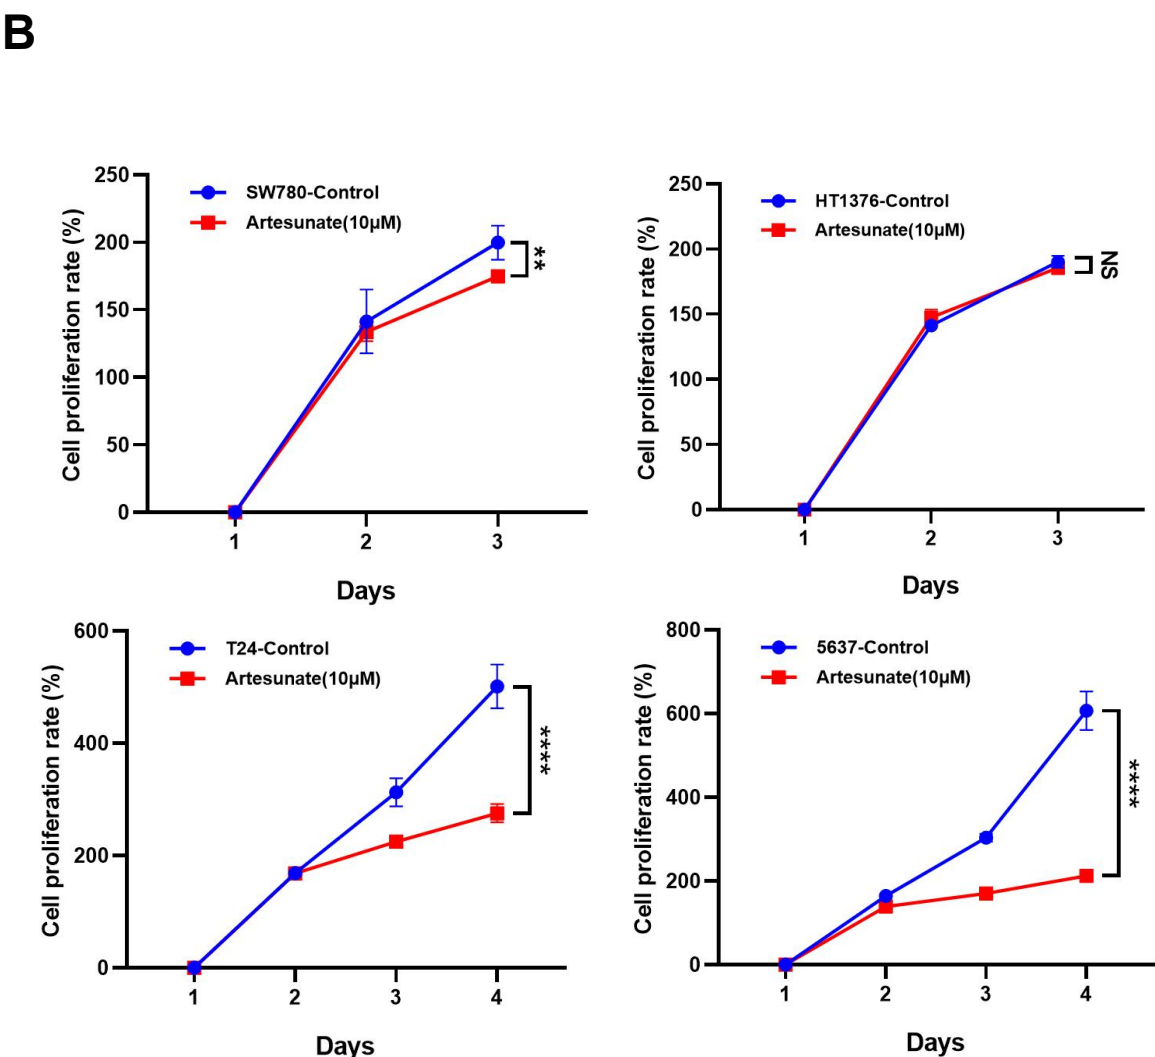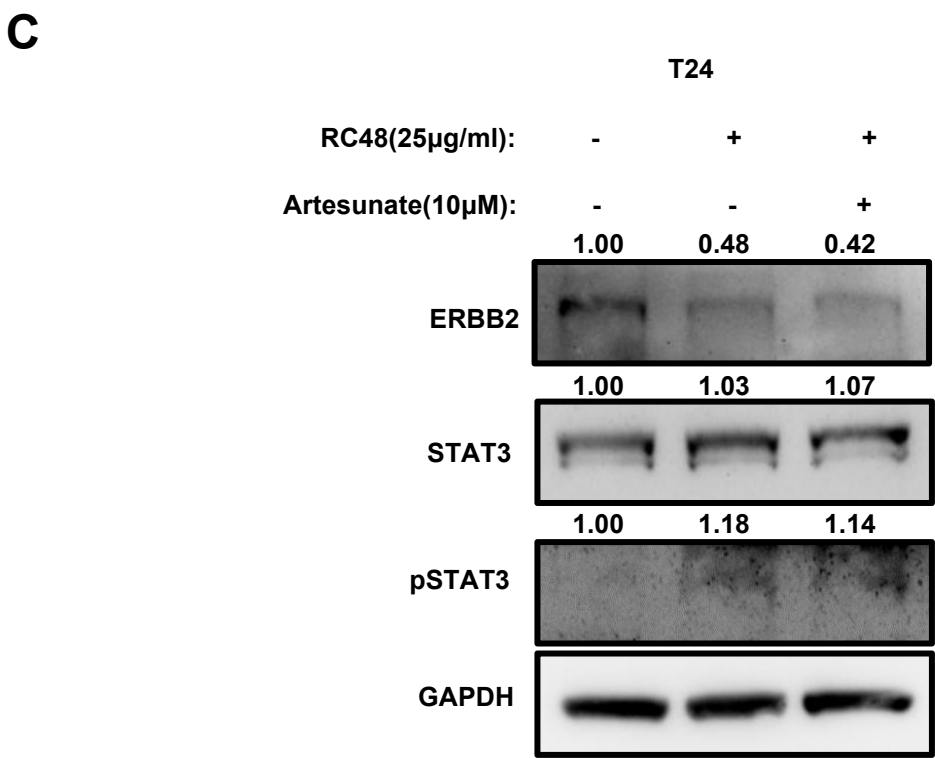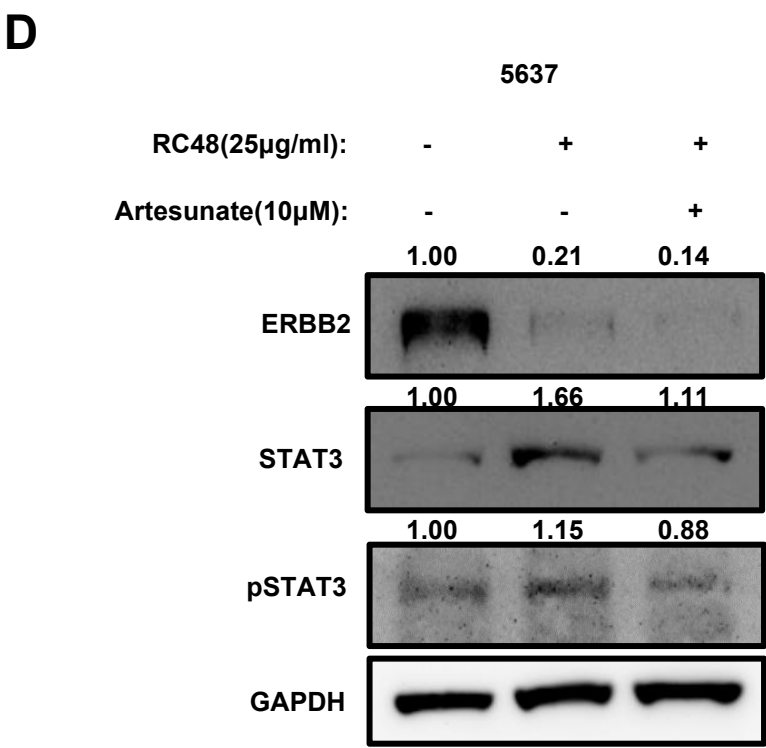

Figure S14

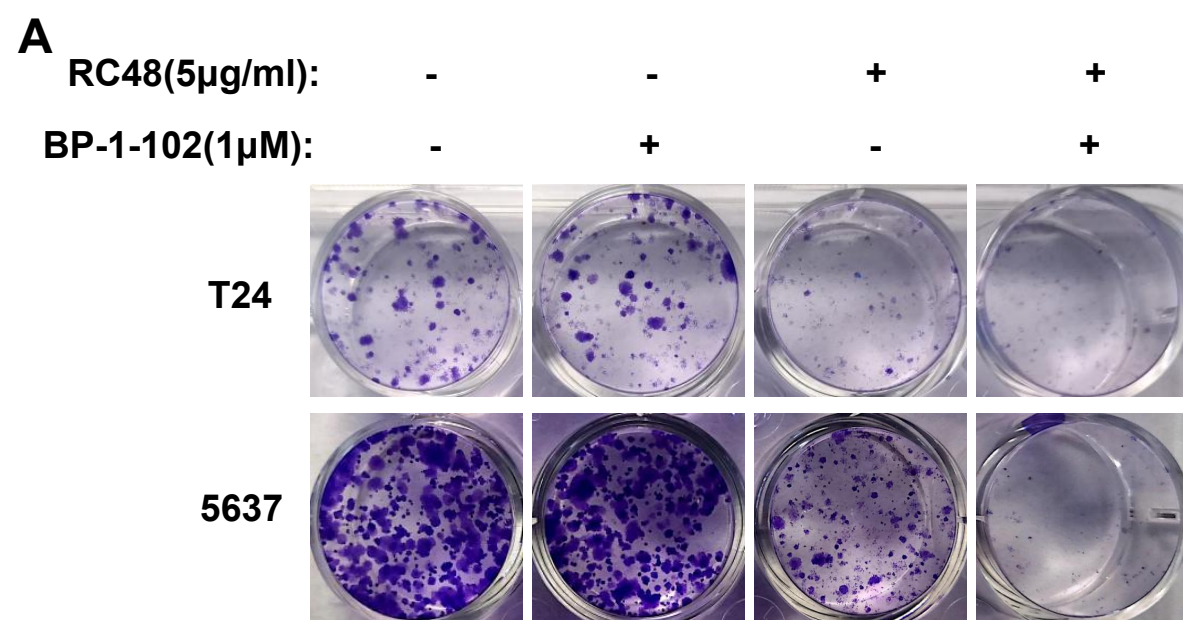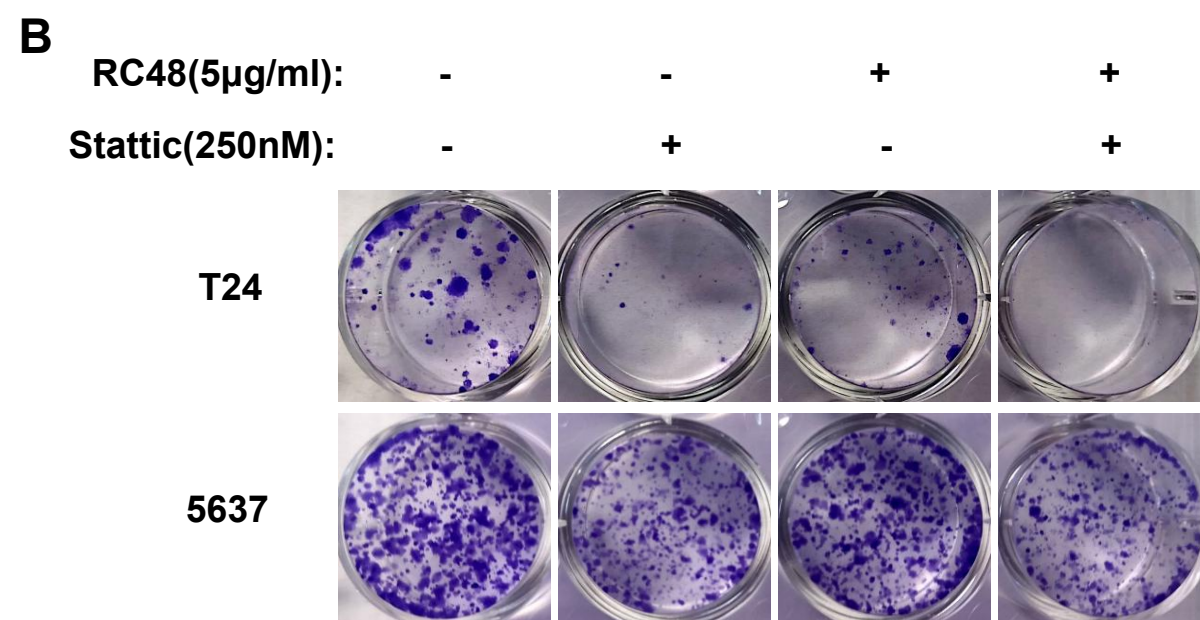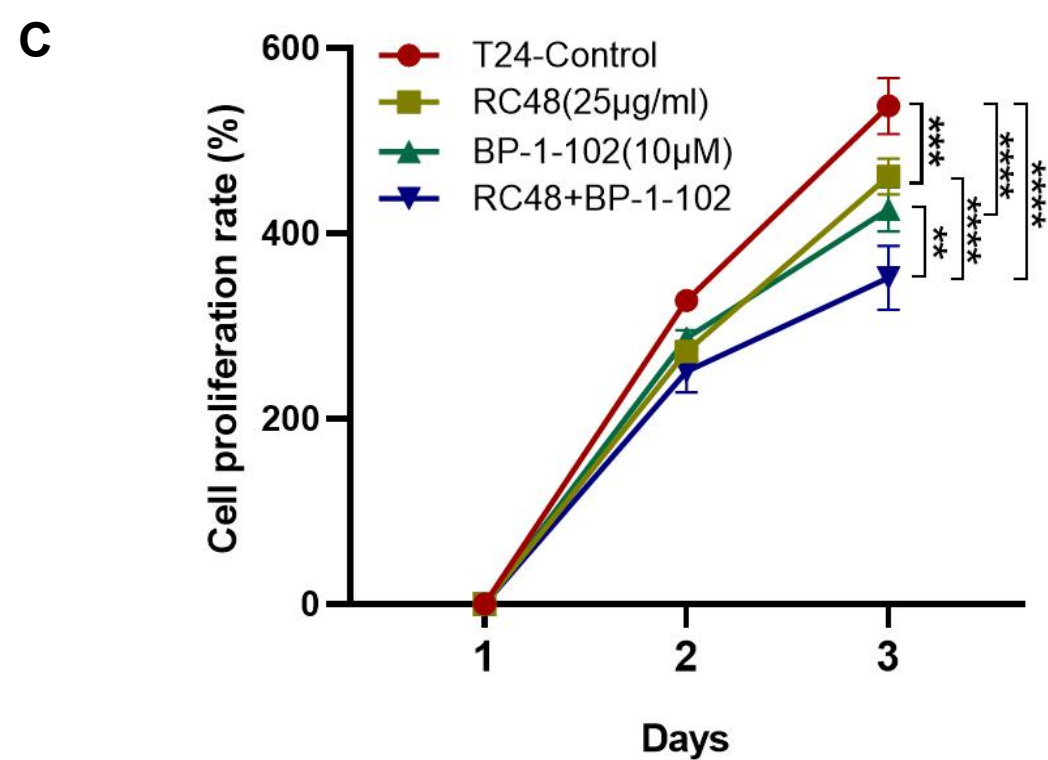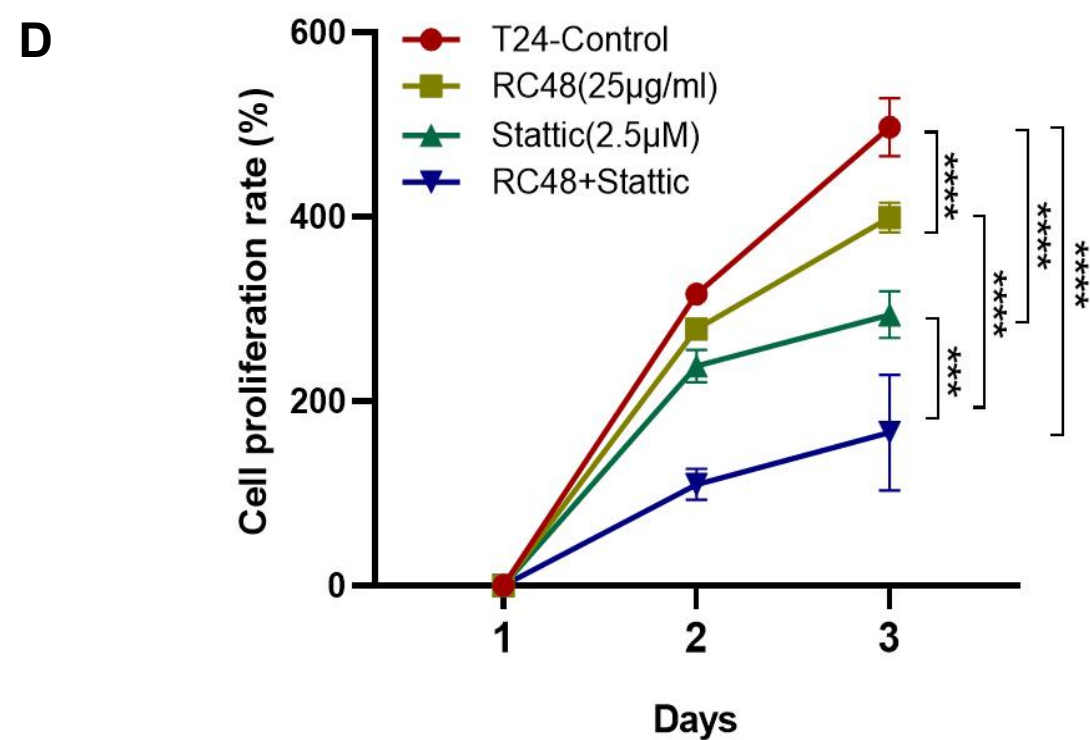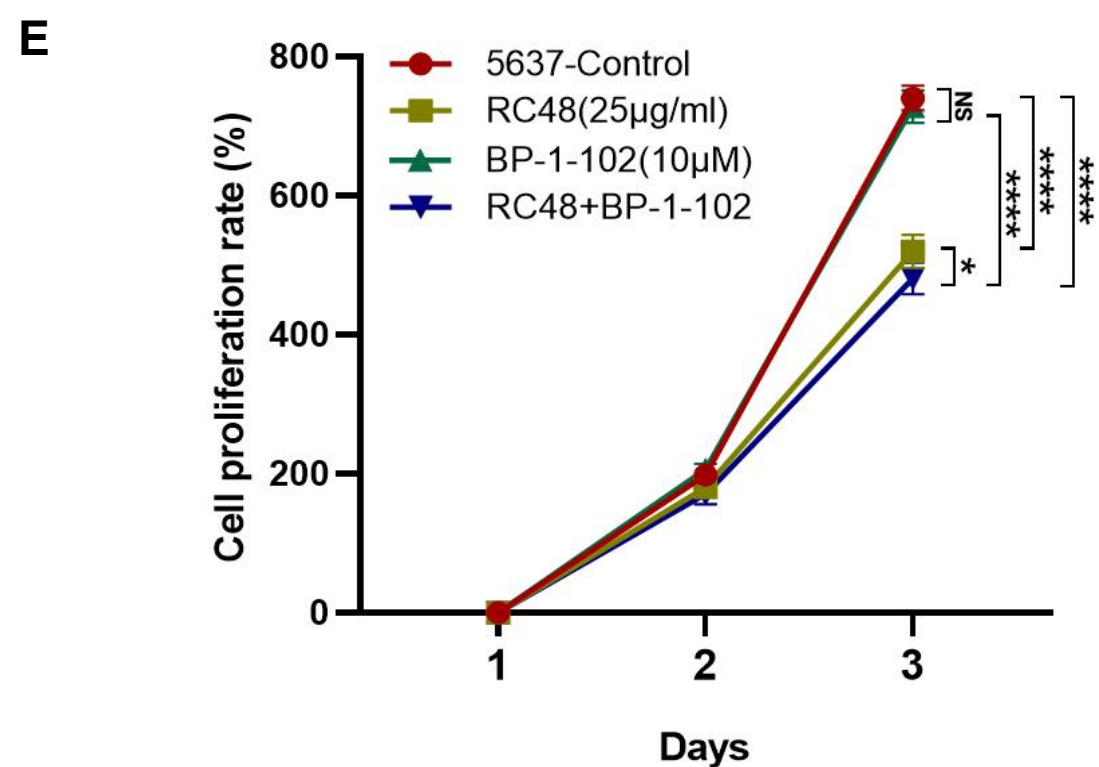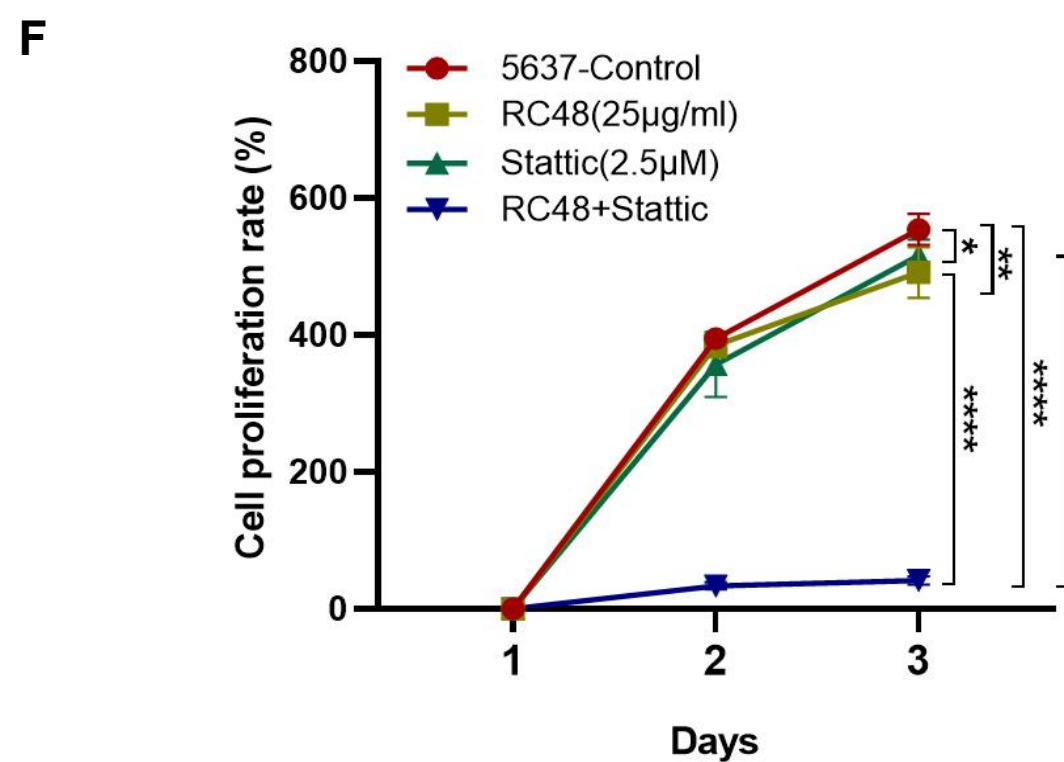

Figure S15

How the deposited data were processed for this re-analysis (not part of the article)

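RNA of SW780 cells was sequenced by the authors in 6 libraries, 3 of Control cells and 3 of cells exposed to RC48 at 25 µg/ml. The authors filtered the reads with SOAPnuke, mapped them to a reference gene sequence with Bowtie2 and counted them per gene with RSEM. The versions, the genome build and the annotation are not named in the paper's text. The authors made the deposited values, which are RSEM's estimated counts per gene without normalization, and the estimated counts of 11.7% to 15.0% of the genes of a library are not whole numbers. The deposited TPM values were computed by the authors from the same reads and are normalized for gene length and library size. For RC48 replicate 2, TPM was computed from its counts and the effective lengths implied by counts and TPM of the other libraries, over genes with at least 20 counts and 1 TPM. The same procedure applied to RC48 replicate 3 gave a median absolute log2 difference of 0.0369 from its deposited TPM over 12194 genes. In the other 5 libraries, the deposited TPM was identical to **Supplementary Table S6** in all 1998 genes read from it.

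Genes were matched by NCBI gene number. Of 16390 genes, 16360 were found in a RefSeq gene table, used for names only, and 16300 (99.5%) had a GC content from the transcripts of GENCODE release v29. The highest library total was 1.09 times the lowest, and the 10 most abundant genes took 3.92% to 5.50% of the counts of a library. Intervals and limits on counts cover counting error only. A count of 0 was read as allowing up to 3 counts.

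The comparison was RC48 against Control without covariates. Estimated counts were rounded to whole numbers, filtered with filterByExpr and normalized by TMM, and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a threshold of 0.05 (R 4.3.3, edgeR 4.0.16, limma 3.58.1). Standard errors given with edgeR's test were the absolute log2 fold change divided by the square root of the F statistic. They are not those of a fitted coefficient and can be too small for genes with few counts. No threshold for this experiment is named in the paper's text. Exact permutation tests on log2 CPM were two-sided and cannot give a p-value under 0.1 with 3 libraries per group. Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera's estimated correlation. The enrichment score followed the GSEA running sum with weight 1, ranked by the signal-to-noise ratio of TPM with a minimum SD of 0.2 times the mean, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.

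The tests, the alternatives other than the corrections for GC content, the gene lists other than the leukocyte genes, and the rule for naming genes were fixed before the data were examined. Named are the 12 genes of **Supplementary Figure S12A**, ERBB2, IL6, NECTIN4, the markers of both subtypes (GATA3, FOXA1, KRT20 and ERBB2 for the luminal type, KRT5, KRT6A, KRT6B, KRT6C and CD44 for the basal type), and the 5 largest rises and 5 largest falls among called genes with at least 10 CPM in the higher group and no overlap between the groups. Other single genes that the rule named are not used here. The lists were the 87 JAK/STAT3 pathway genes of **Supplementary Table S5** and the 28 of them with a weight above 1, and lists of 40 interferon-stimulated genes, 32 NF-κB targets, 30 mitotic genes and 11 tubulin genes. A list of 4 tubulin genes outside autoregulation served for comparison. A list of 12 leukocyte genes was added after the data were seen and before its values were looked at.

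The alternatives were DESeq2 1.42.0, limma on log2(TPM+1) with 5 or 6 libraries and on log2(TPM+0.1), limma's voom with sample quality weights, RLE size factors, library sizes alone, no filter, at least 10 counts in every library, a correction for gene length, a term for the replicate number with and without the length correction, a minimum log2 fold change of 0.5, and each library left out in turn. After seeing the data, a correction for GC content was added, alone, with the length correction and with the replicate term. Each correction subtracted the loess trend (span 0.3) of a library's log2 CPM on GC content or length, as an offset in edgeR.

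The procedure was tested on simulated data with 200 changed genes, of which 199 passed the filter. Before any trend was added, the simulated counts had a biological coefficient of variation of 0.0693, that of the Control libraries alone. In the data it was 0.183, and 0.114 with the GC correction. The simulated log2 changes were all larger in size than the 0.61 of STAT3. The shares called hold for these settings only. Without a GC trend, 196 (98.5%) were called, with 7 unchanged genes. With the trend of each library added, 161 (80.9%) were called with 0 unchanged genes among 1370 at an unadjusted p-value under 0.05, and with the correction for GC content 191 (96%) were called with 7 unchanged genes. The other datasets of the paper were not analysed here.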

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

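The tests of GC content, of leukocyte RNA and of library size in this part were chosen only after the result was seen. LTB, UBD, CXCL8 and IL32 are named by the rule for the largest rises and are not discussed in the paper's text, although LTB is listed in **Supplementary Table S5**. They stand out because their signal in the RC48 libraries lies far above that in the Control libraries. LTB was at least 198.5-fold higher than the limit that 0 counts allow. UBD, CXCL8 and IL32 had log2 fold changes of 8.80, 6.09 and 5.52. Each was called by edgeR in each of the 6 fits that left out 1 library, with adjusted p-values of at most 0.0101, 0.0101, 0.0173 and 0.00391 for LTB, UBD, CXCL8 and IL32 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

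Several technical explanations were weighed for these 4 genes. A trend with GC content in single libraries is argued against by the smallest log2 fold change of the 4, which was still 5.31 after the GC correction. A larger total in the RC48 libraries is argued against by the ratio of the mean totals, which was 1.05. RNA from leukocytes would bring the abundant leukocyte transcripts as well. Of 12 leukocyte genes, 10 were listed in the libraries, and their median rise was 0.307 CPM, whereas the smallest rise of the 4 genes was 11.3 CPM. Unless TMM is named, CPM values in this paragraph are scaled to the library totals alone. PTPRC, a gene expressed throughout leukocytes, stood at 0 CPM in Control and 0.038 CPM after RC48 exposure. The largest rise of the list was 7.61 CPM, for CORO1A, and LCP1 was already at 425.02 CPM in Control. With TMM, CORO1A went from 15.4 to 24.16 CPM, LCP1 stood at 415.95 CPM in Control and LTB rose from 0 to 11.5 CPM. Of the 7 leukocyte genes tested, 6 were higher with a median log2 fold change of 0.44, 0 were called and 4 had an unadjusted p-value under 0.05 in edgeR's test. The list as a whole had a camera p-value of 0.0295, 0.0146 with fry and 0.0884 with an estimated correlation. With the GC correction 1 was called, CD3E, which stood at 0.318 CPM in Control and 0.958 CPM after RC48 exposure, and 2 with the GC and length correction. Without RC48 replicate 2, 3 were called, with voom 4, and with limma over 5 libraries 1.

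For each of the 4 genes, every RC48 library lay above every Control library. What stays open are reads shared with paralogs, which were not tested. An effect of RC48 exposure may account for these rises, which kept log2 fold changes of at least 5.31 with the GC correction, as a hypothesis found and tested on the same data.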

How the results depend on the processing

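The 3 corrections that involve GC content were chosen only after the result was seen. Both JAK/STAT3 lists, the interferon-stimulated genes and the NF-κB targets rose with a p-value under 0.05 in every alternative run, with p-values of 4.2e-04, 3.0e-04, 4.7e-04 and 1.2e-04 from camera's estimated correlation. For the interferon-stimulated genes, the estimated correlation together with the GC correction gave 4.9e-04. The cause of the changes below was not tested, except where stated.

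The number of called genes was 288. It was 281 with RLE size factors, 253 with library sizes alone, 276 without a filter, 228 with at least 10 counts in every library, 353 with the length correction, 331 with the replicate term, 204 with both, 221 with limma on log2(TPM+1) over 6 libraries, 193 with limma on log2(TPM+0.1) and 288 with a minimum log2 fold change of 0.5. As deviations from their group means, the same-numbered Control and RC48 libraries had correlations of 0.002, −0.132 and 0.005, which gives no sign of pairing. The GC and length trends of single libraries enter these deviations, so the correlations cannot exclude it. The count was 676 with DESeq2, 499 with limma on log2(TPM+1) over the 5 libraries, and 8018 with limma's voom and quality weights. It was 1038 with the GC correction, 1284 with the GC and length correction and 744 with the replicate term and the GC correction. The share of called genes that were upregulated, 89.6%, moved to 72.2% with DESeq2, 53.5% with limma over 5 libraries, 49.5% with voom and 63.6% with the GC correction. Across the 6 fits that each left out 1 library, the count ran from 68 without Control replicate 3 to 3726 without RC48 replicate 2. The share upregulated was 67.6% without RC48 replicate 1, 50% without RC48 replicate 2 and between 94.6% and 97.2% in the other 4 fits.

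The enrichment score of 0.697 was 0.311 without weights, 0.630 over the 5 libraries whose TPM was not computed here, 0.748 when ranked by edgeR's statistic, and from 0.630 to 0.751 with 1 library left out. The 12 genes of **Supplementary Figure S12A**, of which 10 were called, gave 5 with at least 10 counts in every library, where only 8 could be tested, 6 with the replicate term and length correction, and 6, 6 and 6 with limma on log2(TPM+1) over 5 libraries, over 6 libraries and on log2(TPM+0.1). They gave from 4 (without Control replicate 3) to 12 (without RC48 replicate 2) with 1 library left out.

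For the mitotic genes, the p-value was 0.166 with camera's estimated correlation. For the tubulin genes, the direction in limma's camera reversed to a fall with voom (adjusted p = 0.673 over the 6 lists), the GC correction (adjusted p = 0.565), the GC and length correction (adjusted p = 0.491) and the replicate term with the GC correction (adjusted p = 0.591). With 1 library left out, its adjusted p-value in limma's camera ran from 0.0585 to 0.614, and the direction reversed without RC48 replicate 1 (adjusted p = 0.0722).

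Of the 7 marker genes of both subtypes that were tested, with ERBB2 counted among the luminal ones, 1 was called. The count was 0 with library sizes alone, with at least 10 counts in every library, with the replicate term and length correction and with limma on log2(TPM+0.1), where 2, 1, 2 and 2 had an unadjusted p-value under 0.05. With at least 10 counts in every library, KRT20, the marker called otherwise, could not be tested, so that this 0 is no loss of a call. It was 5 with voom, ERBB2 included, and from 0 (leaving out any 1 of the Control replicates, with 1 or 2 genes at an unadjusted p-value under 0.05) to 3 (without RC48 replicate 2) with 1 library left out.

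The log2 fold change of ERBB2 was 0.13 with voom, where it was called (adjusted p = 0.0431 with limma), −0.12 with the GC correction, −0.11 with the GC and length correction and −0.12 with the replicate term and GC correction. It ran from −0.0084 (without RC48 replicate 1) to 0.29 (without RC48 replicate 2) with 1 library left out. For GATA3 the same alternatives gave −0.0109 with voom, −0.0728 with GC, −0.0669 with GC and length and −0.0753 with the replicate term and GC, and from −0.0752 to 0.20 with 1 library left out. CD44 changed from a fall to 0.0082 with the length correction, 0.0099 with the replicate term and length correction, 0.0168 with the GC correction, 0.0333 with GC and length and 0.0173 with the replicate term and GC. Neither GATA3 nor CD44 was called in any of these.

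For the single genes other than ERBB2, 388 comparisons in other settings stayed the same, 30 lost and 14 gained their call, and 9 reversed. These 9 are the reversals of GATA3 and CD44 given above. With 1 library left out, 135 stayed the same, 36 lost and 8 gained their call, and 1 reversed, which was GATA3 without RC48 replicate 1. The depth limits TNF, CXCL10, SOCS1 and IL6, which had 1, 4, 20 and 1 counts over the Control libraries.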

Differences from the paper's values

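The corrections for GC content named here were chosen only after the result was seen. The enrichment score, the number of genes in it and the differences of the 12 genes in log2(TPM+1) fell within the replicate error or 1.5 times of the paper's values.

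In **Supplementary Figure S12A**, the paper marks all 12 genes as significantly higher after RC48 exposure. Of the 12, 10 were called here, and MYD88 (adjusted p = 0.141) and SOCS1 (adjusted p = 0.190) were not (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The thresholds are unlike, since the paper's methods define its marks by a p-value under 0.05 and name no adjustment. Without adjustment, all 12 had p under 0.05 in edgeR's test, with 0.0072 for MYD88 and 0.0165 for SOCS1. MYD88 and SOCS1 were both called when adjusted over the list alone (0.00781 and 0.0165 in edgeR). MYD88 was called with DESeq2 (0.0451), with limma's voom and quality weights (1.5e-06), without RC48 replicate 1 (0.0384) and without RC48 replicate 2 (0.0196), all set before the data were examined, and with the GC correction (0.0262) and the GC and length correction (0.0239), both chosen after seeing the values. SOCS1 was called with voom (0.00221) and without RC48 replicate 2 (0.0497). None of the other alternatives set before the data were examined called either gene.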

Other observations

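The tests of GC content, gene length and simulated data in this part were chosen only after the result was seen, whereas the counts over other splits and the tests of the interferon, NF-κB, mitotic and tubulin lists and of the marker genes were planned.

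The 6 libraries can be split into 3 and 3 in 10 ways, so no share under 0.1 is possible and the number of splits alone decides nothing. For the number of called genes, 288, 1 of the 10 splits gave as many, which was the real one. The other 9 splits called 0 genes, with between 24 and 732 genes at an unadjusted p-value under 0.05. Each of these 9 splits puts RC48 and Control libraries in both groups, so an effect of RC48 would widen the spread within groups. Their calls, camera p-values and enrichment scores therefore do not show what data without an effect would give. In simulated data with no changed gene, edgeR also called 0 genes, both without the GC trends (670 genes at an unadjusted p-value under 0.05) and with them (1190 genes). For the 87 JAK/STAT3 pathway genes, 1 of 10 splits gave a camera p-value as small, and the same number, 1 of 10, was found for the 28 genes with a weight above 1, for the interferon-stimulated genes and for the NF-κB targets. For the enrichment score it was 1 of 10, with the other splits between −0.50 and 0.53. For the mitotic genes it was 2 of 10 and for the tubulin genes 10 of 10.

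The RC48 libraries differed from each other along the GC content of transcripts. The log2 ratio of RC48 replicate 1 to RC48 replicate 2 had a Spearman's rho of 0.791 with GC content across genes that were not called. This describes the trend and does not test its source, so that a GC bias of single libraries stays open. For RC48 replicates 1 and 2, a bias of gene length is argued against by the rho of −0.076 with length at a given GC content. This rho was 0.009 for RC48 replicates 1 and 3 and 0.174 for 2 and 3. For Control replicates 1, 2 and 3 against the other Control libraries it was −0.369, −0.479 and 0.563, so these differed along length. Whether RC48 exposure took part in the GC trend stays open, because the GC trend per library did not separate the groups (two-sided exact permutation test, p = 0.3) and 3 libraries per group cannot go below 0.1. The first principal component held 68.4% of the variance and set RC48 replicate 1 apart, at 64.5. RC48 replicates 2 and 3 lay at −6.3 and 18.4 and the Control libraries between −28.6 and −22.9, so the groups did not overlap on it either. With the GC correction it held 58.7%, with RC48 libraries between 10.4 and 40.0 and Control libraries between −23.7 and −21.8. The biological coefficient of variation was 0.183 without and 0.114 with the GC correction.

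The number of genes called without a GC correction may be lowered by these trends. In simulated data with the trends of the libraries, 80.9% of the changed genes were recovered, against 98.5% without them. The simulated counts had a biological coefficient of variation of only 0.0693 before any trend was added, and changes larger than that of STAT3. These shares therefore do not carry over to the data. The 8018 genes called by voom with quality weights may in turn reflect the trends, since the same method called 5309 genes in simulated data that held the trends and no changed gene. Its weights were 0.097 and 0.262 for RC48 replicates 1 and 2 and 7.64 for RC48 replicate 3, so that its result leaned on 1 library of the RC48 group. The GC and length corrections were not run on the simulated data with this method.

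Lists of interferon-stimulated genes and NF-κB targets are not part of the paper. All 40 interferon-stimulated genes were tested, with a median log2 fold change of 0.94, 38 higher, 23 called over all genes tested and 32 when adjusted over the list alone (limma's camera, adjusted p = 2.1e-44 over the 6 lists, and 7.1e-04 with an estimated correlation). Of 32 NF-κB targets, 31 were listed and 30 tested, with a median of 1.24, 30 higher, 17 called over all genes tested and 24 when adjusted over the list alone (limma's camera, adjusted p = 2.0e-57, and 7.0e-04 with an estimated correlation). With 1 library left out, the number called was 8, 8 and 8 (interferon-stimulated genes) and 12, 12 and 12 (NF-κB targets) without Control replicates 1, 2 and 3, 33 and 20 without RC48 replicate 1, 32 and 23 without RC48 replicate 2, and 9 and 13 without RC48 replicate 3. A trend with GC content is argued against by the smaller of both medians after the GC correction, which was 0.89. The smallest camera p-value of the other 9 splits was 1.5e-14 for the interferon-stimulated genes and 8.9e-09 for the NF-κB targets, against 6.9e-45 and 3.4e-58 for the real split. As these splits mix both conditions, this comparison decides nothing. An effect of RC48 exposure on both lists may account for these values, as a hypothesis that rests on these 6 libraries alone.

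The mitotic genes were lower in the RC48 libraries. All 30 were tested, with a median log2 fold change of −0.49, 3 higher and 0 called, while 14 had an unadjusted p-value under 0.05 (limma's camera, adjusted p = 4.1e-07 over the 6 lists). Without RC48 replicate 1 or 2, 7 and 19 were called, all lower. Per library the median was −0.99, −0.21 and −0.44 for RC48 replicates 1, 2 and 3. A GC trend as the whole cause is argued against by the median of −0.34 after the correction, where 0 of 30 were higher and 6 were called. Fewer cells in mitosis after RC48 exposure may be a reason, but the p-value with an estimated correlation was 0.166 and that of fry 0.0483, so this cannot be told apart from a shared shift of correlated genes.

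Free tubulin lowers tubulin mRNA (autoregulation), and microtubule depolymerization by the payload of RC48 might do so here. For the 11 tubulin genes the camera p-value was 0.433, the median log2 fold change 0.32, 8 were higher and 0 called, with 3 at an unadjusted p-value under 0.05. Per library the median was 0.88, −0.40 and −0.08 for RC48 replicates 1, 2 and 3, so RC48 replicate 1 set the direction. Without it, the median was −0.16 with 3 genes called, all lower, and without RC48 replicate 2 it was 0.53 with 2 called, both higher. With the GC correction the median was 0.00, and TUBB alone was called, at −0.53 (adjusted p = 0.0159 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With voom and quality weights 7 of the 11 were called, 3 higher and 4 lower. The comparison list of TUBG1, TUBG2, TUBD1 and TUBE1 had a median of 0.15, with 0 called and 0 at an unadjusted p-value under 0.05, and a median of −0.09 after the GC correction. The explanation cannot be told apart from its absence, because the RC48 libraries moved in opposite directions.

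Among markers of the luminal type, KRT20 fell from 1.98 ± 0.044 to 0.667 ± 0.290 CPM (SD, n = 3 each), with a log2 fold change of −1.55 (adjusted p = 0.0489 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called without Control replicate 1, 2 or 3 (adjusted p = 0.215, 0.232 and 0.231 in edgeR), within a range from 6.7e-05 (limma's voom with quality weights) to 0.232 over 20 alternatives. GATA3 (0.10), FOXA1 (−0.44), KRT5 (0.45), KRT6A (−0.18) and CD44 (−0.08) were not called, with adjusted p-values between 0.194 and 0.688 in edgeR's test, except that FOXA1 (0.0342) and KRT5 (0.0451) were called without RC48 replicate 2, and FOXA1 (2.7e-05), KRT5 (0.00311) and KRT6A (0.00138) with limma's voom and quality weights. KRT6B and KRT6C are not listed in the libraries. NECTIN4 had a log2 fold change of 0.29 (adjusted p = 0.377 in edgeR). It ran from 0.05 (without RC48 replicate 1) to 0.40 (without RC48 replicate 2) with 1 library left out. It was 0.02 with voom and 0.08 with the GC correction, and NECTIN4 was called in 0 of 21 alternatives.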
